# Galectin-3 activates spinal microglia to induce inflammatory nociception in wild type but not in mice modelling Alzheimer’s disease

**DOI:** 10.1038/s41467-023-39077-1

**Published:** 2023-06-22

**Authors:** George Sideris-Lampretsas, Silvia Oggero, Lynda Zeboudj, Rita Silva, Archana Bajpai, Gopuraja Dharmalingam, David A. Collier, Marzia Malcangio

**Keywords:** Neuroimmunology, Alzheimer's disease, Chronic pain, Microglia

## Abstract

Musculoskeletal chronic pain is prevalent in individuals with Alzheimer’s disease (AD); however, it remains largely untreated in these patients, raising the possibility that pain mechanisms are perturbed. Here, we utilise the TASTPM transgenic mouse model of AD with the K/BxN serum transfer model of inflammatory arthritis. We show that in male and female WT mice, inflammatory allodynia is associated with a distinct spinal cord microglial response characterised by TLR4-driven transcriptional profile and upregulation of P2Y12. Dorsal horn nociceptive afferent terminals release the TLR4 ligand galectin-3 (Gal-3), and intrathecal injection of a Gal-3 inhibitor attenuates allodynia. In contrast, TASTPM mice show reduced inflammatory allodynia, which is not affected by the Gal-3 inhibitor and correlates with the emergence of a P2Y12^−^ TLR4^−^ microglia subset in the dorsal horn. We suggest that sensory neuron-derived Gal-3 promotes allodynia through the TLR4-regulated release of pro-nociceptive mediators by microglia, a process that is defective in TASTPM due to the absence of TLR4 in a microglia subset.

## Abstract (web summary)

In inflammatory arthritis, pain neurons communicate with spinal cord microglia to establish nociception. Here, the authors show that this communication is mediated by pain neurons releasing galectin-3, which activates microglia through TLR4. In a mouse model of Alzheimer’s disease, pain is attenuated because microglia lack expression of TLR4.

## Introduction

Musculoskeletal disorders are characterised by moderate to severe chronic pain, which is the result of tissue or nerve damage and defined as nociceptive or neuropathic pain. Furthermore, a recent classification of musculoskeletal pain has introduced nociplastic pain to include pain in tissues without pathology that can be perceived as painful, highlighting its dynamic relationship with mood and cognition^1,2^. Indeed, musculoskeletal disorders, where nociplastic pain is typically present, are often presented by patients with cognitive disabilities^3^. Of note, musculoskeletal painful conditions are the second most prevalent comorbidity in individuals with Alzheimer’s disease (AD)^4^. Untreated chronic pain contributes to psychiatric symptoms of dementia^5^, while AD is considered a risk factor for the under-treatment of pain^6^. Therefore, a better understanding of the interplay between musculoskeletal chronic pain and AD might lead to improved mechanism-based analgesic treatments.

Rheumatoid arthritis (RA) is a chronic musculoskeletal inflammatory disease characterised by synovial inflammation, and mid-life RA increases the risk of developing AD^7^. Despite optimal control of the joint inflammation, people with RA identify pain as the most debilitating symptom^8^. Specifically, inflammatory arthritis pain is initially driven by synovial inflammation and sensitisation of sensory neurons innervating the joint (peripheral sensitisation) and then maintained by concomitant neuronal plasticity at the first sensory synapse within the spinal cord (central sensitisation). Preclinical models of RA are instrumental in determining the mechanisms behind nociceptive processing in inflammatory arthritis. In particular, in models of arthritis, spinal cord microgliosis and increased cytokine levels, in response to inflammation-evoked sensory neuron excitation, are closely linked to nociception^9,10^. Furthermore, in the K/BxN serum transfer (ST) models of inflammatory arthritis, neuro-immune interactions are integral to nociceptive signalling at the dorsal root ganglia and spinal cord dorsal horn^11–13^. Mice are passively immunised with serum containing anti-glucose-6-phosphate isomerase (anti-G6PI) antibodies that induce autoimmune inflammatory attack exclusively in the distal joints where anti-G6PI antibodies bind to G6PI expressed on the cartilage surface and mediate activation of the innate immune system^14^. The insurgence of joint inflammation after K/BxN ST induces significant hind paw mechanical hypersensitivity that persists after the resolution of joint swelling^11,13^.

To study possible dysregulation of pain mechanisms in AD, we combined the K/BxN ST model with the TASTPM transgenic mouse model of AD since 6-month-old TASTPM mice display both sensory and cognitive deficits^15^. At the tissue level, TASTPM brains exhibit AD neuropathology, including amyloid deposition associated with microgliosis and reactive astrocytes^15^. In the spinal cord, microgliosis is prevalent in 6-month-old mice, preceding the formation of plaques which results from progressive amyloid build-up in 12-month-old TASTPM^15^. Despite the AD-like pathology, blood–brain barrier (BBB) integrity appears normal in TASTPM mice as brain penetration of permeability markers such as sodium fluorescein is not enhanced in TASTPM^16^.

In this study, by comparing the development of K/BxN ST inflammatory arthritis in wild-type (WT) and TASTPM mice, we investigate microglia responses in inflammatory arthritis and assess whether amyloid-β pathology results in the alteration of neuro-immune communication in inflammatory pain mechanisms. We show that inflammatory allodynia and dorsal horn microglial activation are attenuated in male and female TASTPM mice compared to WT. Inflammatory allodynia is associated with a TLR4-driven transcriptional profile and upregulation of P2Y12 in WT microglia, whilst in TASTPM, a subset of microglia does not express TLR4. In addition, both WT and TASTPM microglia upregulate the TLR4 ligand galectin-3 (Gal-3), which is also expressed and released by nociceptive fibres in the dorsal horn. In WT, but not TASTPM mice, inflammatory allodynia is reversed by intrathecal delivery of a Gal-3 inhibitor, and Gal-3 is pro-nociceptive in WT but not TLR4 KO mice. Our data indicate that a Gal-3 and TLR4 interaction mediates neuro-microglia communication in inflammatory allodynia, and such a pro-nociceptive pathway is flawed in TASTPM mice.

## Results

### Attenuation of inflammatory arthritis allodynia in TASTPM mice

In both WT and TASTPM male and female mice, passive immunisation with K/BxN serum transfer (ST) but not control ST (Fig. 1a), resulted in development of ankle joint swelling and clinical signs of arthritis (clinical score) from day 2 after K/BxN ST, which peaked at day 5 and slowly subsided thereafter, approaching recovery by day 20 onwards (Fig. 1b, c and Supplementary Fig. 1a). Consistent with our previous report^11,17^, male and female WT mice displayed significant hind paw mechanical hypersensitivity at day 2 K/BxN ST, which persisted beyond attenuation of joint swelling and remained significant up to day 30 K/BxN ST (Fig. 1d and Supplementary Fig. 1b). However, in male and female TASTPM mice, we observed that whilst joint swelling and clinical score developed and resolved like in WT (Fig. 1b, c and Supplementary Fig. 1c), mechanical hypersensitivity was less severe than in WT at day 5 K/BxN ST and remained weaker for up to day 30 K/BxN ST (Fig. 1d and Supplementary Fig. 1d). Thus, K/BxN-induced allodynia was sex-dependent in neither WT nor TASTPM and we reasoned those potential peripheral changes in the joint would unlikely account for milder inflammatory allodynia in TASTPM and considered central mechanisms instead. We focussed on the first sensory synapse in the dorsal horn of the spinal cord and began with quantification of c-Fos, a marker of neuronal activity following noxious stimulation, at two points after K/BxN ST: day 5, at peak allodynia in WT but less severe allodynia in TASTPM, and day 30, at persistent allodynia in WT but significant recovery of allodynia in TASTPM. We observed that in both WT and TASTPM superficial laminae, c-Fos expression was significantly higher at day 5 but not at day 30 K/BxN ST (Fig. 1e, f and Supplementary Fig. 1e, f). It is plausible that at day 30 K/BxN ST, primary afferent activation of dorsal horn neurons continues but may no longer be identified using c-Fos as a marker. However, consistent with different extent of allodynia at day 5 K/BxN ST, c-Fos expression was lower in TASTPM than WT K/BxN ST (Fig. 1f). Considering that first sensory synapse activity can trigger the release of inflammatory mediators and phagocytosis in microglia^18^, we next examined dorsal horn (DH) microglial response at day 5 and 30 K/BxN ST.

**Fig. 1:**
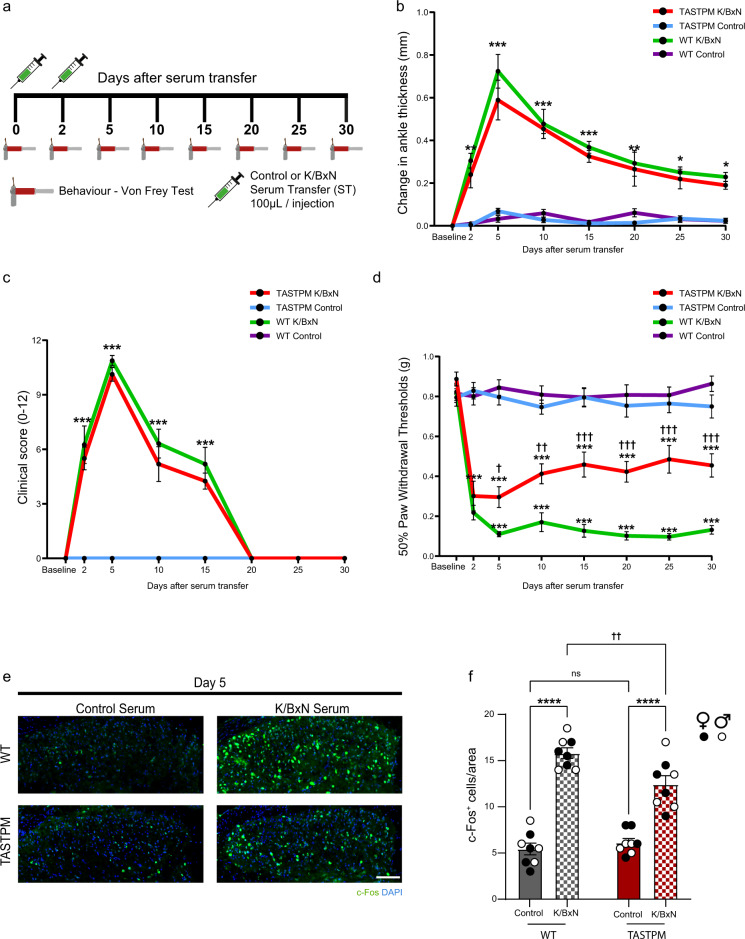
TASTPM mice develop less allodynia than WT in the K/BxN serum transfer model of arthritis. **a** Schematic overview of study design. **b** Ankle thickness and **c** clinical scores of fore and hind paws in WT and TASTPM. **d** Reduced mechanical hypersensitivity (PWT paw withdrawal thresholds) in TASTPM after K/BxN ST. Data represent mean ± SEM, *n* = 12 mice per group. *p < 0.05, ***p < 0.001 compared to same-day WT or TASTPM Control ST, †*p* < 0.05, ††*p* < 0.01, †††*p* < 0.001 compared to same-day WT K/BxN ST, two-way RM ANOVA, Tukey’s multiple comparisons test. **e** Representative images of c-Fos^+^ neurons in dorsal horns. Scale bar, 100 μm. **f** Quantification of c-Fos^+^ neurons. Data represent mean ± SEM, *n* = 8 mice per group (4 per sex). ns not significant, ****p < 0.0001, ††*p* = 0.0073. Two-way ANOVA, Tukey’s multiple comparisons test.

### Dorsal horn microglia activation state correlates with K/BxN ST allodynia in WT and TASTPM

Microglia are endowed with the ability to sense and regulate microenvironments as local cues can shape their responses^19^. Hence, to examine whether K/BxN ST allodynia was associated with DH microglial response to neuronal activity, we quantified co-expression of IBA1 and p-p38 (phosphorylated p38), a marker of microglial response to noxious stimulation^20,21^. In male and female WT, total microglia (IBA1^+^ cells) and activated microglia (IBA1/p-p38^+^ cells) numbers were higher in K/BxN ST compared to control ST dorsal horns at both day 5 and day 30 (Fig. 2a–c and Supplementary Fig. 2a–c). However, in male and female TASTPM dorsal horn, K/BxN-associated changes in microglia were detectable at day 5 but not at day 30 K/BxN ST compared to control ST (Fig. 2a, b and Supplementary Fig. 2a, b). Furthermore, p-p38 expression was higher in microglia in TASTPM compared to WT control ST (Fig. 2a, c) but did not increase at either day 5 or day 30 K/BxN ST (Fig. 2c and Supplementary Fig. 2c). These results indicate a correlation between K/BxN ST allodynia and DH microglial response in a sex-independent manner. First, in WT, day 5 allodynia was associated with neuronal and microglial activation and in TASTPM, less severe day 5 allodynia was associated with a milder response of microglia. Second, at day 30, allodynia, which persisted in WT and recovered in TASTPM, was associated with microglial changes in WT but not TASTPM.

**Fig. 2:**
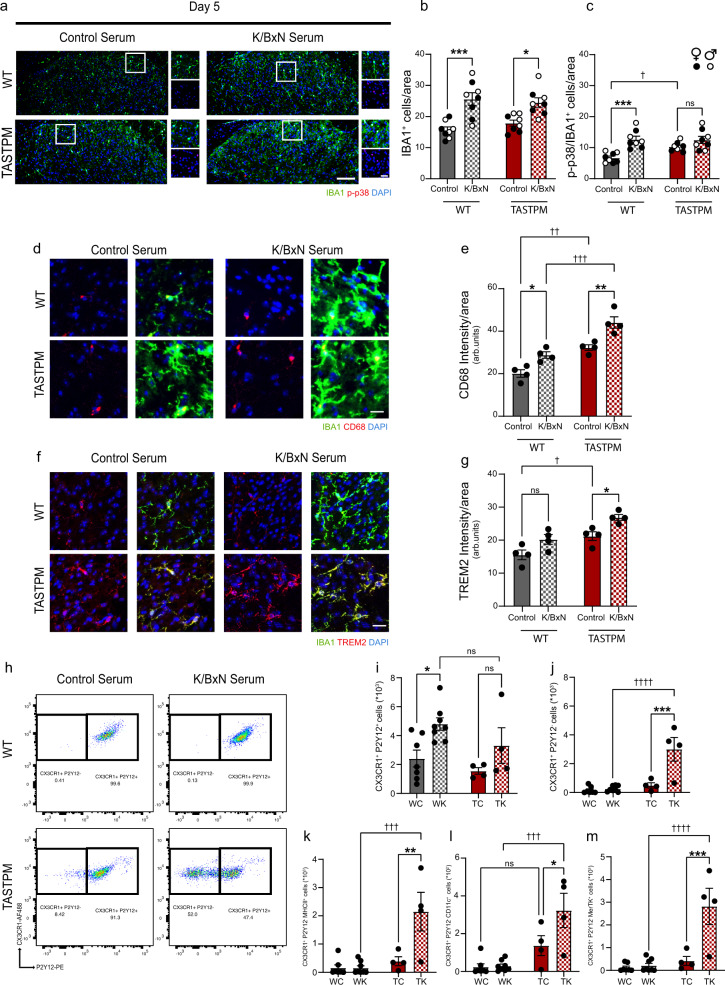
Dorsal horn microglia express a distinct set of markers in TASTPM at Day 5 K/BxN ST. **a** Representative images of p-p38^+^ IBA1^+^ cells in dorsal horns (DH). Scale bar, 100 μm. **b**, **c** Quantification of IBA1^+^ and p-p38^+^ IBA1^+^ microglia. Data represent mean ± SEM, *n* = 8 mice per group (4 per sex). **d** Representative images of CD68^+^ IBA1^+^ cells in DH. Scale bar, 20 μm. **e** Quantification of CD68 intensity in microglia in DH. Scale bar, 10 μm. **f** Representative images of TREM2/IBA1^+^ cells in DH. Scale bar, 10 μm. **g** Quantification of TREM2 intensity in microglia in DH. **h** Representative scatterplots of microglia sorted from DH. Cells were gated on CD45^low^, CD11b^+^, CX3CR1^+^. Data represent mean ± SEM, *n* = 4 mice per group. **i**, **j** Quantification of P2Y12^+^ and P2Y12^−^ microglia in DH. **k**–**m** Quantification of MHCII^+^, CD11c^+^, and MerTK^+^, in P2Y12^−^ microglia in DH. Data represent mean ± SEM, *n* = 7 (WT Control ST), *n* = 8 (WT K/BxN ST), and *n* = 4 (TASTPM Control and K/BxN ST). WC = wild type control serum; WK = wild type K/BxN serum; TC = TASTPM control serum; TK = TASTPM K/BxN serum. ns not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, †*p* < 0.05, ††*p* < 0.01, †††*p* < 0.001, ††††*p* < 0.0001. Two-way ANOVA, Tukey’s multiple comparisons test.

Since microglia are promptly involved in dorsal horn mechanisms underlying the development of allodynia after peripheral damage^22^, we selected day 5 K/BxN ST as the time point for further characterisation in WT and TASTPM. Thus, we examined the expression of CD68, a lysosomal marker for phagocytic microglia, which is upregulated in response to insoluble protein aggregate formations. We observed that CD68 expression was higher in TASTPM than WT control ST and increased above control levels in both WT and TASTPM K/BxN ST (Fig. 2d, e). These data suggest that both WT and TASTPM microglia were phagocytic at day 5 after K/BxN ST and TASTPM microglia were already involved in phagocytosis under control conditions. Since in TASTPM spinal cord plaques become visible at 12 months of age, it is plausible that 6-month-old TASTPM microglia upregulate CD68 in response to a rise of soluble amyloid-β in a similar fashion to hippocampal microglia^23^. We deem less plausible that K/BxN serum acts directly on spinal cord microglia since the BBB is intact in TASTPM mice and IgG does not readily cross the blood–spinal cord barrier^16,24^. Furthermore, AD brain microglia are known to downregulate P2Y12^25^ and upregulate TREM2^26^ and CD11c, which appears in the disturbance of homoeostasis^27^ and MerTK, which is observed in the vicinity of amyloid plaques^28^. Therefore, we examined the expression of these microglial markers in WT and TASTPM K/BxN ST. We observed that in WT, immunostaining of TREM2 in IBA1^+^ microglia was comparable in K/BxN ST and control ST (Fig. 2f, g), whereas TASTPM microglia expressed higher levels of TREM2 than WT under control conditions and TREM2 expression was further increased in K/BxN ST conditions (Fig. 2f, g). Then, using flow cytometry to examine the expression of P2Y12, CD11c, MHCII and MerTK in microglia (CD45^low^ CD11b^+^ CX3CR1^+^ population, strategy reported in Supplementary Fig. 3), we observed that WT CX3CR1^+^ cells showed distinct expression patterns from TASTPM. Specifically, in WT, but not TASTPM, CX3CR1^+^ P2Y12^+^ cell numbers were higher in K/BxN ST compared to control ST (Fig. 2h, i). Strikingly, TASTPM but not WT microglia, were heterogenous as we identified a subset of microglia defined by no P2Y12 expression (CD45^low^ CD11b^+^ CX3CR1^+^ P2Y12^−^ cells) (Fig. 2j), which co-expressed MHCII, CD11c and MerTK (Fig. 2k–m). This population of parenchymal CD11c^+^ microglia was detected mostly in TASTPM K/BxN ST, whereas few microglia showed CD11c expression in WT and TASTPM Control ST and WT K/BxN ST (Supplementary Fig. 2d, e). The emergence of this subset of microglia in the TASTPM dorsal horn was not associated with signs of neurodegeneration since MAP2 expression was comparable to WT dorsal horn (Supplementary Fig. 2f, g). It is unlikely that CD11c and MHCII positive cells were monocytes or dendritic cells as we gated for CD45^low^ Ly6C^−^ CCR2^−^ cells (Supplementary Fig. 3), and the BBB of TASTPM mice is reported to be intact^16^. In addition, dendritic cells are defined as CD45^high^ populations and normally populate the meninges^29^, which we excluded from tissues before flow cytometry analysis.

So far, at day 5 K/BxN ST, our data indicate that in WT, CX3CR1^+^ DH microglia adopt a specific expression pattern, namely p-p38^+^, P2Y12^+^, CD68^+^ in association with K/BxN ST mechanical hypersensitivity and in TASTPM, CX3CR1^+^ DH microglia adopt a distinct amyloid-responsive expression pattern, namely P2Y12^−^, TREM2^+^, MerTK^+^, CD11c^+^, MHCII^+^, CD68^+^ which is associated with milder K/BxN ST allodynia. These considerations persuaded us to keep our focus on microglia at day 5 after K/BxN ST, and we characterised WT and TASTPM dorsal horn microglia transcriptional profile.

### WT K/BxN ST microglia have a unique transcriptional signature that is only partially present in TASTPM K/BxN ST

Upon CNS injury or inflammatory insult, microglia shift from a homoeostatic role to a reactive state which is driven by prominent transcriptional changes^30,31^. 

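Dorsal horn microglia for RNA-seq were collected at day 5 from 6-month-old mice, with 4 libraries each from WT and TASTPM mice given K/BxN serum and 3 each from WT and TASTPM mice given control serum. cDNA was amplified from the sorted cells with the SMART-Seq kit, and the authors aligned the reads to the mouse genome with HiSat2, counted those on each gene with featureCounts and deposited normalized counts, in which the reads of a library are divided by 1 factor for that library. Each deposited value was a whole multiple of the value of 1 read in its library, so the reads were recovered for 100% of the values. Between 14223015 and 20239175 reads per library fell on genes, with a median of 16978196 in WT K/BxN ST, 19357079 in WT Control ST, 15256288 in TASTPM K/BxN ST and 16692954 in TASTPM Control ST. These totals did not differ between K/BxN ST and Control ST by more than the spread between libraries in WT (two-sided exact permutation test, p = 0.229) or in TASTPM (two-sided exact permutation test, p = 0.371). Of 14329 genes in the deposited values, the 12645 with at least 10 reads in at least 7 of the 14 libraries were tested. Normalized counts were put on a log2 scale after adding 1, and limma with a trend in the prior variance was fitted to the 14 libraries. Genes were called differentially expressed at an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p below 0.05. Adding 1 to each count lessens the fold changes of genes with few reads, and 3 reads were taken as the smallest number that a library can show.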

Here, we evaluated WT and TASTPM microglia transcriptional profile in inflammatory arthritis nociception and performed bulk RNA-seq on microglia (CD45^low^, CD11b^+^, CX3CR1^+^) sorted from day 5 K/BxN ST dorsal horns, with a purity of >99% (Fig. 3a). In agreement with microgliosis detected by immunostaining, we found that CD45^low^ CD11b^+^ CX3CR1^+^ cell numbers were higher in K/BxN ST than control ST in both WT and TASTPM dorsal horns (Fig. 3a, b). In addition, 20 most highly expressed transcripts across all samples were typical microglia-specific transcripts (*Cx3cr1*, *Ctss*, *Hexb*, *Csf1r*, *P2ry12*, *Tmem119*, *C1qa*) (Fig. 3c), and no transcripts uniquely expressed by astrocytes, neurons, endothelial cells, oligodendrocytes, and dendritic cells were detected in any sample, confirming the purity of the microglia population sequenced (Fig. 3c). 

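Ranked by the mean normalized count over the 14 libraries, the 20 highest transcripts included 19 of the 20 that Fig. 3c shows as microglial. Cst3 ranked 1, with a mean of 474389 normalized counts and a range of 199990 to 754014 between libraries. Ctss followed with a mean of 239284 and Csf1r with 225975. Cx3cr1 ranged from 35235 to 181794 normalized counts, Tmem119 from 42292 to 162963 and P2ry12 from 34656 to 166138. Psap held rank 18 and is not among the transcripts in Fig. 3c, and B2m held rank 22. Lyz2 ranked 10 by the mean and 120 by the median, because its counts lay between 8743 and 22933 in 10 libraries and between 258065 and 536223 in 4 libraries, all of them K/BxN ST. With the median in place of the mean, 18 of the 20 transcripts in Fig. 3c were among the 20 highest. Reads on marker lists of other cell types were summed for each library. Oligodendrocyte markers took 0.0179% to 0.0291% of the reads, astrocyte markers 0.00963% to 0.0460%, endothelial markers 7.18e-04% to 0.00419%, dendritic cell markers 7.35e-04% to 0.0499% and neuron markers 5.17e-06% to 0.00272%, where 3 reads amount to at most 2.11e-05%. Neutrophil and monocyte markers together took 0.0291% to 2.37% and microglia markers 2.29% to 8.46%. Within each list, the 95% Wilson interval of a library's share was at most 0.0279 percentage points wide. The intervals cover counting error alone, since reads from amplified cDNA are not independent molecules. Flt3, one of the dendritic cell transcripts in Fig. 3c, had 923, 243, 0 and 127 normalized counts in TASTPM K/BxN ST replicates 1 to 4, 556, 507, 0 and 12.0 in the 4 WT K/BxN ST libraries in the order of the deposited values, and 0 to 39.4 in the 6 Control ST libraries.

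**Figure D1:**
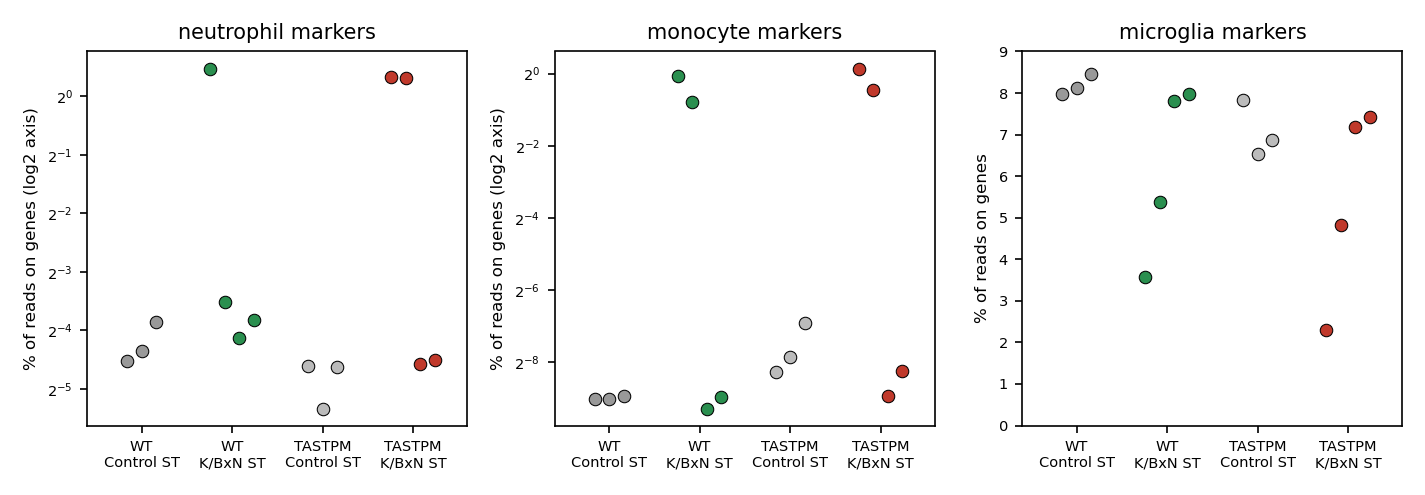
Share of the reads on genes, in percent, taken by neutrophil markers and monocyte markers (log2 axes) and by microglia markers (linear axis) in each library of the 4 groups. Each point is 1 library; the monocyte markers lie at or above 0.584% in 2 libraries of each K/BxN ST group and at or below 0.00828% in every other library.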

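Between WT K/BxN ST and WT Control ST, limma called 1 of 12645 tested genes, Rarg, and it was higher. An unadjusted p below 0.05 was reached by 902 genes, 603 higher and 299 lower in K/BxN ST, where 632 would be reached by chance. Rarg lies on chromosome 15 of GRCm39 from 102143373 to 102165952 and encodes a retinoic acid receptor. Its normalized counts were 254, 136, 54.9 and 44.7 in WT K/BxN ST and 0 in each of the 3 WT Control ST libraries, a mean at least 42.7-fold higher than 3 reads. The log2 fold change of Rarg was 6.60 (standard error 0.89, limma adjusted p = 0.0321), with every K/BxN ST library above every Control ST library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 3 allow). In TASTPM, Rarg had 42.8, 9.99 and 9.99 normalized counts in Control ST and 105, 85.6, 71.7 and 25.9 in K/BxN ST. Reads of Rarg were thus absent from WT Control ST alone, and its call rests on that absence too. Bcl2, labelled in Fig. 4a, had 112, 38.1, 180 and 89.4 normalized counts in WT K/BxN ST and 306, 217 and 372 in WT Control ST, a log2 fold change of −1.66 (standard error 0.58, limma adjusted p = 0.605; two-sided exact permutation test, p = 0.0571). Over the 21 alternatives that keep all libraries the adjusted p of Rarg ranged from 1.23e-07 to 0.334. DESeq2 on the recovered reads of all 14 libraries, without a filter on low counts, called 275 genes, 261 higher and 14 lower. The setting that moved the number most was the same fit without Cook's cutoff, chosen after the data were seen, with 277 genes. The edgeR quasi-likelihood test on the recovered reads called 0 genes, with 782 at an unadjusted p below 0.05. Of the 442 transcripts that Supplementary Dataset 1 lists as upregulated, 142 (32.1%) had every WT K/BxN ST library above every Control ST library, 160 had 3 of the 4 above and 129 had 2. Of all 12645 tested genes 3.67% were placed so in WT, where chance gives 2.86%. That chance share does not apply to the list, which was drawn from these libraries. The median log2 ratio of these transcripts to the Control ST mean was 7.30, 6.08, 0.54 and 1.06 in the 4 WT K/BxN ST libraries. Of the 232 that passed the filter on low counts, 139 passed a limma adjustment over the list alone, which shows no stability because the list was drawn from these data.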

Differential gene expression (DE) analysis in WT microglia between control ST and K/BxN ST identified 483 differentially expressed genes (DEGs) (log_2_FC > 1, FDR < 0.05), of which 442 and 41 were up- and downregulated, respectively (Fig. 4a and Supplementary Dataset 1). Pathway analysis of differentially expressed genes using Gene Ontology (GO) revealed that ‘positive regulation of cytokine production’ (*Irak3*, *Il27ra*, *Il1r2*) and ‘G protein-coupled receptor signalling’ (*P2ry14*, *P2ry1*, *Rgs18*, *Gpr132*) were among the most highly enriched pathways (Supplementary Fig. 4a). 

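Irak3 lies on chromosome 10 from 119975568 to 120038035 and shares exonic sequence positions with 3 annotated neighbours. Its normalized counts were 878, 556, 297 and 334 in WT K/BxN ST and 1.87, 114 and 157 in WT Control ST. Every K/BxN ST library was above every Control ST library (two-sided exact permutation test, p = 0.0286), and the log2 fold change was 3.65 (standard error 1.16, limma adjusted p = 0.568). Il27ra was higher than every Control ST library in 3 of 4 K/BxN ST libraries, with 12.6, 112, 0 and 73.1 normalized counts against 0 in Control ST, a mean at least 17.3-fold above 3 reads. Il1r2 had 408, 40.7, 0 and 0 normalized counts in K/BxN ST and at most 0.937 in Control ST. Among the G protein-coupled receptor transcripts, Rgs18 had 1482, 927, 1.2 and 1.1 normalized counts in the 4 K/BxN ST libraries, P2ry1 had 259, 124, 1.2 and 0, and Gpr132 had 84.9, 47.8, 2.39 and 0. P2ry14 was detected in 1 of the 4 K/BxN ST libraries, with 105 normalized counts, and in none of the 3 Control ST libraries, at a floor of 3 reads. Il1r2, P2ry14, P2ry1, Rgs18 and Gpr132 did not pass the filter on low counts and were kept in a fit of their own with the other genes the paper names. The log2 fold changes of the 6 transcripts other than Irak3 lay between 1.68 and 5.14 and their limma adjusted p between 0.686 and 0.83, so that none was called. With DESeq2 on the recovered reads without a filter, P2ry14, P2ry1, Rgs18 and Gpr132 were called and Il1r2 was not. Il1r2 fell to −0.42 on the log2 scale with the neutrophil and monocyte marker score as covariate in limma. With DESeq2 as well Irak3 stayed above the adjusted p threshold, and over 21 alternatives its adjusted p ranged from 0.152 to 0.808.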

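Genes of the type I and type II interferon response were tested as a set with limma's camera. It was run with a preset correlation between genes, which was not estimated from these libraries. Where the genes of a set vary together more than that, its p-values are too small. The list held 39 genes, of which 31 passed the filter on low counts, and 24 of these had a positive log2 fold change in WT. Their mean log2 fold change in WT K/BxN ST over WT Control ST was 1.21 (adjusted p = 8.50e-04 over 8 set tests with limma's camera), with 0 genes of the set called and 6 at an unadjusted p below 0.05. For each library, the log2 ratio to the average of the Control ST libraries of both genotypes was averaged over the set. It was 2.13, 1.82, 0.61 and 0.74 in the 4 WT K/BxN ST libraries. In the 3 WT Control ST libraries it was −0.25, 0.63 and −0.02. The rotation test fry gave an adjusted p of 0.199 for the same mean, the highest over 23 alternatives, of which the lowest was 2.96e-10. With a score of neutrophil and monocyte markers as covariate the mean fell to 0.47.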

Interestingly, in WT differentially expressed transcripts were linked to the TNF-α and IL-1β production pathways as well as responses to IFN-β pathway, all of which are known to regulate dorsal horn nociceptive mechanisms in the K/BxN ST model of inflammatory arthritis^9,32^. 

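In TASTPM, limma called 0 of 12645 tested genes between K/BxN ST and Control ST, with a smallest adjusted p of 0.964. An unadjusted p below 0.05 was reached by 533 genes, 331 higher and 202 lower, which is fewer than the 632 that chance would give. The fits that each left out 1 TASTPM K/BxN ST library gave 344, 459, 648 and 829. The side of 632 on which the number falls thus depends on single libraries. On the recovered reads, DESeq2 without a filter on low counts called 88 genes, 84 higher and 4 lower, and with the TASTPM libraries fitted alone it called 111 genes, 108 higher and 3 lower. The 194 transcripts that Supplementary Dataset 2 lists as upregulated had a median log2 ratio to the TASTPM Control ST mean of 8.18, 7.04, 0.28 and 0.05 in TASTPM K/BxN ST replicates 1 to 4. Every K/BxN ST library was above every Control ST library for 42 of these 194 transcripts (21.6%), and exactly 2 K/BxN ST libraries were above for 84. The share was 2.67% for all tested genes in TASTPM, where chance gives 2.86%, and since the list was drawn from these libraries an excess over it was fixed in advance.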

DE analysis in TASTPM between control ST and K/BxN ST revealed 194 and 8 up- and downregulated transcripts, respectively, which suggested that TASTPM DH microglia were less responsive than WT under K/BxN ST inflammatory allodynia (Fig. 4b and Supplementary Dataset 2). 

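Ifitm3, which encodes an interferon-induced transmembrane protein, had 32670, 12281, 289 and 675 normalized counts in TASTPM K/BxN ST replicates 1 to 4 and 1009, 872 and 432 in TASTPM Control ST. Its log2 fold change was 2.04 (standard error 1.53, limma adjusted p = 0.964). Ifitm2, which shares stretches of up to 269 bases with an annotated neighbour, and Ifitm6 had log2 fold changes of 2.66 and 3.10 (limma adjusted p of 0.964 and 0.963) and were above every Control ST library in replicates 1 and 2 alone. With the neutrophil and monocyte marker score as covariate, Ifitm2, Ifitm3 and Ifitm6 became −1.07, −0.51 and −2.06 on the log2 scale. With a sex-linked expression score as covariate the log2 fold changes of Ifitm2 and Ifitm6 changed sign, to −0.10 and −0.22. Anxa1 had 10152, 6563, 3.52 and 5.64 normalized counts in TASTPM K/BxN ST and 3.13, 4.44 and 49.1 in Control ST, and its log2 fold change became −0.84 with the marker score as covariate. Pparg had 149, 129, 0 and 2.26 normalized counts in TASTPM K/BxN ST and at most 1.82 in Control ST, a mean at least 21.0-fold above 3 reads. Ifitm6, Anxa1 and Pparg did not pass the filter on low counts and were tested in the fit that keeps the genes the paper names. Of the transcripts of NAD metabolism, Pfkp was above every Control ST library in 4 of 4 K/BxN ST libraries, with 2148, 953, 107 and 95.9 normalized counts against 1.04, 75.5 and 56.3, and a log2 fold change of 4.20 (standard error 1.47, limma adjusted p = 0.964; two-sided exact permutation test, p = 0.0857). Pkm, which shares up to 3012 bases with a neighbouring annotated gene, had 23012, 15549, 5630 and 5812 normalized counts against 5895, 4328 and 3791. Gpi1 had 7518, 6011, 2487 and 1435 against 1316, 1655 and 1543, and Aldh1b1 had 817, 230, 0 and 1.13 against 0 in each Control ST library. The genes of the interferon response set had a mean log2 fold change of 1.23 in TASTPM (adjusted p = 4.34e-06 over 8 set tests with limma's camera), with 25 of 31 positive and 5 genes at an unadjusted p below 0.05. Over 23 alternatives this adjusted p ranged from 2.37e-10 to 0.472.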

Pathway analysis revealed that ‘response to IFN-γ’ (*Ifitm2*, *Ifitm3*, *Ifitm6*), ‘phagocytosis’ (*Anxa1*, *Pparg*) and ‘NAD metabolic process’ (*Pfkp*, *Pkm*, *Gpi1*, *Aldh1b1*) were among the most highly enriched pathways (Supplementary Fig. 4b), all of which are associated with glycolytic activity and metabolic exhaustion in microglia in response to amyloid oligomers in AD^33^.

**Fig. 3:**
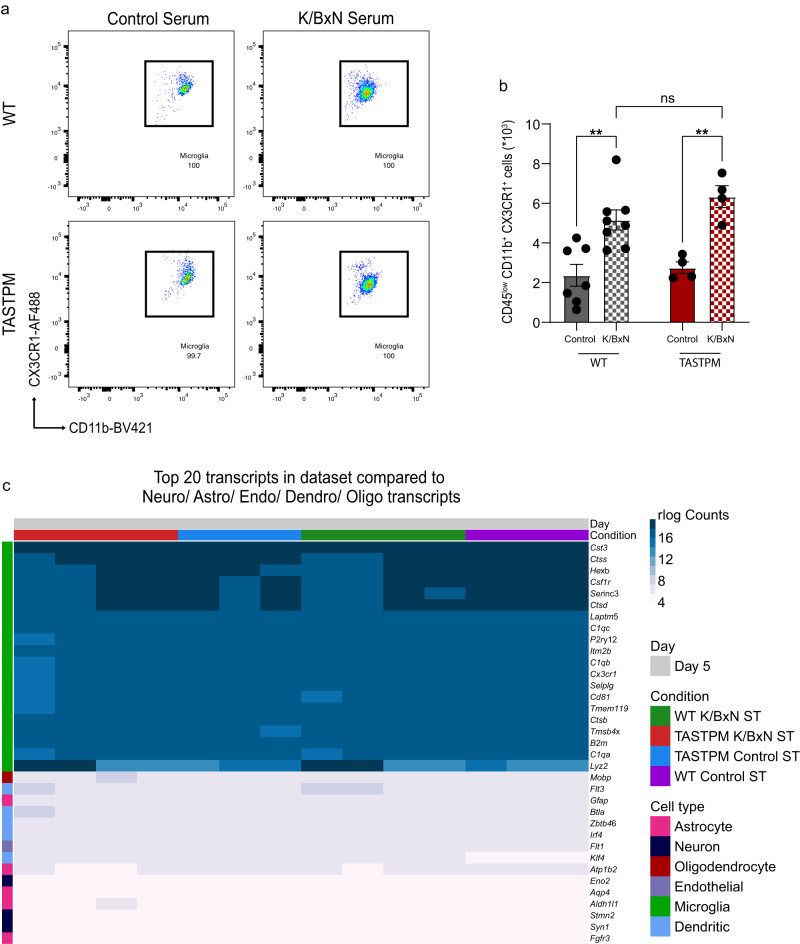
Dorsal horn microglia in WT and TASTPM K/BxN ST highly express homoeostatic genes. **a** Representative scatterplots of CD45^low^ CD11b^+^ CX3CR1^+^ DH microglia. **b** Quantification of microglia number in DH. Data represent mean ± SEM, *n* = 7 (WT Control), *n* = 8 (K/BxN ST), and *n* = 4 (TASTPM Control and K/BxN ST). **p < 0.01 compared to the same genotype Control ST. Two-way ANOVA, Tukey’s multiple comparisons test. **c** Top 20 expressed transcripts identified in microglia in DH. Minimal expression of non-microglial transcripts in the sorted cells. *n* = 3 (WT and TASTPM Control), *n* = 4 (WT and TASTPM K/BxN ST).

**Fig. 4:**
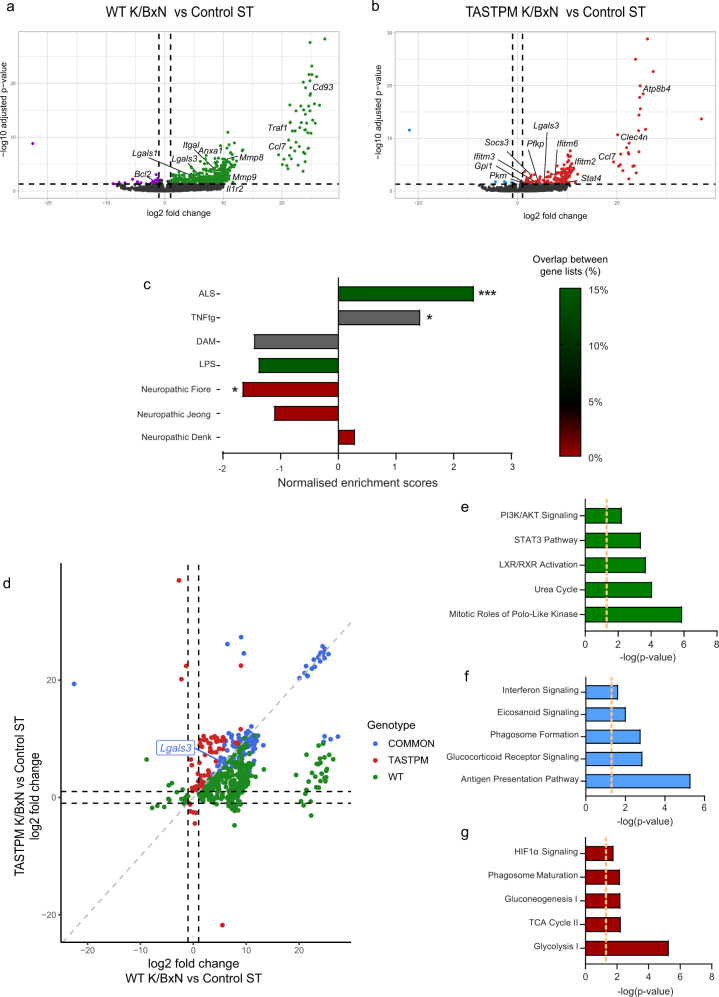
K/BxN ST is associated with the expression of a unique subset of transcripts in WT dorsal horn microglia that is only partially induced in TASTPM microglia. **a** Volcano plot showing differentially expressed genes in WT K/BxN ST versus Control ST DH microglia. The horizontal dashed line represents the FDR < 0.05 cutoff (two-sided Student’s *t*-test, Benjamini–Hochberg FDR). Upregulated transcripts (log_2_FC > 1 and FDR < 0.05) are marked with green. Downregulated transcripts (log_2_FC < −1 and FDR < 0.05) are marked with purple. **b** Volcano plot shows differentially expressed genes in TASTPM K/BxN ST versus Control ST microglia. Upregulated transcripts (log_2_FC > 1 and FDR < 0.05) are marked with red. Downregulated transcripts (log_2_FC < −1 and FDR < 0.05) are marked with blue. **c** Pairwise comparison of DH microglia in WT K/BxN ST with transcriptome data from mouse AD, ALS, RA and neuropathic pain models as well as LPS. High overlap (>10%) between datasets is marked with green, medium (3–10%) with grey, while minimal to no (0–3%) overlap is marked with red. Pairwise dataset overlap, normalised enrichment scores (NES), as well as FDR values were determined by GSEA analysis. The estimated probability that NES represents a false positive finding was calculated using an FDR cutoff of 5%. *FDR < 0.05, ***FDR < 0.001. **d** Four-way plot depicting DEGs (FDR < 0.05) that are TASTPM K/BxN-specific transcripts (red), common in WT and TASTPM K/BxN ST (blue), WT K/BxN-specific transcripts (green). **e**–**g** Top canonical pathways identified by IPA that are differentially regulated between TASTPM K/BxN-specific transcripts (red), WT and TASTPM K/BxN ST transcripts (blue), WT K/BxN-specific transcripts (green). *n* = 3 (WT and TASTPM Control), *n* = 4 (WT and TASTPM K/BxN ST).

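Supplementary Dataset 3 lists 313 upregulated transcripts as specific to WT. Their median log2 ratio to the Control ST mean of the same genotype was 6.28, 5.61, 1.13 and 1.35 in the 4 WT K/BxN ST libraries and 3.91, 3.14, −0.78 and −0.18 in TASTPM K/BxN ST replicates 1 to 4. For the 65 upregulated transcripts listed as specific to TASTPM, the median was 6.73, 5.51, 0.62 and 0.35 in TASTPM K/BxN ST and 4.26, 2.12, −0.42 and −0.17 in WT K/BxN ST. Of the 195 WT-specific transcripts that passed the filter on low counts, 153 had a positive log2 fold change in TASTPM as well, and of the 39 TASTPM-specific ones 35 had a positive log2 fold change in WT. A difference in response between the genotypes was tested as the interaction of genotype and serum in limma: 0 of the 195 and 0 of the 39 transcripts passed the adjusted threshold, with 44 and 4 at an unadjusted p below 0.05. DESeq2's interaction test on the recovered reads passed 10 and 1 of these transcripts. Since both lists were chosen by the authors for a difference between the genotypes, these counts are not free of that choice.

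**Figure D2:**
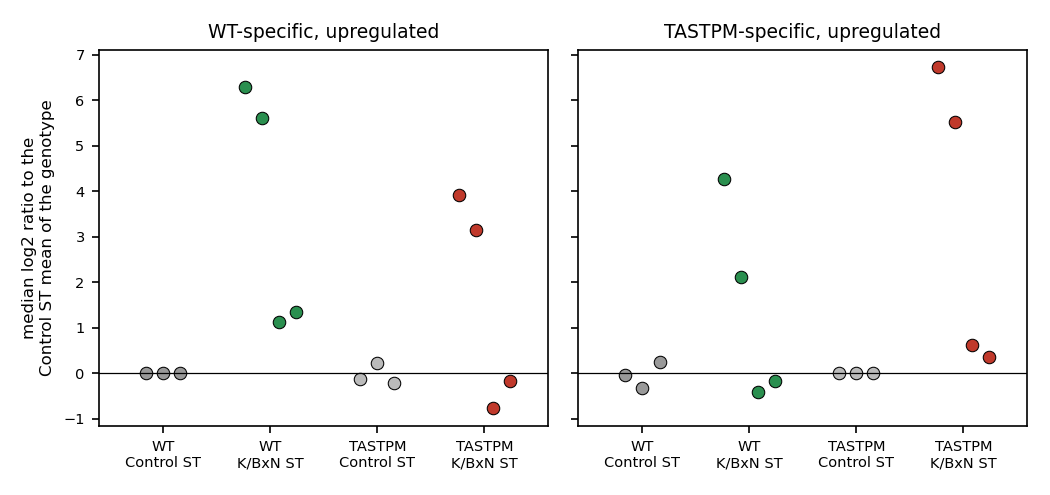
Median log2 ratio, for each library, of normalized counts to the Control ST mean of the same genotype, over transcripts listed as upregulated specifically in WT (313 transcripts) and specifically in TASTPM (65 transcripts). Each point is 1 library; in both genotypes 2 K/BxN ST libraries lie above 2.1 in each list and the other two lie below 1.4.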

Following, to determine whether such a microglia transcriptional profile was uniquely instigated in the dorsal horn of WT in response to K/BxN ST inflammatory arthritis, we used gene set enrichment analysis (GSEA) and compared K/BxN ST microglia transcriptional profile with that of microglia in mouse models of neuropathic pain^34–36^, amyotrophic lateral sclerosis (ALS)^37^, lipopolysaccharide (LPS) stimulation^38^, RA thalamus^39^ and AD^25^. This analysis presented a significant enrichment of arthritis-specific microglia with spinal microglia in the SOD1 model of ALS and thalamic microglia in the TNFtg mouse model of RA (Fig. 4c). Furthermore, no significant enrichment could be detected with cerebellar microglia from LPS treated mice as well as disease-associated microglia (DAM) in the 5xFAD mice (Fig. 4c). Of note, negative or no correlation could be detected with microglial changes in models of neuropathic pain, suggesting that DH microglia in inflammatory pain acquire a distinct transcriptional signature (Fig. 4c). This result was further corroborated when comparing the overlap between gene datasets showing that less than 2% of DEGs in WT K/BxN ST was dysregulated in DH microglia in models of neuropathic pain (Fig. 4c). 

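At the adjusted threshold, limma called 0 genes as higher in K/BxN ST in both WT and TASTPM, and 37 genes were higher in both at an unadjusted p below 0.05. DESeq2 on the recovered reads without a filter on low counts called 51 in both. For the upregulated transcripts that Supplementary Dataset 3 lists as shared, the median log2 ratio to the Control ST mean was 9.14, 7.93, 0.00 and 0.42 in the 4 WT K/BxN ST libraries and 9.03, 7.76, 0.12 and 0.00 in TASTPM K/BxN ST replicates 1 to 4. Every K/BxN ST library was above every Control ST library for 22 of these transcripts in WT (17.7%) and for 20 in TASTPM (16.1%). The chance share of 2.86% holds for genes not chosen from these libraries, whereas this list was drawn from them.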

Interestingly, a set of 124 upregulated transcripts was identified in both WT and TASTPM K/BxN ST microglia (Fig. 4d and Supplementary Dataset 3). To understand better the physiological function of the shared set of transcripts, we used IPA canonical pathway analysis and observed that antigen presentation and phagocytosis were associated with these transcripts (Fig. 4e–g). 

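Expression of MHC class II genes, whose products present antigen, was measured for 9 genes of a list of 10. In TASTPM their mean log2 fold change was 1.82 (adjusted p = 0.0339 over 8 set tests with limma's camera), and 6 of the 9 were positive. In WT the mean was 1.29 (adjusted p = 0.285 with limma's camera), also with 6 of 9 positive, and in each genotype 1 gene of the set had an unadjusted p below 0.05. The interaction of genotype and serum for the set had a mean of 0.53 (unadjusted p = 0.433 with limma's camera). The log2 ratio to the average of the Control ST libraries of both genotypes was averaged over the set. It was 3.17, 3.04, −0.45 and −0.57 in the 4 WT K/BxN ST libraries. In TASTPM K/BxN ST replicates 1 to 4 it was 3.19, 2.26, 0.61 and 1.2. The TASTPM Control ST libraries themselves spread from −1.20 to 1.01. Over 23 alternatives the adjusted p ranged from 5.59e-04 to 0.717 in WT and from 1.74e-04 to 0.508 in TASTPM.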

Subsequent analysis with IPA on the WT- and TASTPM-specific transcripts uncovered significant activation of the STAT3 pathway and inhibition of PI3K/AKT signalling solely in WT K/BxN ST (Fig. 4e), phagosome formation in the transcriptionally commonly dysregulated in WT and TASTPM K/BxN ST (Fig. 4f) and activation of Glycolysis and the TCA cycle in TASTPM K/BxN ST (Fig. 4g).

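Glycolysis genes, 18 in the list and all tested, had a mean log2 fold change of 0.87 in TASTPM K/BxN ST (adjusted p = 1.76e-05 over 8 set tests with limma's camera; 14 of 18 positive) and 0.63 in WT K/BxN ST (adjusted p = 0.0339 with limma's camera; 15 of 18 positive). The 17 genes of the TCA cycle had a mean of 0.30 in TASTPM (adjusted p = 8.95e-04 with limma's camera; 17 positive) and 0.30 in WT (adjusted p = 0.0255 with limma's camera; 16 positive). The interaction of genotype and serum had a mean of 0.24 for glycolysis (unadjusted p = 0.0719, adjusted p = 0.467 over 13 added set tests, limma's camera) and of 0.01 for the TCA cycle (unadjusted p = 0.489, limma's camera). The log2 ratio to the average of the Control ST libraries of both genotypes was averaged over the glycolysis genes. It was 1.33, 1.24, 0.10 and 0.48 in TASTPM K/BxN ST replicates 1 to 4. In the 4 WT K/BxN ST libraries it was 1.13, 0.81, 0.43 and 0.50. With the rotation test fry, neither set passed the threshold in either genotype. Stat4 had 105, 78.0, 94.0 and 18.1 normalized counts in TASTPM K/BxN ST and 0 in each TASTPM Control ST library, a mean at least 22.1-fold above 3 reads, and it shares stretches of up to 795 bases with an annotated neighbour. Its log2 fold change was 5.96 (standard error 1.50, limma adjusted p = 0.964; two-sided exact permutation test, p = 0.0286), and its interaction had an unadjusted p of 0.0506 in limma. Socs3 was above every Control ST library in 3 of 4 TASTPM K/BxN ST libraries, with a log2 fold change of 2.20 (standard error 0.80, limma adjusted p = 0.964). The canonical pathway scores of Ingenuity Pathway Analysis were not recomputed here.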

These results highlight that in association with K/BxN inflammatory allodynia, WT microglia in the dorsal horn manifest a unique transcriptional profile, which is functionally related to cytokine pathways (IL-1β, TNF-α, IFN-β) and pro-inflammatory STAT3 pathway. In contrast, DH microglia in TASTPM show a response which features transcripts associated with increased glycolysis and dysregulated metabolism. Therefore, we subsequently explored which local cues could instigate the observed transcriptional profiles.

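Whether the response to K/BxN serum differed between WT and TASTPM was tested for each of the 12645 genes by limma's interaction of genotype and serum. It passed the adjusted threshold for 0 genes, with a smallest adjusted p of 0.999, and 385 genes had an unadjusted p below 0.05, 179 with a larger log2 fold change in TASTPM and 206 with a larger one in WT. The genes with the smallest p were Sh3yl1, with an interaction of −8.46 on the log2 scale, A730063M14Rik with −5.84 and Itih3 with −8.23. In WT, each of these 3 genes had at most 3 reads in every Control ST library. In TASTPM Control ST the normalized counts were 21.9, 36.6 and 27.3 for Sh3yl1 and 81.5, 44.4 and 37.3 for A730063M14Rik. For Itih3 they were 65.8, 60.0 and 171. The interaction of these genes thus also carries a difference between the genotypes in Control ST. DESeq2 on the recovered reads called 36 interaction genes without a filter on low counts, 14 with a larger change in TASTPM and 22 with a larger one in WT. The paper presents the profile of WT microglia as a unique one, related in function to cytokine pathways and the STAT3 pathway.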

### TLR4 activation underlies transcriptional changes in dorsal horn microglia only in WT K/BxN

To investigate a mechanism responsible for the induction of a distinct transcriptional profile in K/BxN ST microglia, we performed annotated functional transcriptomics using the IPA Upstream regulator analysis. Our analysis predicted the pro-inflammatory endotoxin LPS as the most significant upstream regulator in WT K/BxN ST, while LPS was the second most significant upstream regulator after IL4 in TASTPM K/BxN ST (Fig. 5a, b). Thus, to validate bioinformatics analyses, we evaluated the microglial expression of LPS receptor Toll-like receptor 4 (TLR4) by flow cytometry, although *Tlr4* gene expression was not modulated in WT and TASTPM K/BxN ST at day 5 (Supplementary Fig. 5a). 

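The upstream regulator analysis, which the paper ran on its differentially expressed genes, was not recomputed here. A list of 27 genes induced early by LPS, of which 16 passed the filter on low counts, was tested as a set. The mean change of such a list is a different measure and does not test the paper's prediction. The mean log2 fold change of the list was −0.27 in WT, with 6 of 16 genes positive (adjusted p = 0.467 over 13 added set tests with limma's camera). In TASTPM it was −0.39, with 7 of 16 positive (adjusted p = 0.926 with limma's camera). In each genotype 0 genes of the list were called and 2 had an unadjusted p below 0.05. A list of 10 genes of the TLR4 pathway had a mean of 0.04 in WT and 0.03 in TASTPM (adjusted p = 0.926 in each with limma's camera). Both lists were chosen after the data were seen.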

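Tlr4 lies on chromosome 4 of GRCm39 from 66745783 to 66849936. It had 2555, 3706, 5938 and 5426 normalized counts in the 4 WT K/BxN ST libraries and 5132, 8350 and 4104 in WT Control ST, a log2 fold change of −0.42 (standard error 0.35, limma adjusted p = 0.790; two-sided exact permutation test, p = 0.400). In TASTPM it had 2509, 2816, 4837 and 5530 normalized counts in K/BxN ST and 4402, 3850 and 5617 in Control ST, a log2 fold change of −0.30 (standard error 0.35, limma adjusted p = 0.964; two-sided exact permutation test, p = 0.400). In both genotypes the difference lay within the spread between libraries. With a score of neutrophil and monocyte markers as covariate the log2 fold change became 0.08 in WT and 0.21 in TASTPM.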

In WT microglia (CD45^low^ CD11b^+^ CX3CR1^+^ cells), we observed a higher proportion of TLR4^+^ cells and higher TLR4 expression at the single-cell level in K/BxN ST compared to control ST (Fig. 5c–f). In contrast, in TASTPM, neither number of TLR4^+^ microglia nor TLR4 cellular expression was altered in K/BxN ST compared to control ST (Fig. 5c–f). Specifically, TLR4 expression was significantly lower in TASTPM K/BxN ST microglia than WT K/BxN ST (Fig. 5c–f), suggesting that molecules other than TLR4 might be driving changes in transcriptional profile in TASTPM DH microglia. Relevant to WT transcriptional profile data, TLR4 plays a critical role in K/BxN ST nociceptive mechanisms since both TLR4 knock-out mice and intrathecal injection of TLR4 antagonists are associated with reversal of K/BxN ST allodynia^13,40^. Consistently, we observed that an intrathecal injection of LPS-RS (10 μg/5 μl/mouse; penta-acylated LPS from *Rhodobacter sphaeroides* that acts as a TLR4 antagonist^41^ reversed K/BxN ST allodynia to a comparable extent in males and females (Supplementary Fig. 5b).

**Fig. 5:**
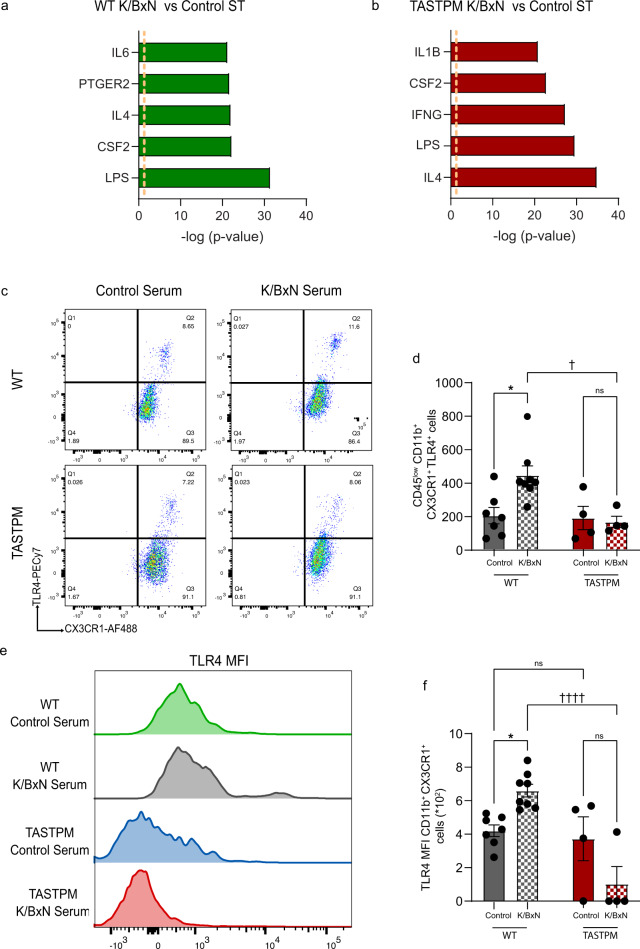
TLR4 mediates transcriptional changes in dorsal horn microglia in WT but not TASTPM K/BxN ST. **a** IPA upstream regulator analysis of differentially expressed genes (FDR < 0.05 and |log_2_FC| > 1) between WT K/BxN ST and WT Control ST. **b** IPA upstream regulator analysis of differentially expressed genes (FDR < 0.05 and |log2FC| > 1) between TASTPM K/BxN ST and TASTPM Control ST. *n* = 3 (WT and TASTPM Control), *n* = 4 (WT and TASTPM K/BxN ST). **c** Representative scatterplots of TLR4^+^ microglia. **d** Quantification of TLR4^+^ microglia in DH. **e** Mean fluorescence intensity (MFI) of TLR4 in DH microglia. **f** Quantification of TLR4 MFI. Data represent mean ± SEM, *n* = 7 (WT Control ST), *n* = 8 (WT K/BxN ST), and *n* = 4 (TASTPM Control and K/BxN ST). ns = not significant, *p < 0.05, ††††*p* < 0.0001. Two-way ANOVA, Tukey’s multiple comparisons test.

Altogether, our data in WT demonstrated an association between K/BxN ST allodynia and upregulation of microglial TLR4, which we predicted to drive the observed transcriptional profile in DH microglia. Consistently, in TASTPM, milder K/BxN ST allodynia was associated with lower TLR4 expression and altered transcriptional profile in DH microglia. Thus, our next step was to investigate whether endogenous TLR4 ligands were dysregulated in WT and TASTPM microglia.

### In K/BxN ST, Gal-3 is dramatically upregulated in microglia and increased in primary afferent terminals

The crucial role of the TLR4 pathway in inflammatory nociception is supported by evidence, including ours, that spinal cord blockade of either TLR4 signalling pathway or TLR4 endogenous ligands, such as high mobility group box-1 protein (HMGB1), can alleviate and prevent pain-like behaviour^13,40^. Thus, to assess a possible involvement of microglia-derived endogenous TLR4 ligands in K/BxN ST nociception, we identified differentially expressed transcripts that encode proteins known to bind TLR4. 

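Lgals3 lies on chromosome 14 of GRCm39 from 47605208 to 47623624. Its normalized counts were 22353, 11178, 2.39 and 285 in the 4 WT K/BxN ST libraries and 95.6, 219 and 129 in WT Control ST. In TASTPM K/BxN ST replicates 1 to 4 they were 22744, 9134, 236 and 171, against 64.8, 75.5 and 286 in TASTPM Control ST. The log2 fold change of Lgals3 was 2.32 in WT (standard error 2.40, limma adjusted p = 0.822; two-sided exact permutation test, p = 0.429), with 3 of 4 libraries above every Control ST library and 1 below every Control ST library. It was 3.92 in TASTPM (standard error 2.40, limma adjusted p = 0.964; two-sided exact permutation test, p = 0.171), with 2 of 4 above. Over 21 alternatives the adjusted p of Lgals3 ranged from 0.0372 to 1.00 in WT and from 0.0279 to 1.00 in TASTPM. Hmgb2, whose sequence shares stretches of up to 554 bases with other annotated genes, had 7178, 3226, 391.8 and 430 normalized counts in WT K/BxN ST and 232, 428 and 465 in WT Control ST. In TASTPM it had 9668, 5527, 261 and 458 in K/BxN ST and 454, 578 and 499 in Control ST. Its log2 fold change was 1.97 in WT (limma adjusted p = 0.741) and 1.65 in TASTPM (limma adjusted p = 0.964), and the interaction of genotype and serum was −0.32 on the log2 scale (standard error 1.66, limma adjusted p = 0.999). Hmgb3, which shares stretches of up to 311 bases with other annotated genes, had 416, 243, 0 and 0 normalized counts in TASTPM K/BxN ST and 0 in each TASTPM Control ST library, a mean at least 49.4-fold above 3 reads. In WT it had 190, 120, 17.9 and 0 in K/BxN ST and 0, 41.1 and 17.2 in Control ST. Its interaction was 2.67 (standard error 3.31, limma adjusted p = 0.999). DESeq2 on the recovered reads called Lgals3 in WT when all 14 libraries were fitted without a filter, and Lgals3 and Hmgb3 in TASTPM when the TASTPM libraries were fitted alone. The adjusted p of Hmgb3 in TASTPM ranged from 3.48e-07 to 1.00 over 20 alternatives. With the marker score as covariate in limma the log2 fold change became −1.42 for Lgals3 and −1.65 for Hmgb3 in WT, 0.095 for Lgals3 and 0.95 for Hmgb3 in TASTPM, and for Hmgb2 −0.017 in WT and −0.38 in TASTPM.

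**Figure D3:**
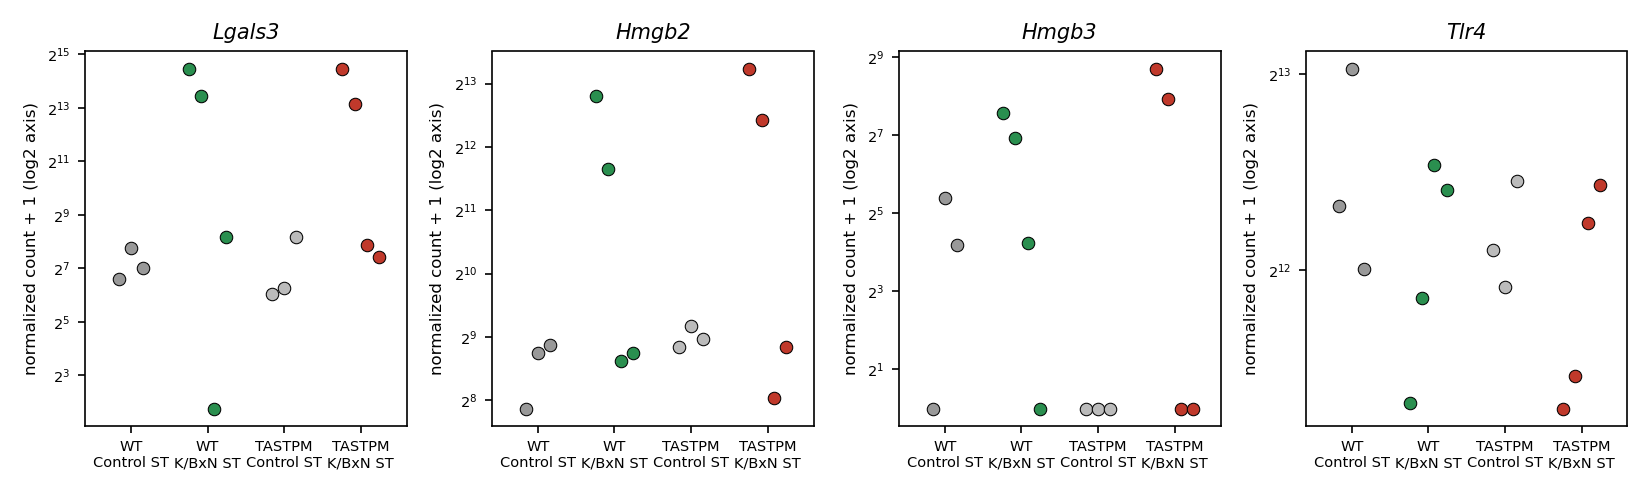
Normalized count plus 1 of Lgals3, Hmgb2, Hmgb3 and Tlr4 in each library, on a log2 axis, for WT Control ST, WT K/BxN ST, TASTPM Control ST and TASTPM K/BxN ST. Each point is 1 library; the Lgals3 count lies at or above 9134 in 2 libraries of each K/BxN ST group and at or below 286 in every other library.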

Specifically, differential gene expression analysis showed upregulation of *Hmgb2* only in WT K/BxN ST, *Hmgb3* in TASTPM K/BxN ST and *Lgals3* in DH microglia in both conditions. We engaged with *Lgals3*, which encodes for galectin-3 (Gal-3), a lactose-binding lectin, for the following two reasons. First, Gal-3 is normally expressed at low levels by microglia in homoeostasis and promotes cytokine release through activation of microglial TLR4 in various neurological disorders^42^. Second, Gal-3 is upregulated in disease-associated microglia in neurological disorders^43–45^ and binds microglial TREM2^46^ that we found was expressed at higher levels in TASTPM than WT DH microglia and upregulated in TASTPM K/BxN ST microglia. Therefore, to validate whether the expression of *Lgals3* is reflected in changes at the protein level, we assessed Gal-3 immunostaining. In WT and TASTPM (male and female), we observed distinct Gal-3 fluorescence intensity in superficial laminae in the control ST dorsal horn, which increased in K/BxN ST (Fig. 6a, b). Under control conditions, Gal-3 was not expressed by dorsal horn neurons and was seen in a few astrocytes and microglia (Supplementary Fig. 6a–c). Then, in agreement with our DE analysis, we observed that Gal-3 was upregulated by about 3 folds in microglia (IBA1^+^ cells) both in WT and TASTPM K/BxN ST dorsal horns (Fig. 6c, d). Furthermore, to assess the potential association between increased Gal-3 and microglia numbers, we investigated whether Gal-3 is associated with increased microglial proliferation in vitro. In agreement with the lack of Gal-3 effect on BV2 microglia cell cycle^42^, we observed no significant proliferation of primary microglia following incubation with Gal-3 at 300 nM (Supplementary Fig. 6d, e), a concentration that induces proliferation of fibroblasts^47^.

**Fig. 6:**
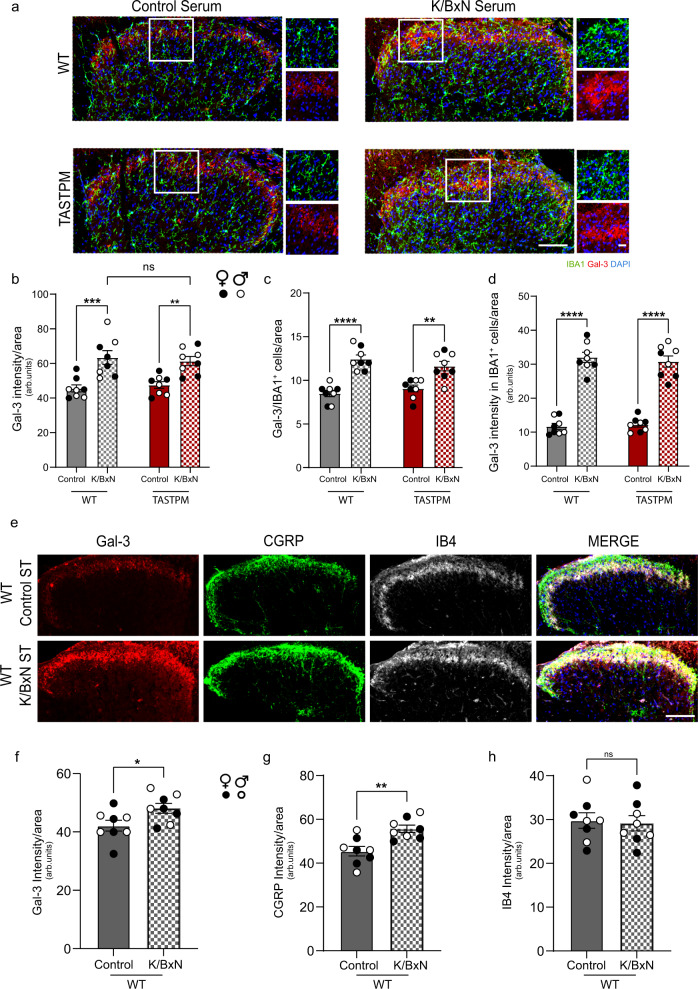
Gal-3 is upregulated in dorsal horn microglia and primary afferent terminals in WT and TASTPM K/BxN ST. **a** Representative images of Gal-3 and IBA1 in DH. Scale bar, 100 and 20 μm in insets. **b** Quantification of Gal-3 intensity in the dorsal lumbar spinal cord of WT and TASTPM Control and K/BxN ST. **c** Quantification of Gal-3/IBA1^+^ cell number in DH. **d** Quantification of Gal-3 intensity in IBA1^+^ cells in DH. Data represent mean ± SEM, *n* = 8 mice per group (4 per sex). ns not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Two-way ANOVA, Tukey’s multiple comparisons test. **e** Representative images of Gal-3, CGRP and IB4 in WT DH. Scale bar, 100 μm. **f**–**h** Quantification of Gal-3, CGRP and IB4 intensity in DH. *p = 0.0327, **p = 0.0023. Unpaired Student’s *t*-test, two-tailed. Data represent mean ± SEM, *n* = 8 mice per group (4 per sex).

Since Gal-3 expression was confined to the superficial laminae of the dorsal horn under control ST conditions, we examined whether Gal-3 could be found in primary afferent terminals (Fig. 6e, f). We observed that in WT control ST dorsal horn, Gal-3 was mainly expressed in non-peptidergic (IB4^+^) terminals in lamina II but not in peptidergic (CGRP^+^) terminals (Fig. 6e and Supplementary Fig. 7a–c)_._ In addition, in WT K/BxN ST dorsal horn, Gal-3, CGRP but not IB4 immunostainings were increased (Fig. 6e–h), and Gal-3 was found to colocalise with IB4^+^ but also with CGRP^+^ terminals (Fig. 6e and Supplementary Fig. 7a–c). As expected^48^, we found some CGRP colocalization with IB4, which remained unchanged in K/BxN ST dorsal horns (Supplementary Fig. 7a, b). Altogether, these data demonstrate that under control conditions, Gal-3 is expressed by nociceptive afferent terminals in the dorsal horn. In K/BxN ST inflammatory arthritis, there is an increased level of Gal-3 in the superficial laminae, and more Gal-3 is expressed by microglia in the vicinity of nociceptive terminals.

### Gal-3 is expressed and released by a subtype of DRG nociceptors in control ST and expression pattern and release change in K/BxN ST

From a functional perspective, these immunostaining data suggest the intriguing possibility that Gal-3 is released by primary afferent terminals and such a release would increase in K/BxN ST dorsal horn. To test this hypothesis, we quantified Gal-3 levels in WT and TASTPM dorsal horn synaptosomes incubated with capsaicin, an in vitro model of noxious-like stimulation of isolated nerve endings. We observed that Gal-3 protein was detectable in synaptosome lysates of WT and TASTPM control ST dorsal horn, and levels were upregulated in lysates obtained from K/BxN ST dorsal horn (Fig. 7a–c Supplementary Fig. 8a–c). Incubation of synaptosomes with capsaicin (1 μM for 3 h) did not alter Gal-3 levels in WT synaptosome lysates (Fig. 7a, b). However, Gal-3 levels were significantly increased in the supernatants of control ST and K/BxN ST synaptosomes following capsaicin incubation in both WT and TASTPM (Fig. 7a, c and Supplementary Fig. 8a, c). Notably, Gal-3 was not detected in the extracellular vesicle fraction of synaptosome supernatants (Supplementary Fig. 8d).

**Fig. 7:**
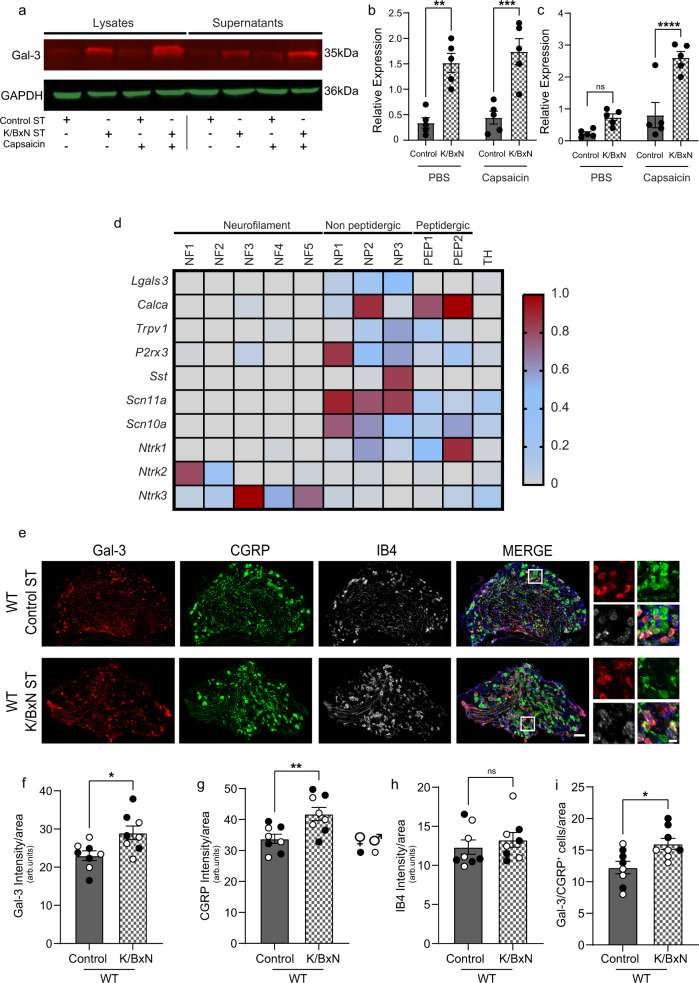
Gal-3 is expressed and released by a subtype of DRG nociceptors in control ST and Gal-3 expression pattern changes in K/BxN ST. **a**–**c** Western blot and quantification of Gal-3 in synaptosome lysates (**a**, **b**) and supernatants (**a**, **c**) after incubation with capsaicin (1 μM for 3 h). Data represent mean ± SEM, *n* = 5 mice per group. ns = not significant, *p < 0.05, two-way ANOVA, Tukey’s multiple comparisons test. These experiments were repeated three times. **d** Expression of *Lgals3* and subgroup markers across sensory neuron subsets from published scRNA-seq data. **e** Representative images of Gal-3, CGRP and IB4 in lumbar DRG. Scale bar, 100 and 20 μm in the inset. **f**–**h** Quantification of Gal-3, CGRP and IB4 intensity in lumbar DRG. **i** Quantification of Gal-3^+^ CGRP^+^ neurons in lumbar DRG of WT Control and K/BxN ST. Data represent mean ± SEM, *n* = 8 mice per group (4 per sex). *p < 0.05, **p = 0.008. Unpaired Student’s *t*-test, two-tailed.

Since TRPV1 receptors for capsaicin are expressed by primary afferent terminals in the dorsal horn^49^, these data suggest that in both WT and TASTPM K/BxN ST dorsal horn, nociceptive afferent terminals release Gal-3 with activity. To examine the subtype of sensory neurons that express *Lgals3* in the cell bodies and would likely release Gal-3 in the dorsal spinal cord, we mined a publicly available single-cell RNA-sequencing (scRNA-seq) dataset of mouse DRG neurons^50^. Our analysis revealed that *Lgals3* expression was higher in the subset of non-peptidergic 3 (NP3) nociceptors expressing *Trpv1*, *P2rx3*, *Sst*, and *Scn11a* (Nav1.9). Furthermore, *Lgals3* could also be detected in a group of NP2 nociceptors expressing *Calca* (CGRP), *Scn10a* (Nav1.8), *Scn11a* (Nav1.9) and *Ntrk1* (TrkA) (Fig. 7d). Next, we performed immunostaining of DRG neurons to validate the scRNA-seq data. We detected Gal-3 protein expression in neurons with small cell bodies in WT control ST and upregulation in K/BxN ST (Fig. 7e, f). Similarly, the neuropeptide CGRP immunostaining was upregulated in WT K/BxN ST DRG (Fig. 7g), whilst IB4 intensity was not significantly altered (Fig. 7h). Gal-3 was found predominantly in IB4 neurons under control ST conditions, but it was also expressed in CGRP peptidergic neurons, especially in K/BxN ST DRG (Fig. 7i and Supplementary Fig. 9a–c). Altogether, this immunohistochemical evidence in WT shows that Gal-3 is expressed in DRG neurons which terminate in the superficial dorsal horn of the spinal cord, and in inflammatory arthritis, Gal-3 is also expressed by a small number of peptidergic (CGRP^+^) neurons.

So far, our approach combining transcriptomics and molecular techniques had led to the discovery of a distinct neuron-to-microglia communication pathway in the context of inflammatory pain. Specifically, in WT K/BxN ST dorsal horn Gal-3 is upregulated in primary afferent fibre terminals, released in response to noxious stimulation and therefore it is likely able to activate TLR4 receptor expressed by microglia to promote cytokine release. In turn, TLR4-mediated release of pro-inflammatory cytokines would contribute to the sensitization of nociceptive DH neurons and result in behavioural allodynia. We presumed that this pathway might be actively involved with K/BxN-induced allodynia in both WT and TASTPM; hence, to verify its functional relevance, we tested the effect of a Gal-3 inhibitor on K/BxN ST allodynia in WT and TASTPM mice.

### Gal-3 exerts a pro-nociceptive effect via TLR4, and Gal-3 inhibitor attenuates K/BxN ST allodynia in WT but not TASTPM mice

Since Gal-3 exerts pro-nociceptive effects when injected intrathecally in naïve mice^51^, we tested whether such an effect is mediated by spinal TLR4 receptors. We first confirmed that intrathecal delivery of Gal-3, but not heat-inactivated Gal-3, was pro-allodynic in male and female WT (Fig. 8a, b and Supplementary Fig. 10a). We used a dose of 170 ng/5 μl/mouse to match Gal-3 affinity for TLR4 (Kd =1 μM)^42^. Then we observed that the pro-nociceptive effect of Gal-3 was significantly attenuated in male and female TLR4 knock-out (KO) mice (Fig. 8b), suggesting that exogenous Gal-3-induced nociception requires TLR4 expression. Subsequently, we evaluated whether endogenous Gal-3 contributes to allodynia in inflammatory arthritis and injected a Gal-3 inhibitor, GB1107 (10 nM), intrathecally into male and female WT mice at day 5 after K/BxN ST (Fig. 8c). We observed that at 3 h after injection, the GB1107-treated group thresholds were significantly higher than vehicle control, although paw swelling was unaltered (Supplementary Fig. 10b, c), indicating a reversal of allodynia. Finally, having established that GB1107 reversal of allodynia was sex-independent, we assessed the effect of the Gal-3 inhibitor in TASTPM male mice at day 5 after K/BxN ST (Fig. 8d). We confirmed that WT had developed mechanical allodynia and TASTPM less severe allodynia (Fig. 8d). However, in TASTPM, we observed that thresholds before and after injection of GB1107 were unaltered indicating no significant effect on K/BxN ST allodynia.

**Fig. 8:**
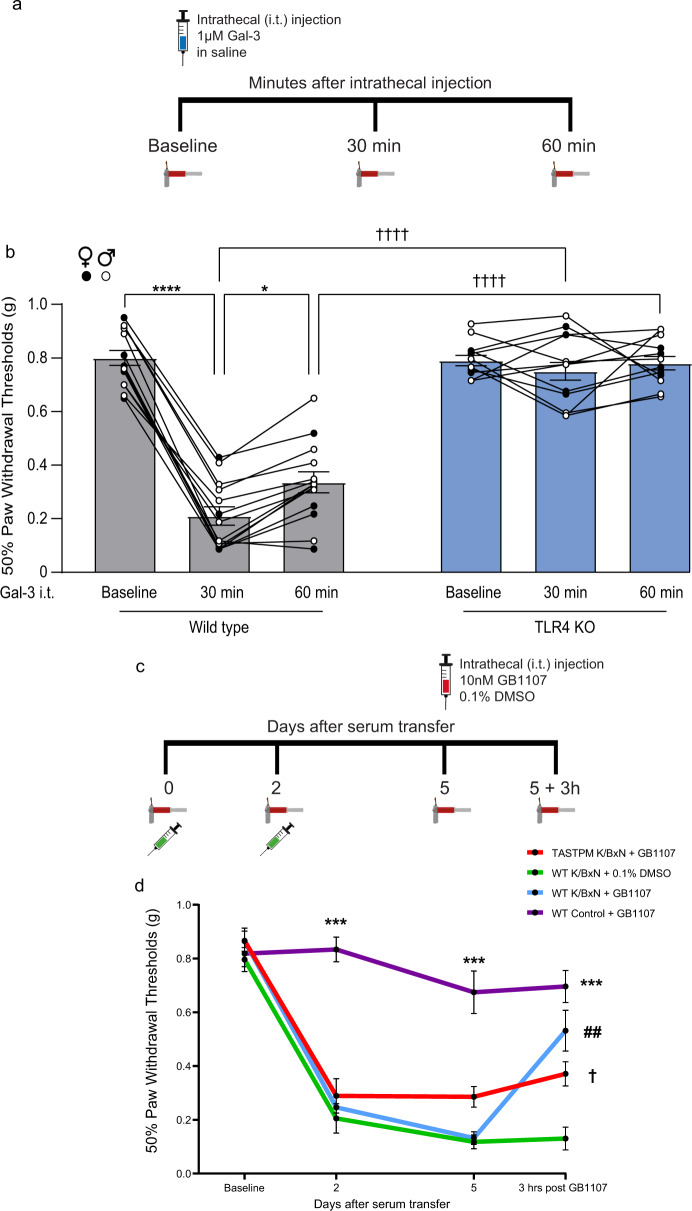
Intrathecal Gal-3 exerts a pro-nociceptive effect that requires TLR4 expression, and Gal-3 inhibitor attenuates K/BxN ST allodynia in WT but not TASTPM mice. **a** Gal-3 (170 ng/ 5 μl; 1 μM) intrathecal injection in WT and TLR4 KO followed by behaviour at 30 and 60 min after injection. **b** Exogenous Gal-3-induced mechanical hypersensitivity in WT but not TLR4 KO mice. Data represent mean ± SEM, *n* = 8 (TLR4 KO, 4 per sex), *n* = 12 (WT, 6 per sex). *p < 0.05, ****p < 0.0001, ††††*p* < 0.0001. Two-way RM ANOVA, Tukey’s multiple comparisons test. **c** Intrathecal injections of GB1107 (10 nM) or 0.1% DMSO performed at Day 5 K/BxN and behaviour at 3 h after injection. **d** Reversal of mechanical hypersensitivity by GB1107 in WT but not TASTPM K/BxN ST. Data represent mean ± SEM, *n* = 8 mice per group. ***p < 0.001 WT K/BxN ST vs. WT Control ST, †*p* < 0.05 TASTPM K/BxN ST vs. same-day WT K/BxN ST, ##*p* < 0.01. GB1107− WT KBxN ST vs. DMSO− WT K/BxN ST, two-way RM ANOVA, Tukey’s multiple comparisons test.

To determine molecular mechanisms underlying the differential responses of WT and TASTPM K/BxN ST mice to GB1107, we performed flow cytometry analysis of TLR4 expression in DH microglia. This analysis revealed that similarly to P2Y12, TLR4 was upregulated in microglia of WT K/BxN ST and downregulated in TASTPM K/BxN ST (Fig. 9a–c). Specifically, the WT microglia pool consisted of a P2Y12^+^/TLR4^+^ population that was increased in K/BxN ST (Fig. 9d) and a P2Y12^+^/TLR4^−^ population that did not change in K/BxN ST (Fig. 9e). Interestingly, TASTPM microglia pools were more heterogeneous, as P2Y12^+^/TLR4^+^ cells were unchanged (Fig. 9d) and a subset of numerous P2Y12^−^/TLR4^−^ cells emerged (Fig. 9f).

**Fig. 9:**
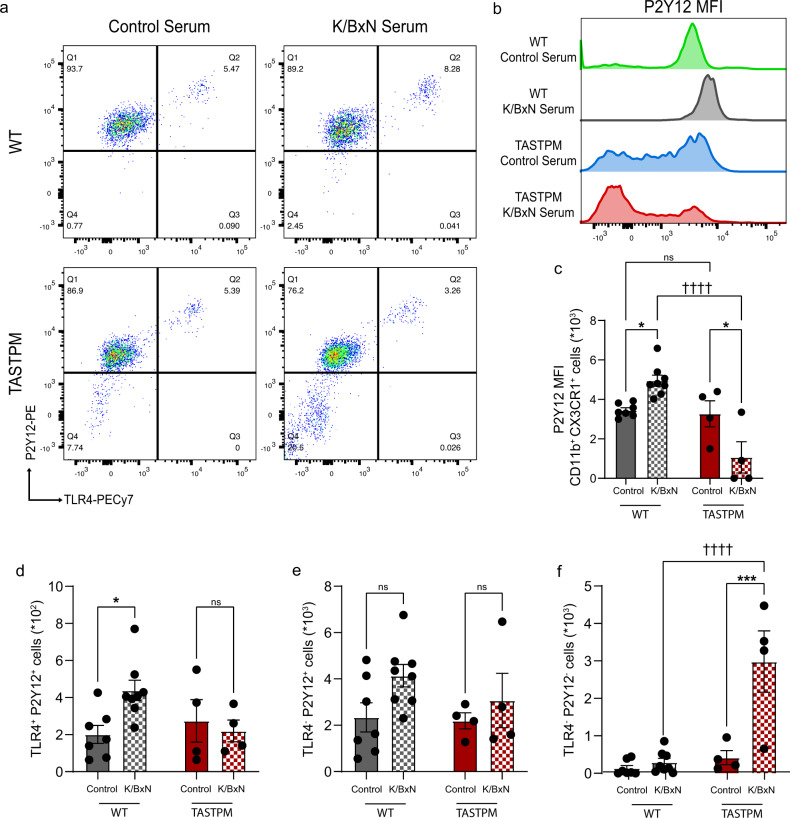
A subset of microglia emerges in the dorsal horn of TASTPM K/BxN ST. **a** Representative scatterplots of CD45^low^ CD11b^+^ CX3CR1^+^ microglia gated on P2Y12 and TLR4. **b** Mean fluorescence intensity (MFI) plots of P2Y12 in microglia. **c** Quantification of P2Y12 MFI. **d**–**f** Quantification of P2Y12^+^/TLR4^+^, P2Y12^+^/TLR4^−^, P2Y12^−^/TLR4^−^ microglia in dorsal horns. Data represent mean ± SEM, *n* = 7 (WT Control ST), *n* = 8 (WT K/BxN ST), and *n* = 4 (TASTPM Control and K/BxN ST). ns not significant, *p < 0.05, ***p < 0.001, ††††*p* < 0.0001. Two-way ANOVA, Tukey’s multiple comparisons test.

These data indicate that in WT dorsal horn, microglia express TLR4 receptors which can be activated by Gal-3 released by noxious fibre terminals in K/BxN ST and facilitate nociceptive neuron activation. Differently, a cluster of P2Y12^−^/TLR4^−^ microglia emerges in the TASTPM K/BxN ST, highlighting that Gal-3 released by nociceptive fibres in TASTPM dorsal horn could not induce TLR4-mediated activation of microglia. The lack of TLR4 signalling in the TASTPM microglia subset would account for the Gal-3 inhibitor’s inability to reverse allodynia in TASTPM. Furthermore, the emergence of microglia lacking P2Y12 and TLR4 and expressing CD11c in TASTPM K/BxN ST correlates with the development of weaker allodynia. Whether or not this microglia population explains the attenuation of allodynia at day 5 KBxN ST is unclear, but this seems highly probable as the absence of P2Y12 and TLR4 renders these cells unresponsive to both ATP/ADP and Gal-3, and the emergence of a CD11c^+^ microglia subset is associated with resolution of neuropathic allodynia^18^.

## Discussion

This study provides evidence for a neuro-immune pathway that mediates sensory neuron-to-microglia communication in the dorsal horn of the spinal cord under inflammatory arthritis pain conditions. We show the involvement of microglia in the development of inflammatory pain and define molecular cues that shape microglial responses in-vivo and ex-vivo. Specifically, we provide evidence that exogenous Gal-3 exerts a sex-independent pro-nociceptive effect in WT but not TLR4 KO, and endogenous Gal-3 contributes to inflammatory arthritis allodynia in male and female WT. Gal-3 is expressed and released by nociceptive neurons in the dorsal horn, where microglia acquire a TLR4-dependent transcriptional profile. Consistent with our data, intrathecally injected Gal-3 is reported to exert pro-nociceptive actions in the spinal cord, and anti-Gal-3 antibodies reverse herpetic allodynia^51^. However, in the postherpetic neuralgia dorsal horn, the source of Gal-3 are microglia and infiltrating macrophages^51^. Instead, in inflammatory arthritis, we provide unequivocal evidence that Gal-3 is expressed by non-peptidergic and peptidergic sensory neurons and upregulated by microglia. In support of our findings, nociceptive neurons express *Lgals3*, gene encoding Gal-3, as established in recent scRNA-seq analysis in mouse DRG^50^ and spatial transcriptomics of human DRG^52^. Furthermore, older evidence in cultured DRG shows that Gal-3 expression can be increased by a nerve-growth factor (NGF)^53^, hinting that increased NGF levels in inflamed joints might be driving the upregulation of Gal-3 in TrkA/CGRP neurons. Our most critical observation is that Gal-3 is released by capsaicin in dorsal horn synaptosomes, providing evidence for an activity-dependent release of Gal-3 by nociceptors. Gal-3 lacks signal sequence for transport into the endoplasmic reticulum; therefore, it is not packaged into extracellular vesicles and bypasses classical Golgi secretory route^54,55^, and indeed, we observed no presence of Gal-3 synaptosome-derived vesicles. We propose that Gal-3 is released in free form in the dorsal horn, and extracellular Gal-3 induces the release of pro-inflammatory cytokines through activation of TLR4 in microglia^42^.

The role of microglia in neuropathic pain is well-established, as detailed transcriptional characterisation and inhibition paradigms highlight their function in the development, maintenance and resolution of neuropathic pain^56,57^. More specifically, at the onset of neuropathic pain, dorsal horn microglia respond to sensory neuron-derived CSF1, upregulate transcripts such as *Ctss*, *Cx3cr1*, *Itgam*, and *Bdnf* and facilitate nociceptive mechanisms^22,58^. Then, during neuropathic pain resolution, an emergent CD11c^+^ microglial pool contributes to the resolution of nociception by releasing IGF-1^18^. Nonetheless, much less progress has been made in delineating the mechanism through which sensory neurons interact with microglia in inflammatory pain. Here, we show that in arthritis pain, dorsal horn microglia acquire a unique transcriptional profile that is driven by TLR4 upregulation and is enriched in pathways regulating the production and effect of IL-1β, TNF-α and IFN-β, which have been reported to regulate nociception in the K/BxN ST model^13,32^. Indeed, we confirmed a TLR4 receptor pro-allodynic role in K/BxN ST inflammatory arthritis^13^ as intrathecal delivery of LPS-RS reversed inflammatory allodynia in a sex-independent fashion. Furthermore, our results also highlight that dorsal horn microglia significantly upregulate P2Y12, which is responsible for sensing neuronal activity through diffusible factors such as ATP/ADP^59^ and is required for the development of neuropathic^60,61^ and acute inflammatory pain^62^. Intriguingly, the upregulation of P2Y12 in K/BxN ST hints at increased microglial dynamics that will result in perturbed interaction between microglia, neurons^63^ and the vasculature^64,65^. In turn, microglia respond to increased activity at the first sensory synapse, which is associated with inflammatory arthritis through upregulation of CD68 and possible degradation of perineuronal nets^66^ and synapses^67^, and they overall contribute to nociceptive mechanisms by perturbing neural circuit functionality.

In addition, the indispensable role of microglia in the development of inflammatory arthritis pain is corroborated by our studies using the TASTPM mouse model of AD. Our results show that prior to amyloid plaque deposition in the spinal cord at 12 months of age^15^, and after the induction of arthritis, microglia express markers, such as CD68, TREM2, CD11c, MerTK, MHCII, and downregulate P2Y12, all of which are upregulated in response to rising levels of amyloid-β and amyloid plaques^25,44^. This pattern is also mirrored at the transcriptional level, as TASTPM microglia express transcripts involved in glycolysis, in line with evidence of amyloid-β-induced metabolic defects in microglia^33^, as well as interferon-response pathways^68^. These results suggest that in the spinal cord, similar to the hippocampus of two-month-old TASTPM^69^, rising levels of oligomeric soluble amyloid-β can account for microglia priming and desensitisation. Indeed, the distinct amyloid-responsive expression pattern is associated with the mitigated development of inflammatory allodynia in TASTPM. Similarly, we previously reported that TASTPM shows attenuated pain-like behaviour in a model of osteoarthritis pain^70^. 

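Differences between the genotypes were also tested within each serum. Between TASTPM and WT Control ST, limma called 0 of 12645 genes, with 704 at an unadjusted p below 0.05 and a smallest adjusted p of 0.357. Klf4 had the smallest p, with 83.6, 101 and 89.0 normalized counts in TASTPM Control ST and 0 in each WT Control ST library, and it was called with the sex-linked score as covariate, with a pseudocount of 0.1, an alternative chosen after the data were seen, and in each of the 4 DESeq2 fits. Over 18 alternatives the adjusted p of Klf4 ranged from 4.28e-06 to 0.710. DESeq2 on the recovered reads called 41 genes between the genotypes in Control ST with the filter on low counts and 84 without it, and up to 192 in fits chosen after the data were seen. For Klf4, A730063M14Rik and Tsc22d3 every TASTPM library was above every WT library (two-sided exact permutation test, p = 0.100, the smallest that 3 libraries against 3 allow). Between TASTPM and WT K/BxN ST, limma called 0 genes, with 241 at an unadjusted p below 0.05, and DESeq2 called 0 with and without the filter (243 and 297 at an unadjusted p below 0.05) and 3 with the marker score as covariate. The genes with the smallest p there were Fgf1, with a log2 fold change of −3.73 (standard error 0.95), Jade1 with 1.07 (standard error 0.27) and Zfp945 with −1.55 (standard error 0.41), each with limma adjusted p = 1.00 and no overlap between the genotypes (two-sided exact permutation test, p = 0.0286), where chance separates 2.86% of genes. The log2 ratio to the average of the Control ST libraries of both genotypes was averaged over the interferon response genes. It was 2.12, 2.04, −0.31 and 0.59 in TASTPM K/BxN ST replicates 1 to 4. The TASTPM Control ST libraries spread from −1.69 to 0.91. The interaction of genotype and serum for this set had a mean of 0.02 (unadjusted p = 0.504 with limma's camera).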

The attenuated hypersensitivity in TASTPM is closely linked with the emergence of a subset of microglia that are not responsive to ATP/ADP released by excited neurons as they lack P2Y12 expression^59^. Relevantly, central P2Y12 antagonists alleviate inflammatory pain^61^ and P2ry12^−/−^ mice show similar insensitivity to noxious hot stimulation as the TASTPM^15,61^. Moreover, the TREM2^+^ P2Y12^−^ microglia subgroup does not express TLR4, which renders microglia specifically unresponsive to Gal-3 released from nociceptors in inflammatory arthritis in TASTPM. In line with this observation, the administration of Gal-3 inhibitors did not reverse nociception in TASTPM mice. This finding is consistent with evidence that TREM2 and TLR4 are oppositely regulated in cultured microglia and mouse brain^38,71,72^. Indeed, in the context of amyloidosis, Gal-3 can act as an endogenous ligand for TREM2 (K_d_ = 450 nM)^46^, with higher affinity than for TLR4 (K_d_ = 1 μM)^42^, suggesting that in the context of TASTPM inflammatory arthritis pain, Gal-3 might bind TREM2 as TLR4 is significantly downregulated. It is tempting to speculate that the Gal-3 effect on behaviour might be mediated by the activation of the TREM2 signalling pathway, which facilitates the expression of anti-inflammatory transcripts resembling the IL4 pathway through the activation of STAT6^71^. Although we cannot exclude a pro-nociceptive TREM2/DAP12 activation as suggested in neuropathic conditions^73,74^, such a role in inflammatory arthritis pain requires further investigation.

Overall, our data identify a mechanism through which nociceptors respond to joint inflammation and establish nociception through the activation of microglia. We suggest that sensory neuron-derived Gal-3, swiftly joined by Gal-3 derived from activated microglia, activates microglial TLR4 and promotes nociceptive signalling via the release of cytokines in the dorsal horn (Fig. 10a, b). Intriguingly, our data support the proposal that microglia mediate the Gal-3 effect as in the spinal cords of the TASTPM mouse model of AD, the emergence of a subset of microglia devoid of TLR4 and P2Y12 is associated with milder inflammatory nociception (Fig. 10c) and lack of antinociceptive effect of a Gal-3 inhibitor.

**Fig. 10:**
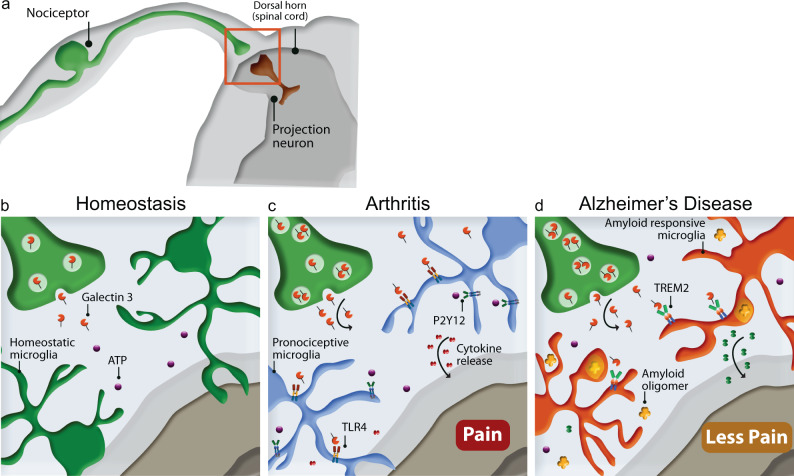
Attenuated inflammatory arthritis pain in TASTPM is caused by microglia that are insensitive to Gal-3. **a** Illustration of the superficial laminae of the dorsal horn of the spinal cord, where nociceptor terminals synapse on laminae I projection neurons. **b** In homoeostasis, microglia constantly survey the parenchyma by responding to cues in their microenvironment. **c** During inflammatory arthritis, TLR4^+^ P2Y12^+^ microglia respond to neuron-derived Gal-3 and ATP by releasing pro-inflammatory mediators that lead to sensitisation. **d** In TASTPM K/BxN ST, a subset of phagocytic TREM2^+^ TLR4^−^ P2Y12^−^ microglia emerges and contributes to attenuation of allodynia.

## Methods

### Animals

All procedures were performed under personal and project licences granted by the UK Home Office (Project Licence PC4DEDAC9 to MM) and complied with the United Kingdom Animal Scientific Procedures Act 1986. Approval for studies was provided by King’s Animal Welfare and Ethical Review Body, London, United Kingdom. Unless specified, all experiments were performed on 6-month-old adult male and female C57BL/6 WT and TASTPM mice weighing approximately 30–35 g. TASTPM mice were generated using TAS10 transgenic mice expressing the Swedish mutation in the human amyloid precursor protein (APP) and TPM mice expressing the human PSEN1 with the M146V mutation. Both transgenes are driven by the murine Thy-1 promoter^75^. Briefly, TAS10 mice were generated and backcrossed onto a pure C57BL/6 background before being crossed with TPM mice to produce heterozygous double mutant TASTPM mice (GlaxoSmithKline). Age- and sex-matched WT C57BL/6J controls were generated by backcrossing heterozygote TASTPM mice to produce mice with the same genetic background and no human transgenes. TLR4 KO mice on C57/BL6 background were kindly provided by Dr S. Akira, Osaka, Japan. All animals were housed in the Biological Services Unit, King’s College London, maintained at room temperature with a 12-h light/dark cycle, in groups of up to five per standard cage, with access to food and water ad libitum.

### Induction of the K/BxN serum transfer model

K/BxN serum was obtained as previously described^76^. Briefly, NOD/Shiltj mice were crossed to KRN transgenic mice to generate offspring (K/BxN mice) expressing both the T cell receptor (TCR) transgene KRN and the MHC class II molecule Ag7. These mice spontaneously develop severe inflammatory arthritis, and serum was collected from K/BxN mice at 10 weeks of age (provided by Dr Dianne Cooper, Queen Mary University of London). Arthritis was induced with 100 μl intraperitoneal (i.p.) injection of arthritogenic serum on days 0 and 2 (total volume 200 μl) in 6-month-old naïve WT and TASTPM mice. Control mice received equal volume injections containing pooled sera from KRN/C57 mice. Clinical signs of arthritis were evaluated using a 12-point scoring system^76^. Each limb was scored separately; 0 to 3 points per limb with the following criteria: 0—no sign of redness/swelling; 1—redness/swelling observed in either ankle/wrist, pad, or any of the digits; 2—redness/swelling in two regions; and 3—redness/swelling seen in all limb regions. Scores for all four limbs were combined to give a total score with a maximum score of 12 per animal.

### Behavioural testing

Hind paw mechanical withdrawal thresholds were assessed by applying a series of calibrated von Frey filaments (0.02–1.0 g; North Coast Medical) to the plantar surface of the hind paw. On each day of testing, animals were habituated for 30 min before the application of the initial 0.07-g filament. Filaments were then applied at increasing intensity until a withdrawal response was achieved or the application of 1.0-g filament failed to elicit a withdrawal response. Fifty per cent paw withdrawal threshold was calculated using the Dixon up and down method^77^. Briefly, if a withdrawal response to a stimulus was established, the paw was retested with the next lowest intensity filament below stimuli that elicited a withdrawal until no withdrawal occurred. After that, stimuli with ascending force filaments were applied until a response was observed. Fifty per cent withdrawal threshold calculation by the Dixon method requires a minimum of five, up to a maximum of nine filament applications. From the resulting pattern of responses, the 50% withdrawal threshold was interpolated^78^. Three sets of baseline measurements were made prior to the induction of inflammatory arthritis. The experimenter was blinded to treatment groups.

### Intrathecal injections

Under isoflurane anaesthesia, Gal-3 (1 μM) (mouse recombinant Galectin 3, 1197-GA R&D System), heat-inactivated Gal-3 (1 μM, at 80 °C for 1 h), GB1107 (10 nM), LPS-RS (10 μg) (tlrl-prslps, InvivoGen, Toulouse, France) were intrathecally injected into the mouse lumbar region (between the L4 and L5 vertebrae) of the spine using a 30G needle.

### Immunohistochemistry

For immunohistochemistry in perfuse-fixed tissue, mice were deeply anaesthetised by intraperitoneal injection of pentobarbital (Pentoject®, York, UK) and transcardially perfused with 0.9% saline solution followed by 4% paraformaldehyde (VWR Chemicals, Leicestershire, United Kingdom) in 0.1 M phosphate-buffered saline (PBS). After fixation, L3, L4, and L5 DRGs, lumbar spinal cord and brains were dissected, cut using a cryostat (Bright Instruments, Luton, United Kingdom) and mounted onto Superfrost Plus microscope slides (Thermo-Scientific, Leicestershire, United Kingdom). Sections were then blocked with 3% bovine serum albumin (BSA) (Sigma-Aldrich, Dorset, United Kingdom) for 1 h, then incubated overnight with antibodies against c-Fos (1:200, #2250, Cell Signaling), IBA1 (1:1000, Wako Chemicals; 1:300, ab5076, Abcam, Cambridge, United Kingdom), p-p38 (1:100, #9211, Cell Signaling), CD68 (1:200, ab125212, Abcam, Cambridge, United Kingdom), TREM2 (1:300, AF1729, R&D System), Gal-3 (1:300, AF1197, R&D System), CGRP (1:1000, #14959, Cell Signaling), IB4 (1:1000, #13250, Thermo Fisher Scientific), Neu-N (1:1000, #12943, Cell Signaling), GFAP (1:1000, Dako Cytomation, Glostrup, Denmark), MAP2 (1:2000, ab183830, Abcam, Cambridge, United Kingdom), CD11c (1:500, #97585, Cell Signaling). Slides are then washed three times for 10 min in 0.1% PBS-T followed by incubation for 1 h at room temperature in the appropriate secondary antibodies (Alexa Fluor 488-,546- or 647- conjugated antibody, 1:1000; Invitrogen, Paisley, United Kingdom). The specificity of immunoreactivity was confirmed by omitting the primary antibody. Images for immunofluorescence analysis were captured with a Zeiss LSM710 confocal microscope (Zeiss) and analysed using ImageJ (1.50i, Wayne Rasband, National Institutes of Health, USA). At least three sections from three mice per group were analysed. Quantitative assessment of immunofluorescence intensity and cell number was performed in ImageJ using three boxes of 4 × 10^4^ μm^2^ each, which were placed onto lateral, central, and medial dorsal horn laminae I-II. Colocalization heatmaps were generated using the Colocalization Colormap plugin (https://sites.google.com/site/colocalizationcolormap/home), and Pearson’s correlation coefficients were calculated using JACoP plugin on ImageJ^79^.

### Primary microglia in culture

Microglia were isolated from adult mice brains following the protocol by Bordt et al.^80^. Cells were seeded at 1 × 10^5^ per coverslip and left maturing for 5 days in 10% FBS, 1% P/S DMEM/F12 media containing M-CSF (100 ng/ml). Matured microglia were starved overnight in 1% FBS, 1% P/S media and then incubated with Gal-3 (300 nM) or GM-CSF (20 ng/ml) to induce proliferation similar to Dikmen et al.^81^ for 48 h in the presence of EdU dye. EdU staining was performed following the manufacturer’s guidance (Invitrogen, C10637).

### Microglia isolation

To isolate cells for bulk RNA-seq, mice were euthanized with pentobarbital and were subsequently transcardially perfused using ice-cold PBS 1x and the brain and spinal cord were quickly dissected after removal of the meninges and placed in PBS on ice. Microglia/myeloid cell extraction was carried out following a published protocol^82^. The whole procedure was done on ice with cold buffers containing RNase inhibitors (N2615, Promega). Briefly, the tissue was dounce homogenised in ice-cold PBS with loose and tight pestles. The cell suspension was then transferred through a pre-wet 70-μm cell strainer (BD Falcon). Myelin removal was performed by adding 100 μl Myelin Removal Beads II (Miltenyi Biotec) per dorsal spinal cord and loaded in pre-wet LS columns (Miltenyi Biotec) on a MACS magnet stand. Cells in the flow-through were collected and washed for standard FACS staining.

### FACS of spinal microglia

To sort microglia using FACS, cells were incubated with anti-rat CD16/CD32 antibodies (1:100, BD Biosciences) for 15 min on ice. Before antibody staining, samples were incubated with the Zombie NIR™ Fixable Viability Kit (BioLegend) for dead cell exclusion during FACS. Then cells were incubated with covalently conjugated fluorochromes for 45 min on ice in a shaker. Finally, cells were resuspended in 300 μl FACS buffer, and 30 μl of Precision Count Beads™ (BioLegend) were added to quantify the number of cells expressing markers of interest. Samples were run using BD FACSAria™ II (BD Bioscience) and analysed using FlowJo software (v10.1; Tree Start Inc.). Cells were sorted directly into a 1.5-ml Eppendorf tube containing 350 μl RLT buffer CD45-BV785 (0.5 μg/ml, clone 30-F11, BioLegend), CD11b-BV421 (0.5 μg/ml, clone M1/70, BioLegend), CX3CR1-AF488 (1 μg/ml, clone SA011F11, BioLegend), P2Y12-PE (1 μg/ml, clone S16007D, BioLegend), TLR4-PECy7 (1 μg/ml, clone SA15-21, BioLegend), MHCII-PerCp/Cy5.5 (1 μg/ml, clone M5/114, BioLegend), CD11c-BV650 (2 μg/ml, clone N418, BioLegend), MerTK-BV605 (1 μg/ml, clone 2B10C42, BioLegend), CCR2-BV711 (0.5 μg/ml; Clone 475301, BD Bioscience), Ly6C-APC (1 μg/ml, clone HK1.4, Thermo Fisher Scientific). The number of live cells (Zombie NIR negative) in sorting experiments was 39,902 ± 7234.

### Bulk RNA-seq library preparation

For bulk RNA-seq, RNA was extracted from 2000 CD45^low^/CD11b^+^/CX3CR1^+^ cells per sample using RNeasy Micro Kit (QIAGEN 74004) and eluted with 14 μl nuclease-free water. Following this, RNA samples were examined using Agilent Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) for purity and quality. Total RNA stored in RNase-free water was amplified using SMART-Seq™ v4 Ultra™ Low Input RNA Kit for Sequencing (Takara Bio USA, Inc., Mountain View, USA) with the double strand cDNA (ds-cDNA) being synthesised. Then ds-cDNA was purified with AMPure XP beads and quantified with Qubit (Life Technologies™). For library preparation, 1 ng cDNA per sample was used as input to construct 250–300 bp insert cDNA libraries using NEBNext® UltraTM RNA Library Prep Kit (New England Biolabs, Ipswich, USA) following the manufacturer’s recommendations. Libraries were sequenced by Novogene as 150-bp paired-end reads on an Illumina Novaseq 6000 platform. Library preparation and sequencing were contacted on the premises of Novogene Europe (Cambridge, UK).

### RNA-seq data processing and gene expression analysis

All sequencing data processing was performed on a Unix-based operating system server at Eli Lilly. Raw files were demultiplexed into FASTQ files (Phred(Q) ≥ 35) and checked for potential contamination. The FASTQ files underwent quality control (QC) assessments using FastQC (v0.11.9). Sequences were aligned using HiSat2^83^ (version 2.1) to mm39 (GRCm39.105) reference mouse genome and using gene annotations release 104 obtained from Ensembl. Gene expression quantification (quantification of fragments or templates, hereby referred to as read counts) against the standard (spliced) reference genome was achieved using featureCounts^84^ (version 1.5.2). A quality check of aligned data was performed using Picard (http://broadinstitute.github.io/picard/), and results were visualised with MultiQC^85^.

All analyses were performed in R (version 4.2.0). Read counts were analysed for differential expression using the R package DESeq2^86^ (version 1.37.0) downloaded from Bioconductor. Datasets were filtered for non-expressed and lowly expressed genes (minimum of 10 counts in at least 50% of the samples). *p*-values were adjusted for multiple testing using the false discovery rate (FDR) method. Significant differential expression was inferred based on the co-occurrence of an absolute log_2_ fold change >1 and an FDR-adjusted *p*-value <0.05. Enrichment for GO terms for individual comparisons was performed using the EnrichGO function from the clusterProfiler R package in Bioconductor. A *p*-value and *q*-value cutoff of 0.05 was used. Ingenuity pathway analysis (IPA) (Ingenuity Systems, 01-20-04, http://www.ingenuity.com) was used to analyse upstream regulators.

### Gene set enrichment analysis (GSEA)

The K/BxN-specific transcriptional profile of DH microglia in WT was compared with microglia transcriptomes from mouse models of neuropathic pain such as microarray analysis of dorsal horn microglia in WT mice after spinal nerve L4 transection and L3 left intact^36^, RNA-seq analysis of dorsal horn microglia in WT mice with partial sciatic nerve ligation^35^ and RNA-seq analysis of microglia in the ipsilateral lumbar spinal cord after chronic constriction injury^34^ (GSE60670, GSE71133, GSE180627), ALS (SOD1) (GSE43366), AD (5xFAD) (GSE98969), thalamus in RA (TNFtg) (GSE145708), LPS (GSE115571). All signatures were derived from publicly available transcriptomes downloaded from Gene Expression Omnibus (GEO). The statistical significance of GSEA results was assessed using 1000 sample permutations. A nominal *p*-value less than 0.001 was used to determine pairwise transcriptome connectivity. The normalised enrichment score (NES) accounts for differences in gene set size and in statistically significant and concordant correlations between GEO gene sets and the K/BxN dataset^87^. The accession number for the raw sequencing data reported in this paper is GEO: GSE213157.

### Isolation and functional studies in synaptosomes

Synaptosomes were isolated from the dorsal lumbar spinal cord of WT Control and K/BxN ST using a synaptic protein extraction reagent (Syn-PER; ThermoFisher Scientific). The resulting synaptosomes were collected and incubated with capsaicin or saline for 3 h in HBSS solution containing 1 mM Calcium. Gal-3 levels were quantified with western immunoblotting. Briefly, samples were run on a 10% w/v sodium dodecyl sulfate polyacrylamide tris-glycine gel (BioRad Cat# 4561035), transferred on PVDF membranes, and analysed by immunoblotting using Gal-3 (1:300, AF1197, R&D System) and GAPDH (1:5000, ab8245, Abcam).

### Statistics

All data are presented as means ± SEM, where *n* is the number of biological replicates (individual mice), with differences between means considered statistically significant when *p* < 0.05. All statistical analyses for behavioural and immunohistochemical data were conducted using GraphPad Prism (v8.3.0; GraphPad Software, USA). For any single comparison between two groups, an unpaired Student’s *t*-test (two groups using different samples) was used. Multiple comparison of data used one-way ANOVA followed by posthoc Tukey test if more than two groups are present or two-way repeated measure ANOVA followed by posthoc Tukey test for statistical analysis of behavioural testing, clinical scoring and western immunoblotting.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Reporting Summary

## Data Availability

The data that support the findings of this study are provided in the Source data file. RNA-sequencing data generated in this study have been deposited in the GEO database under the accession code GSE213157. Datasets used in GSEA analysis are deposited in the GEO database under: GSE60670, GSE71133, GSE180627, GSE43366, GSE98969, GSE145708, GSE115571. Raw data from every experiment have been deposited at https://figshare.com/s/d50817b964caf75c3f26. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Galectin-3 activates spinal microglia to induce inflammatory nociception in wild type but not in mice modelling Alzheimer’s disease
**Source:** Nat Commun. 2023 Jun 22;14:3579. doi: 10.1038/s41467-023-39077-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Galectin-3 activates spinal microglia to induce inflammatory nociception in wild type but not in mice modelling Alzheimer's Disease**

Sideris-Lampretsas et al.

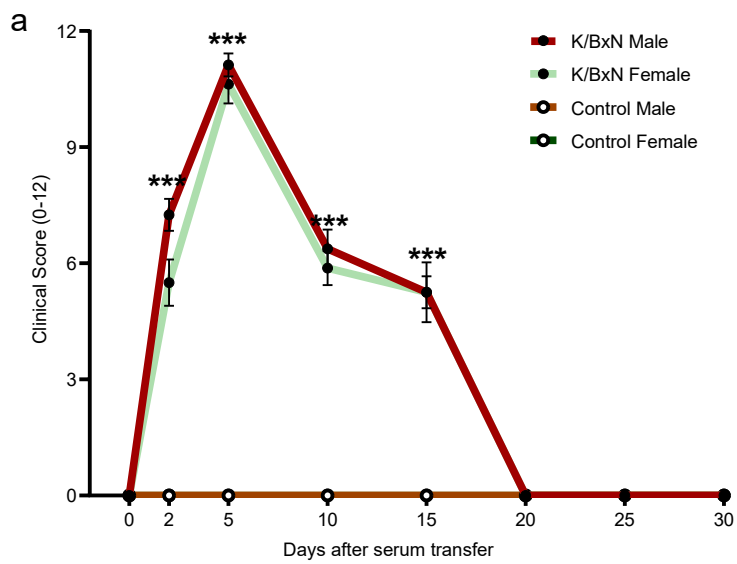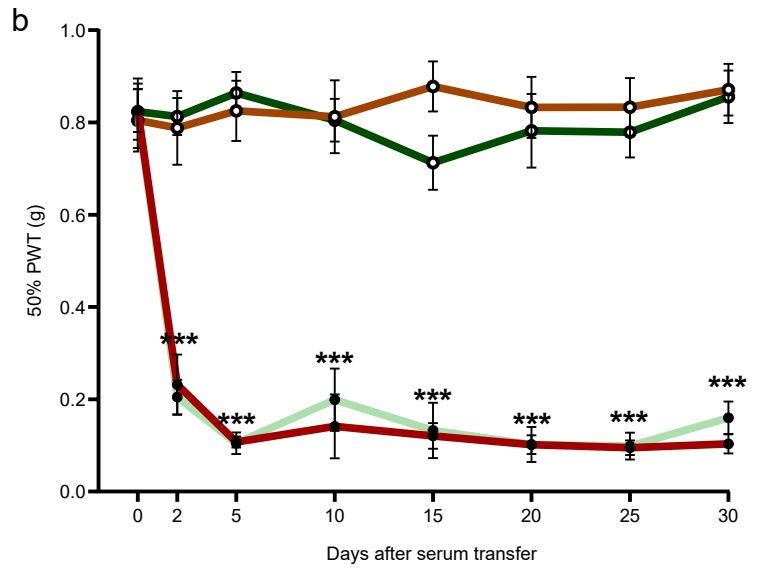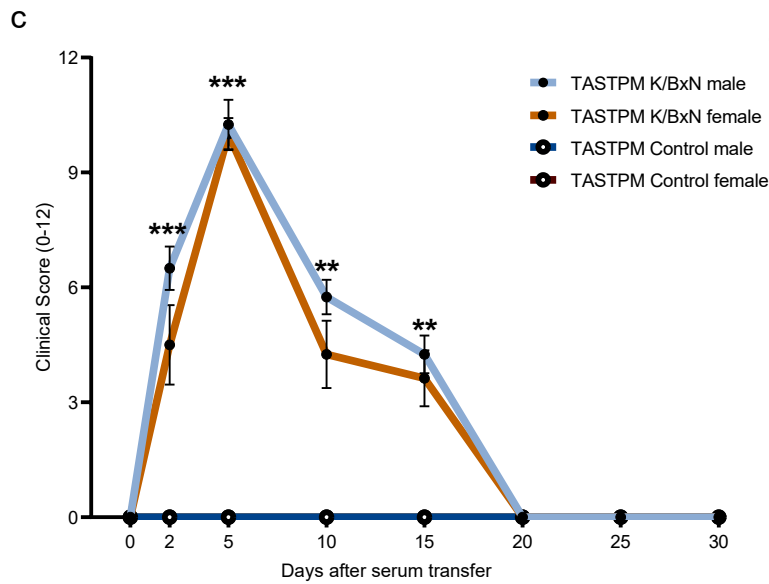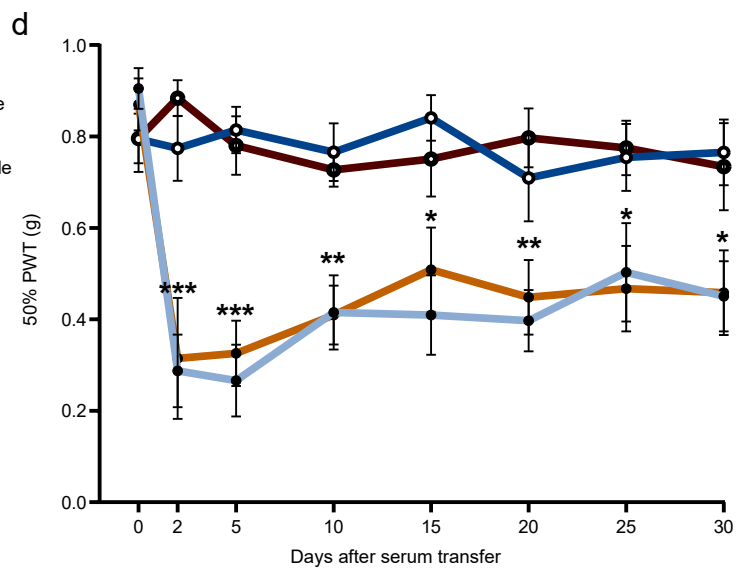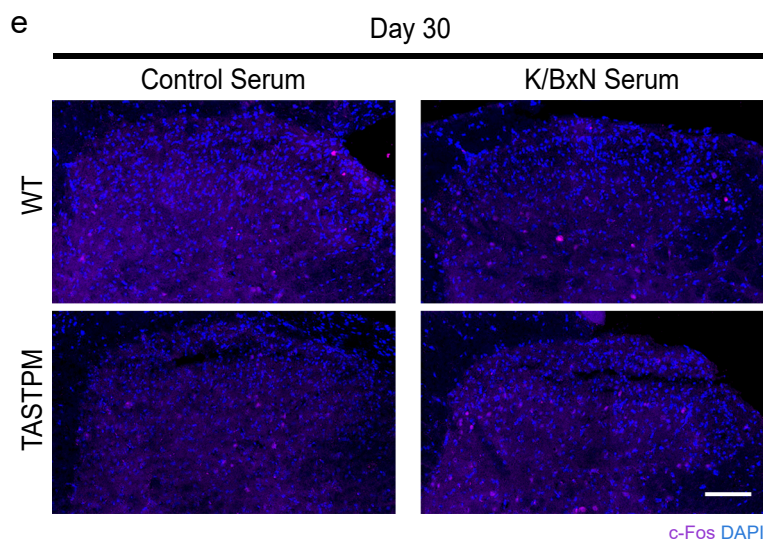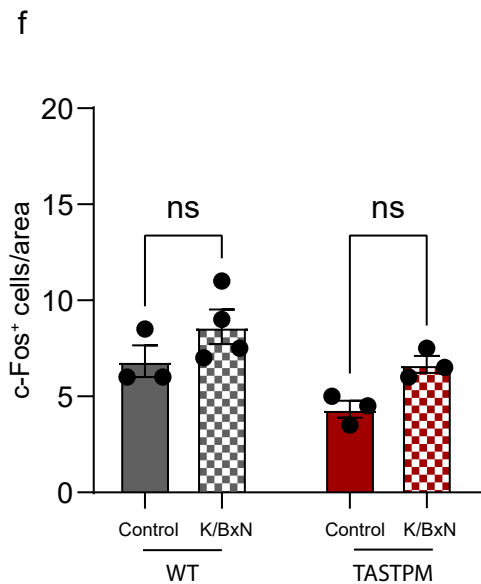

## Supplementary figures

**Supplementary Figure 1: No sex-dependent changes in clinical scores and mechanical hypersensitivity in WT and TASTPM K/BxN ST.** (a) Clinical scores of fore and hind paws and (b) mechanical hypersensitivity in male and female WT after K/BxN ST. (c) Clinical scores of fore and hind paws and (d) mechanical hypersensitivity in male and female TASTPM after K/BxN ST.  $n = 8$  male and female mice per group. Data represent mean  $\pm$  SEM. ns – not significant,  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ , Two-Way RM ANOVA, Tukey's multiple comparisons test. (e) Representative images of c-Fos<sup>+</sup> neurons in DH. Scalebar, 100 $\mu$ m (f) Quantification of c-Fos<sup>+</sup> neurons in WT and TASTPM K/BxN ST at Day 30.  $n = 3$  (WT and TASTPM Control ST and TASTPM K/BxN ST),  $n = 4$  (WT K/BxN ST). Data represent mean  $\pm$  SEM. Two-way ANOVA, Tukey's multiple comparisons test.

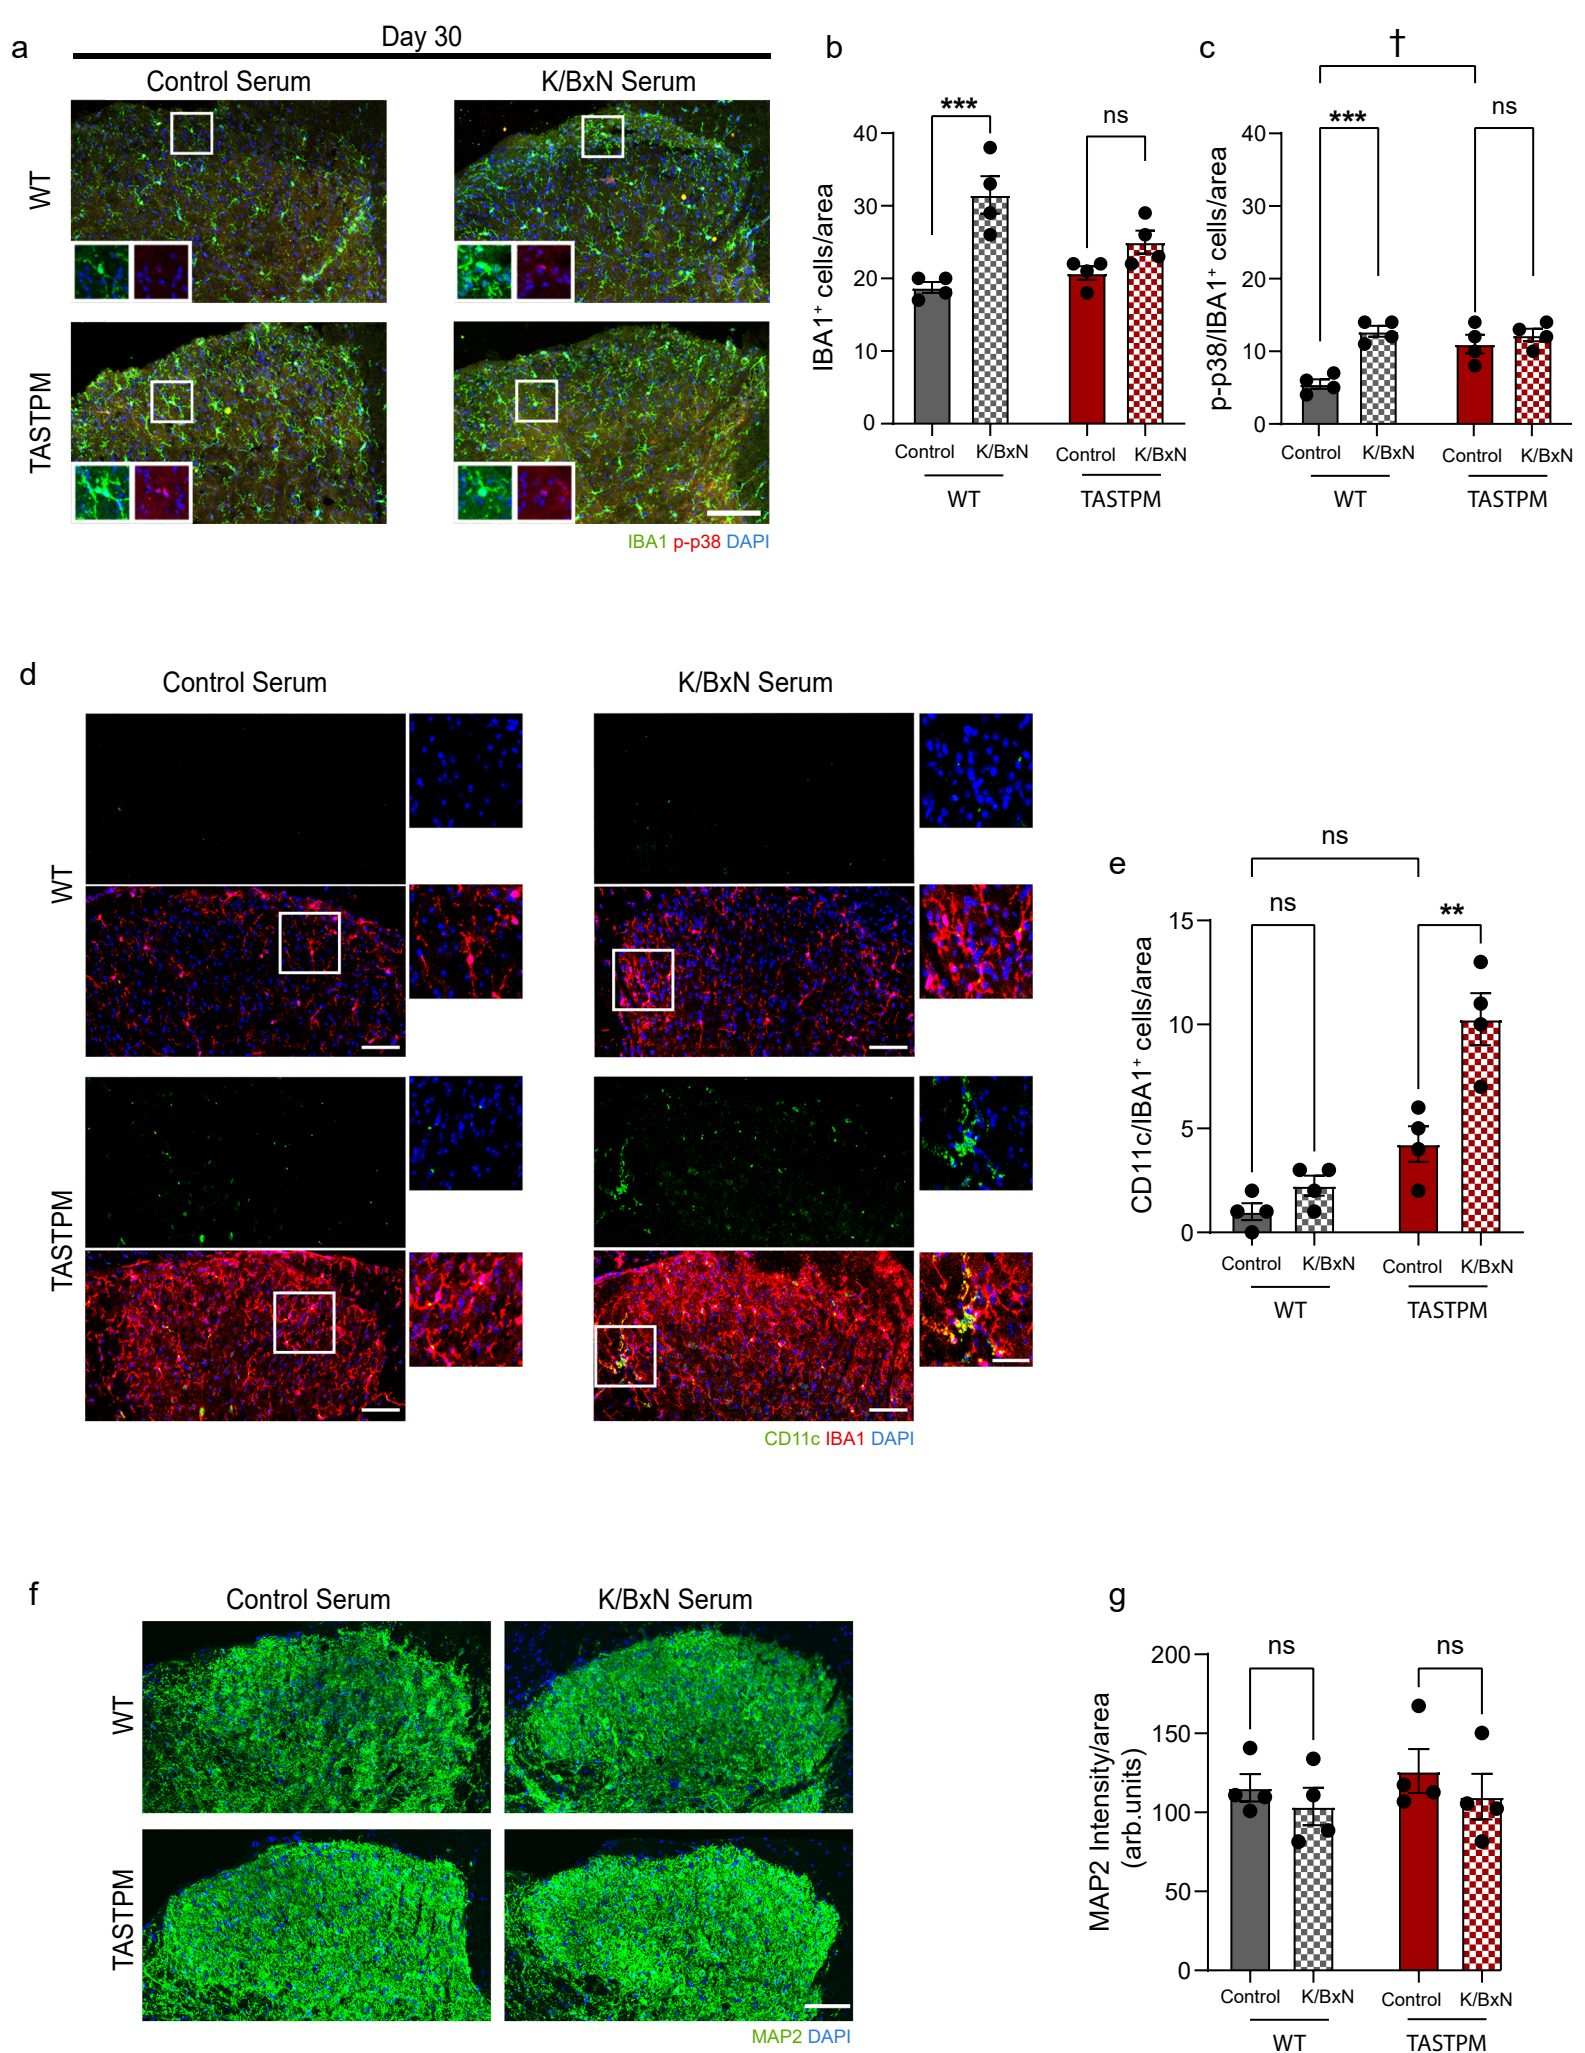

**Supplementary Figure 2: Changes in microglial markers in WT and TASTPM after K/BxN**

**ST.** (a) Increased number of pp38<sup>+</sup> microglia in the dorsal horn of WT and TASTPM K/BxN ST at day 30. Scalebar, 100 $\mu$ m (b, c) Quantification of IBA1<sup>+</sup> and p-p38/IBA1<sup>+</sup> microglia in DH at Day 30. Data represent mean  $\pm$  SEM, n = 4 mice per group. ns – not significant, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, †p < 0.05. Two-way ANOVA, Tukey's multiple comparisons test. (d) Increased number of CD11c<sup>+</sup> microglia in DH of TASTPM at day 5 K/BxN ST. Scalebar, 100  $\mu$ m (e) Quantification of CD11c/IBA1<sup>+</sup> microglia. Data represent mean  $\pm$  SEM, n = 4 mice per group. \*\*p = 0.0011. Two-way ANOVA, Tukey's multiple comparisons test. (f) No change in MAP2 intensity in DH of WT and TASTPM at day 5 K/BxN ST. Scalebar, 100  $\mu$ m (g) Quantification of MAP2 intensity. Data represent mean  $\pm$  SEM, n = 4 mice per group. ns – not significant, Two-way ANOVA, Tukey's multiple comparisons test.

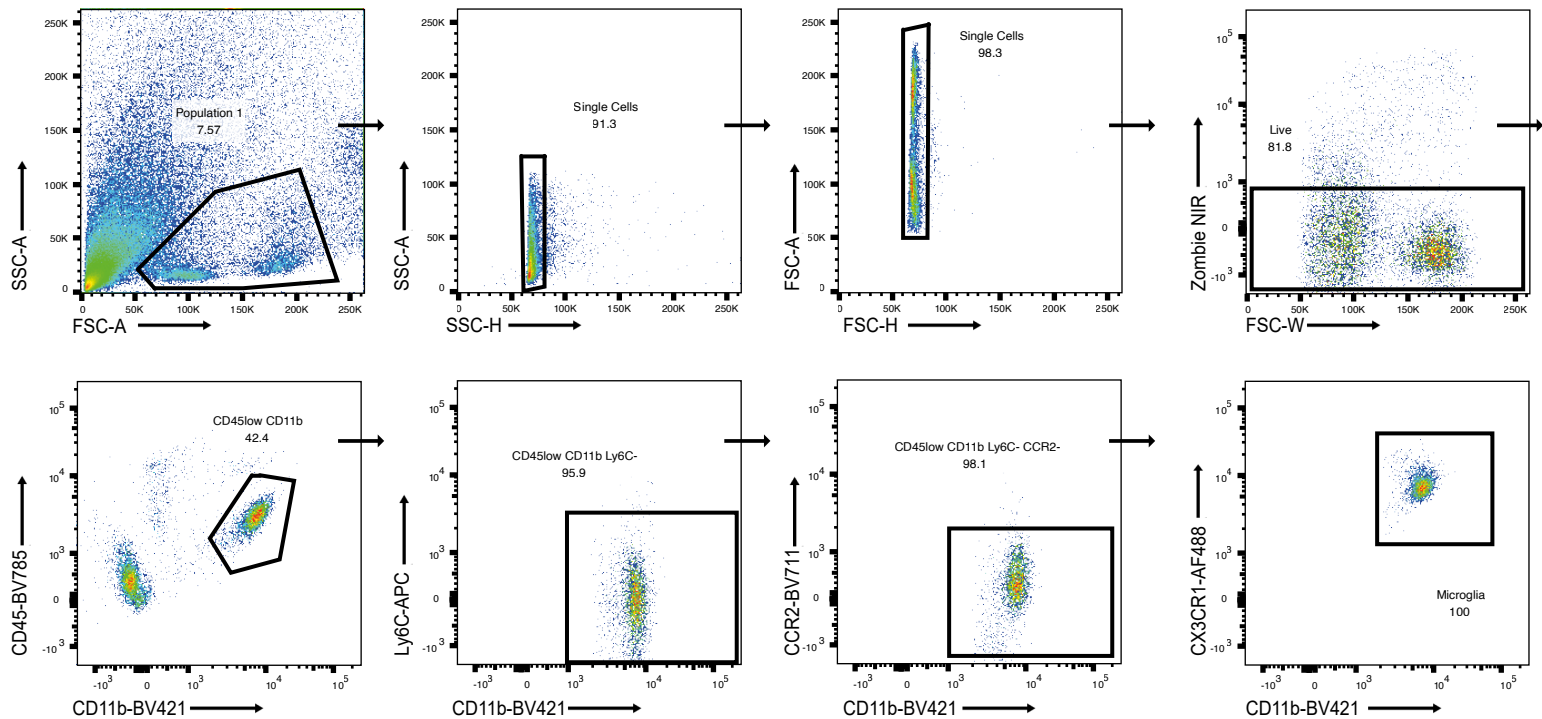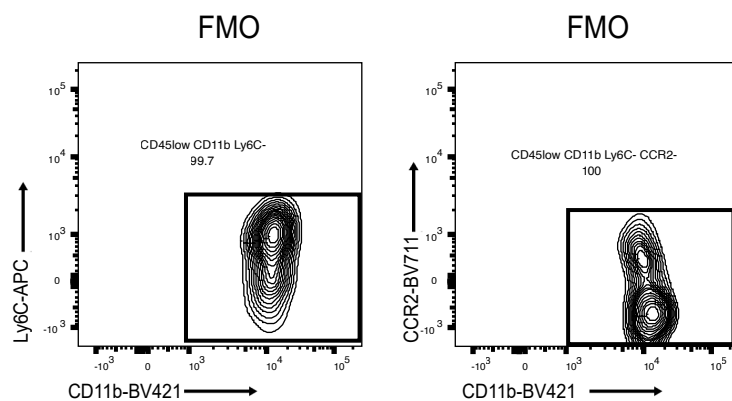

**Supplementary Figure 3: Gating Strategy for microglia isolation using FACS. CD45<sup>low</sup> CD11b<sup>+</sup> Ly6C<sup>-</sup> CCR2<sup>-</sup> CX3CR1<sup>+</sup> cells were isolated per dorsal spinal cord.**

# K/BxN vs Control ST

a

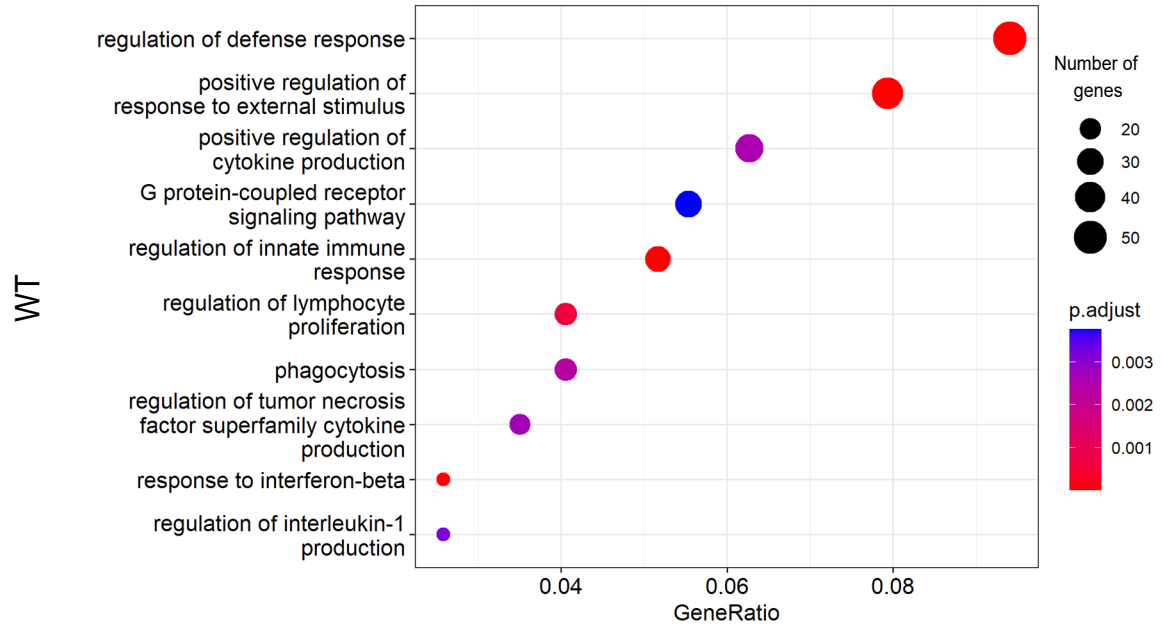

b

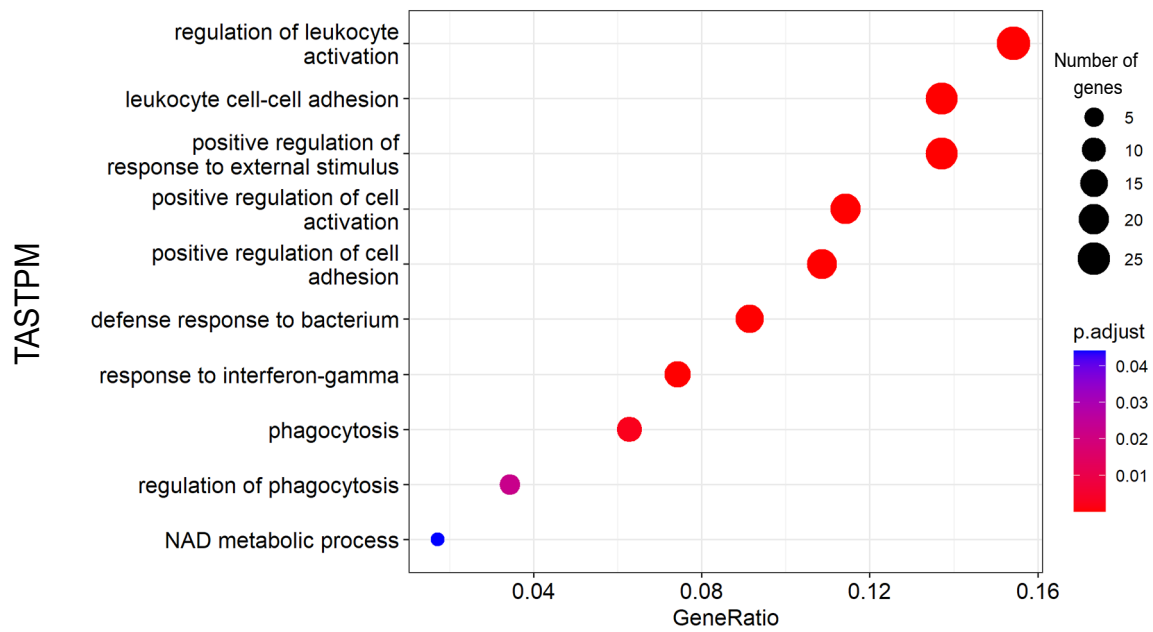

**Supplementary Figure 4: Transcripts expressed by dorsal horn microglia in the WT K/BxN ST are enriched in pathways associated with IL-1 $\beta$ , TNF- $\alpha$  and IFN- $\beta$  signalling, while microglia in the TASTPM K/BxN ST show upregulation of transcripts involved in glycolysis and metabolism.** (a) Top 10 Gene Ontology (GO) pathways overrepresented in DEGs in DH microglia in the WT K/BxN ST. (b) Top 10 Gene Ontology (GO) pathways overrepresented in DEGs in DH microglia in the TASTPM K/BxN ST. GeneRatio is the number of observed genes divided by the number of expected genes from each GO. n = 3 (WT and TASTPM Control), n = 4 (WT and TASTPM K/BxN ST).

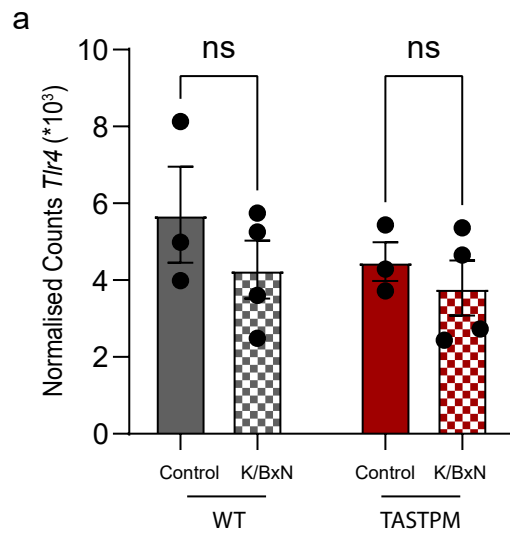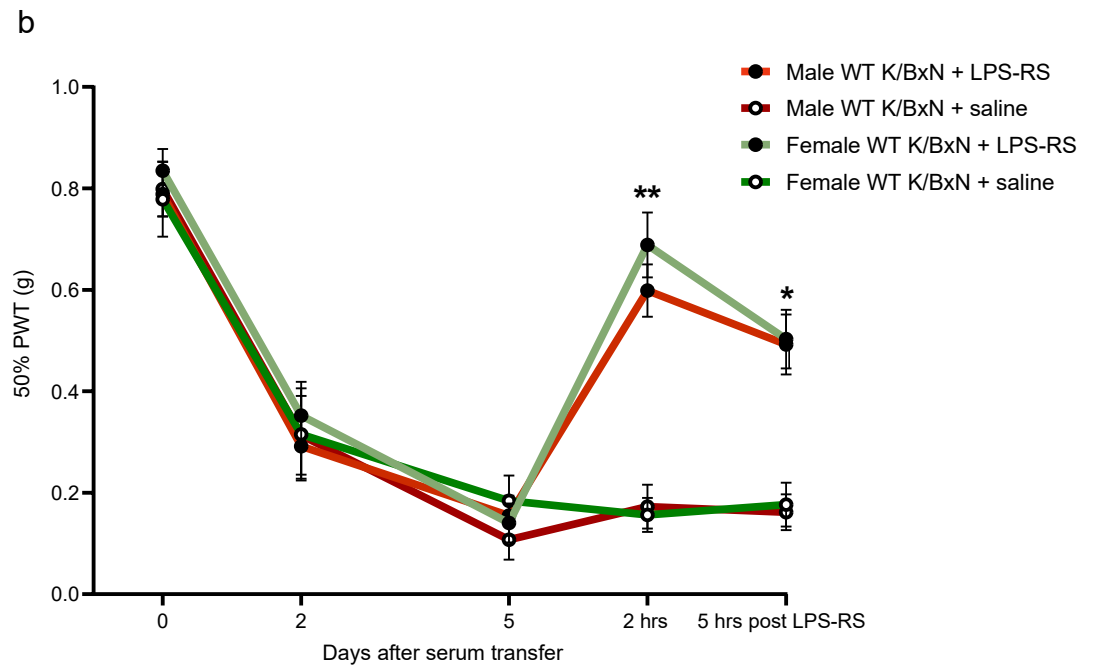

**Supplementary Figure 5: Spinal TLR4 in K/BxN ST-induced inflammatory allodynia. (a)**

Quantification of normalised counts from RNA-seq for *Tlr4*. 

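The values in this panel are a variance-stabilized form of the counts, in which the spread between libraries is made similar for genes with few and with many reads, whereas the deposited values are counts on a linear scale. On the scale of log2(normalized count + 1), the interaction of genotype and serum for Tlr4 was 0.12 (standard error 0.49, limma adjusted p = 0.999).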

Normalised counts were calculated using variance stabilizing transformation from R package DESeq2. ns – not significant. n = 3 (WT and TASTPM Control), n = 4 (WT and TASTPM K/BxN ST). (b) Intrathecal injection of a TLR4 antagonist (LPS-RS) (10 µg/ 5 µl/mouse) reversed mechanical hypersensitivity both in male and female WT K/BxN ST. Data represent mean ± SEM, n = 8 mice per group. \*p < 0.05, \*\*p < 0.01, compared to saline-treated same sex WT K/BxN ST, Two-Way RM ANOVA, Tukey's multiple comparisons test.

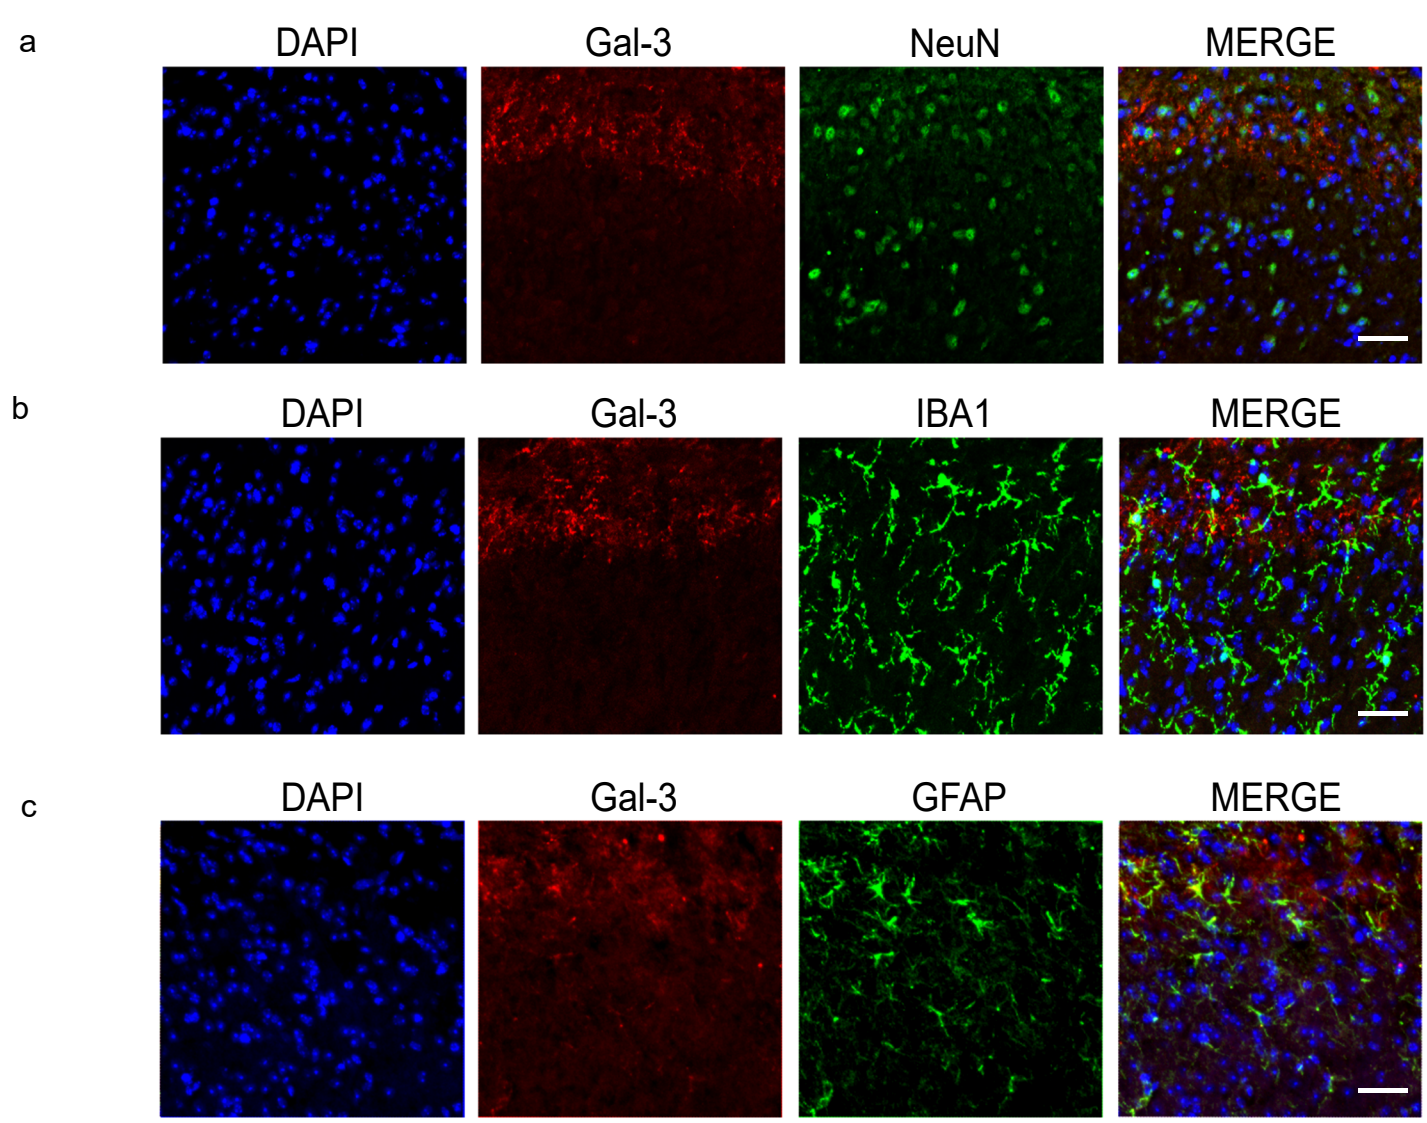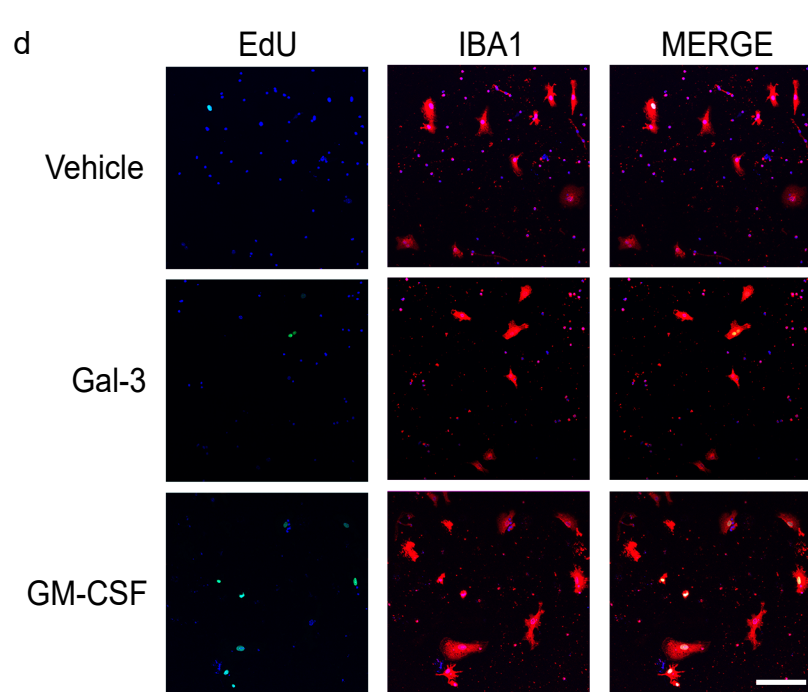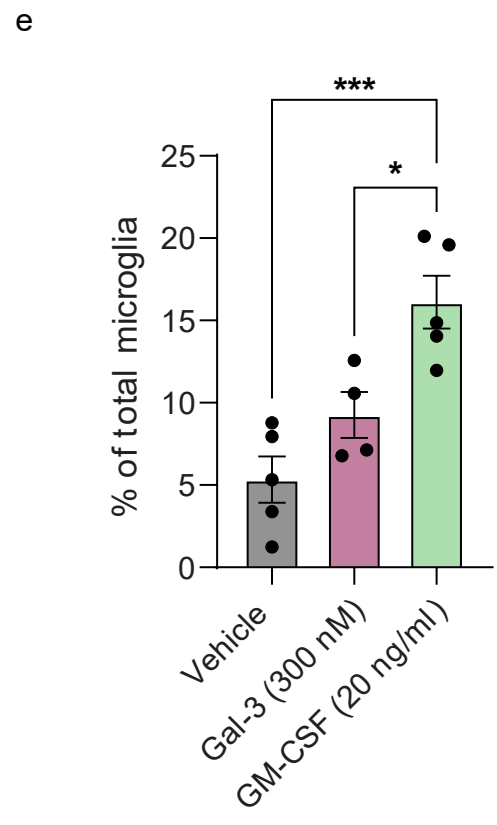

**Supplementary Figure 6: Gal-3 is minimally expressed by microglia and astrocytes in WT mice, and not expressed by dorsal horn projection neurons.** (a) Representative images of Gal-3 and NeuN in the dorsal lumbar spinal cord. (b) Representative images of Gal-3 and IBA1 in DH. (c) Representative images of Gal-3 and GFAP in DH. Scalebar, 20  $\mu$ m. (d) Gal-3 (300 nM) did not induce proliferation in in vitro cultured primary microglia. (e) Quantification of percentage of EdU/IBA1<sup>+</sup> microglia. Data represent mean  $\pm$  SEM, n = 4 (Gal-3), n = 5 (GM-CSF was used as a positive control). \*p = 0.0264, \*\*\*p = 0.0008. One-way ANOVA, Bonferroni's multiple comparisons test.

a

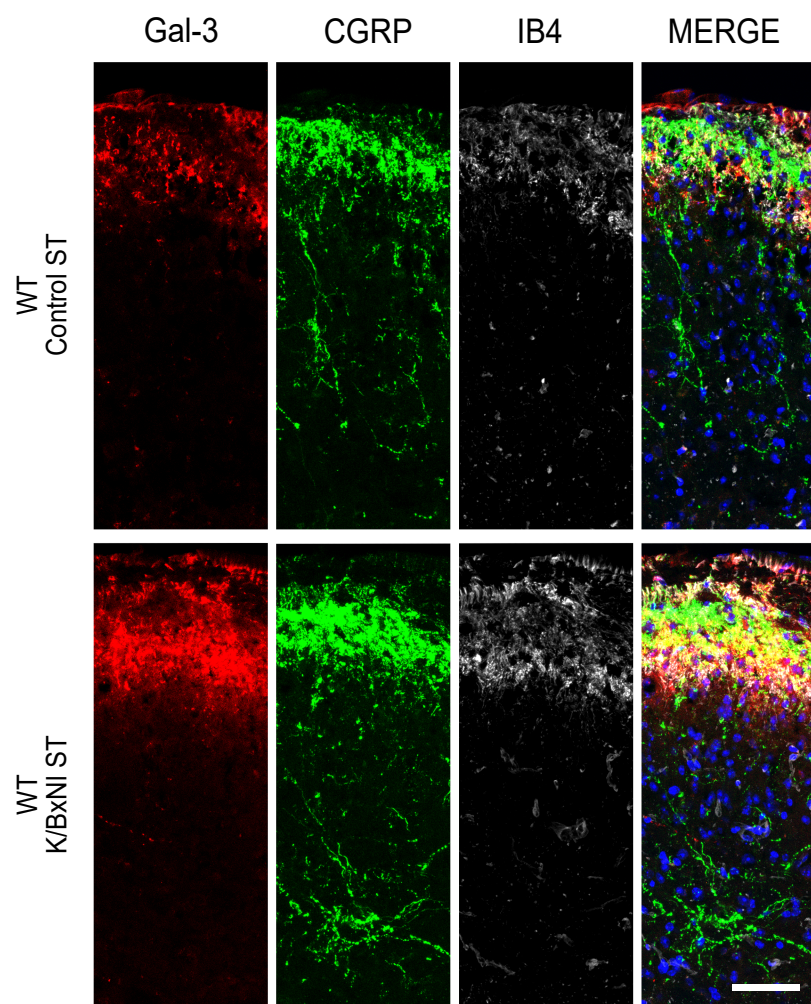

b

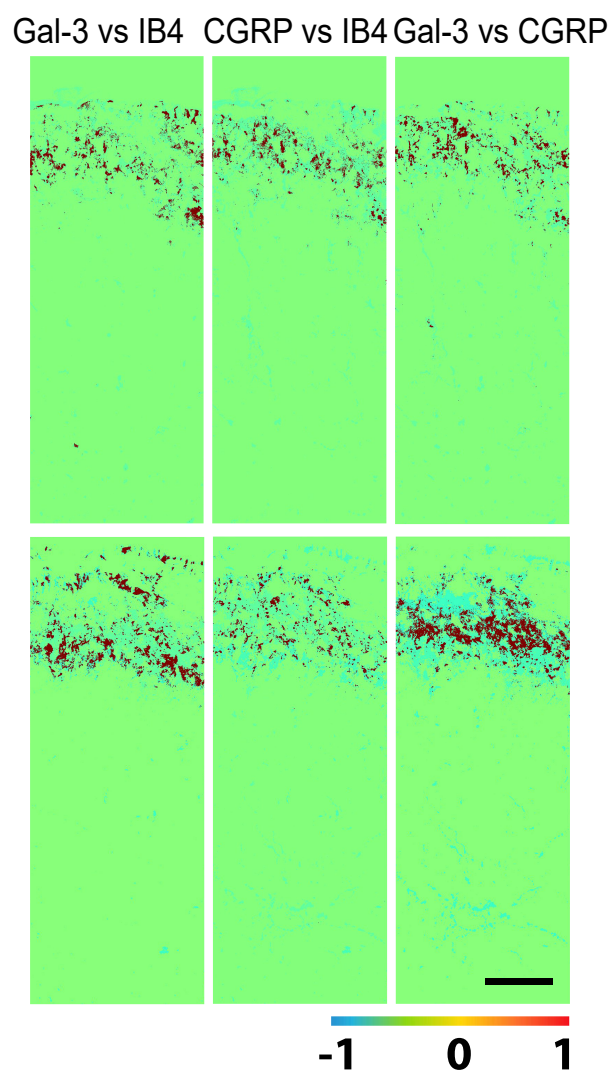

c

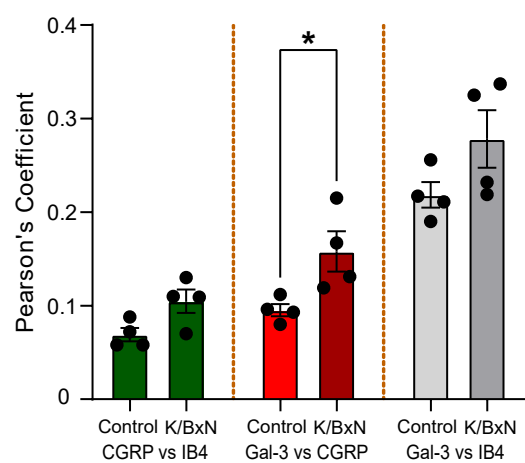

**Supplementary Figure 7: Gal-3 is normally expressed in non-peptidergic IB4<sup>+</sup> terminals in DH superficial laminae, but also in peptidergic CGRP terminals in K/BxN ST at day 5.**

(a) Representative images of immunostaining in primary afferent nerve terminals of control and K/BxN ST DH. Scalebar, 20µm, (b) Representative colocalization heatmaps generated by Colocalization Colormap. (c) Quantification of colocalising pixel proportion shows more Gal-3<sup>+</sup> terminals colocalised with CGRP<sup>+</sup> terminals in the superficial laminae of the dorsal lumbar spinal cord in WT K/BxN ST. Data represent mean ± SEM. n = 4 mice per group. \*p = 0.0319, Unpaired Student's *t*-test, two-tailed.

a

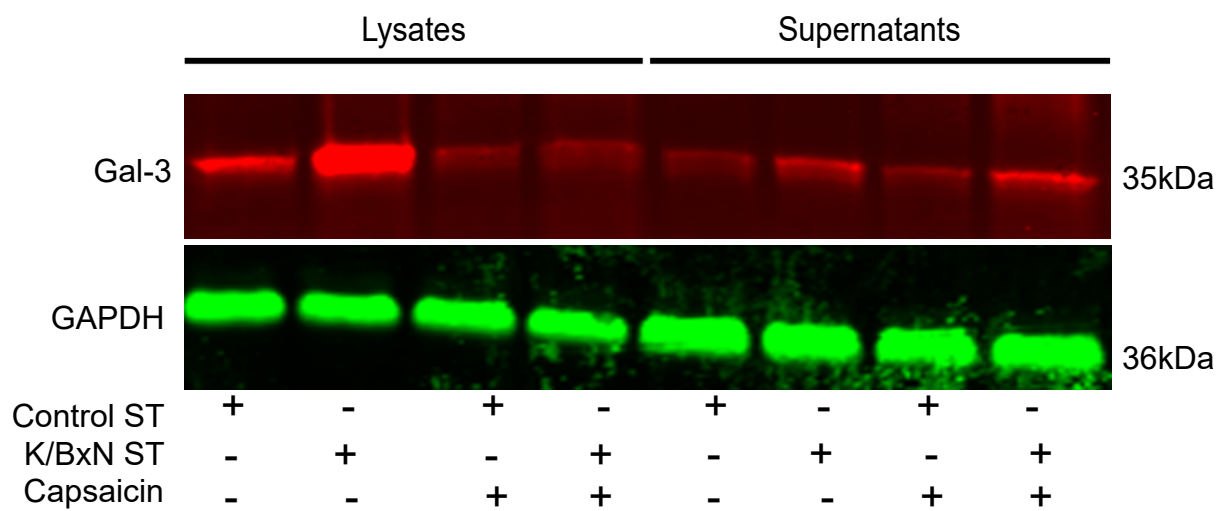

b

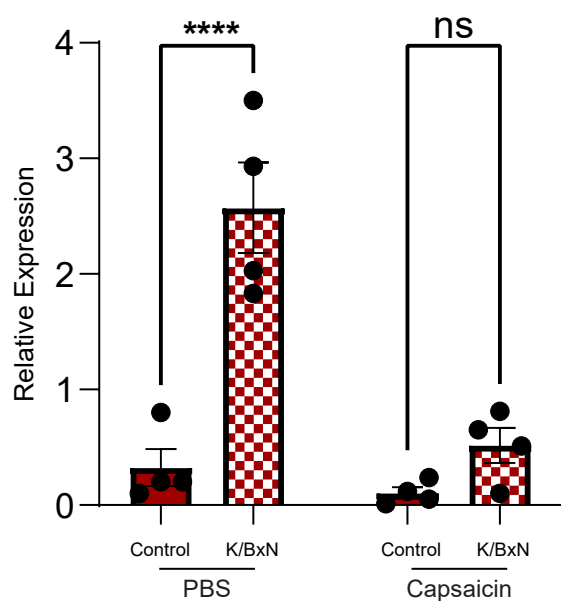

c

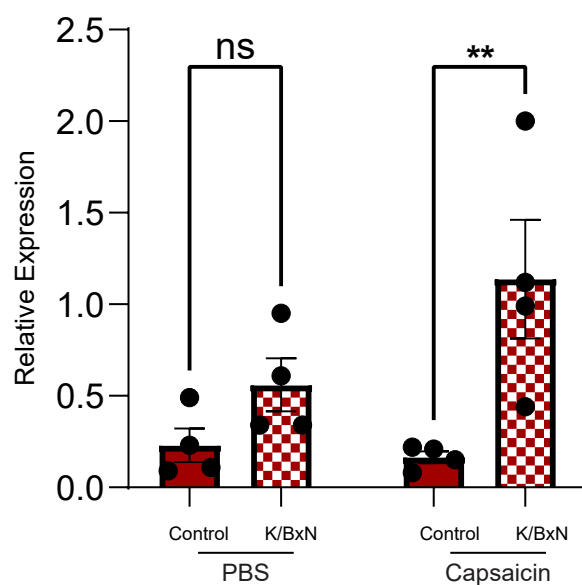

d

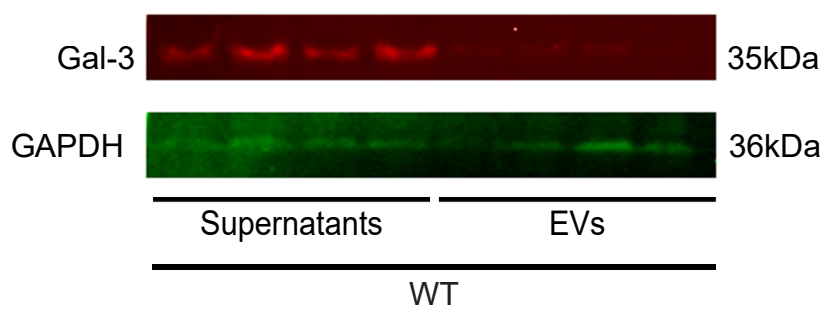

**Supplementary Figure 8: Gal-3 is released by capsaicin in TASTPM control and K/BxN ST DH synaptosomes.** (a) Western blots and quantification of Gal-3 in synaptosome lysates (b) and supernatants (c) after incubation of capsaicin (1  $\mu$ M for 3 h). Data represent mean  $\pm$  SEM, n = 4 mice per group. ns – not significant, \*\*p = 0.0056, \*\*\*\*p < 0.0001, Two-way ANOVA, Tukey's multiple comparisons test. (d) Representative Western blots showing no Gal-3 detection in the EV fraction of synaptosome preparations from WT K/BxN ST.

a

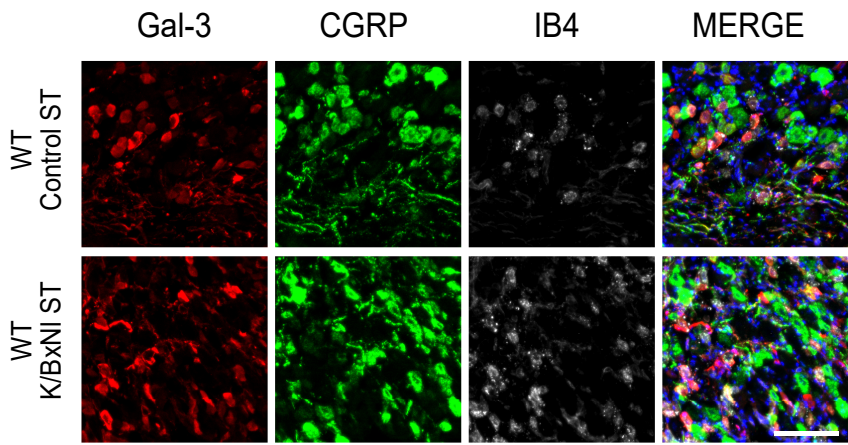

b

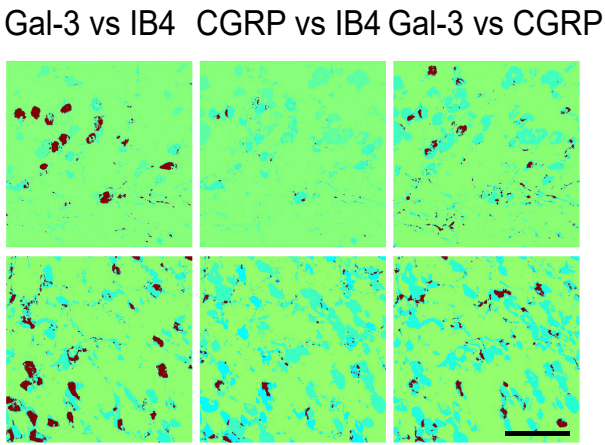

c

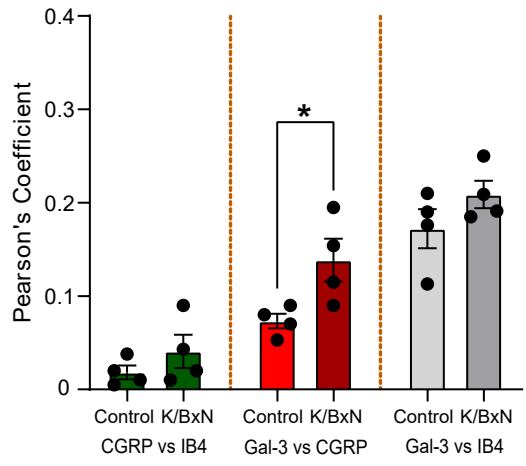

**Supplementary Figure 9: In the dorsal root ganglia, Gal-3 is normally expressed in non-peptidergic IB4<sup>+</sup> neurons, and expression is also evident in peptidergic CGRP neurons in K/BxN ST at day 5.** (a) Representative images of control and K/BxN ST lumbar DRGs. Scalebar, 20  $\mu$ m, (b) Representative colocalization heatmaps generated by Colocalization Colormap. (c) Quantification of colocalising pixel proportions shows that more Gal-3<sup>+</sup> neurons colocalised with CGRP<sup>+</sup> neurons in day 5 K/BxN ST than control ST DRGs. Data represent mean  $\pm$  SEM, n = 4 mice per group, \*p = 0.0363, Unpaired Student's *t*-test, two-tailed.

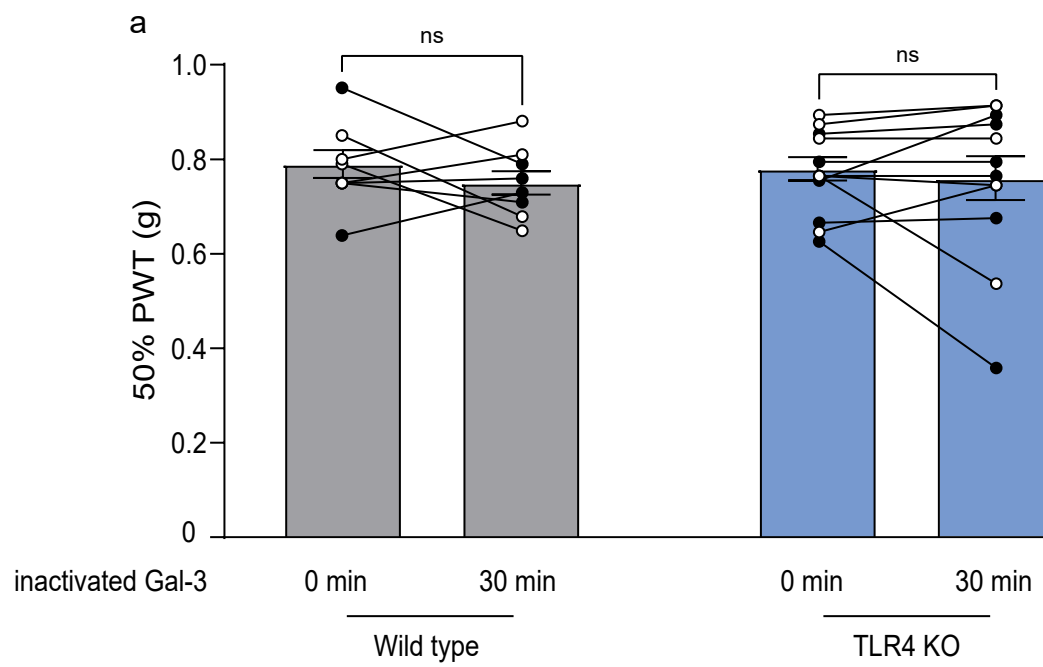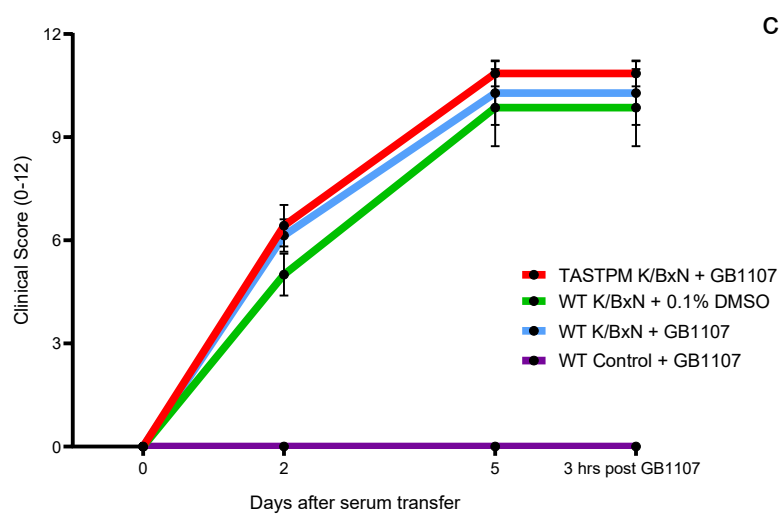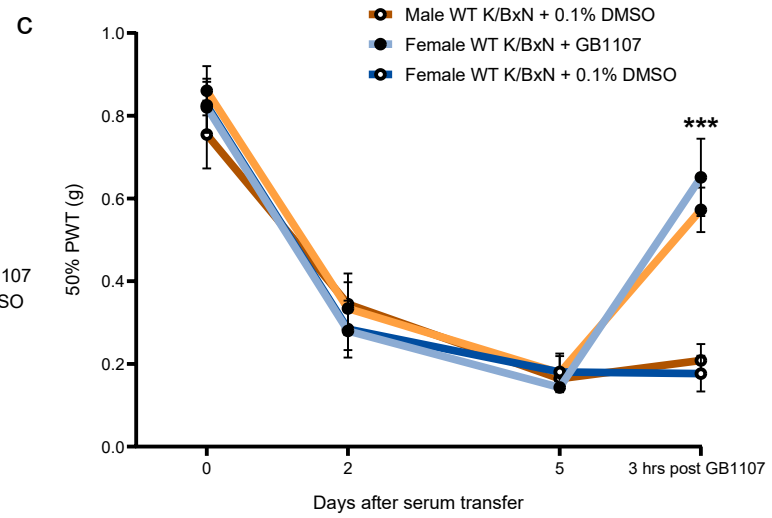

**Supplementary Figure 10: Intrathecal injection of heat-inactivated Gal-3 shows no effect on WT and TLR4 KO mechanical thresholds.** (a) Mechanical thresholds were assessed before and 30 min after intrathecal injections of heat-inactivated Gal-3 (1  $\mu$ M). Data represent mean  $\pm$  SEM, n = 7 (WT Control ST), n = 8 (WT K/BxN ST), and n = 4 (TASTPM Control and K/BxN ST). Two-Way RM ANOVA, Tukey's multiple comparisons test. (b) clinical scoring in both WT and TASTPM K/BxN ST was not affected by GB1107 (10 nM intrathecal), Two-Way RM ANOVA, Tukey's multiple comparisons test. (c) GB1107 (10 nM) reversed mechanical hypersensitivity both in male and female WT K/BxN ST mice. Data represent mean  $\pm$  SEM, n = 8 mice per group. \*\*\*p < 0.001 GB1107-treated vs DMSO-treated same sex WT K/BxN ST, Two-Way RM ANOVA, Tukey's multiple comparisons test.

# Supplementary material for: Galectin-3 activates spinal microglia to induce inflammatory nociception in wild type but not in mice modelling Alzheimer’s disease
**Source:** Nat Commun. 2023 Jun 22;14:3579. doi: 10.1038/s41467-023-39077-1
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The following softwares were used to collect the data in this study:

- BD FACSDIVA (v.8.0.1)
- Zeiss Zen Black v.2011

Data analysis

The following softwares were used to analyze the data in this study:

- ImageJ (1.50i, Wayne Rasband, National Institutes of Health, USA)
- Prism v8.3.0 (GraphPad Software, Inc)
- FastQC v0.11.9
- HiSat2 (version 2.1)
- featureCounts v1.5.2)
- R v4.2.0
- DESeq2 v1.37.0
- clusterProfiler v4.4.4
- Ingenuity pathway analysis (01-20-04)
- FlowJo software v10.1 (Tree Star, Inc.)
- Custom code used for bulk RNA-seq analysis is available on Github.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data and code that support the findings of this study are available from the corresponding author upon request. The accession number for the raw sequencing data reported in this paper is GEO: GSE213157. Data for GSEA were accessed through GEO using: GSE60670, GSE180627, GSE71133, GSE43366, GSE98969, GSE145708, GSE115571. Custom code is available on Github ([https://github.com/Sideris-George/Sideris-Lampretsas-et-al\\_2023\\_Nat\\_Coms](https://github.com/Sideris-George/Sideris-Lampretsas-et-al_2023_Nat_Coms)).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                  |
|-----------------------------|----------------------------------|
| Reporting on sex and gender | <input type="text" value="N/A"/> |
| Population characteristics  | <input type="text" value="N/A"/> |
| Recruitment                 | <input type="text" value="N/A"/> |
| Ethics oversight            | <input type="text" value="N/A"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>Sample sizes were chosen to maximize certainty in experimental results, while also taking into consideration the ethical concerns of using mouse tissue. Sample sizes for behavioural experiments were chosen on the basis of standard power calculations (with <math>\alpha = 0.05</math> and power of 0.8) performed for similar experiments that were previously published. A minimum of four biological replicates were included per experiment and within each, multiple cells across several slices were measured. These sample sizes were sufficient to detect the presence of effects or their absence, given the groups standard deviation and the sensitivity of measurements.</p> |
| Data exclusions | <p>No data points were excluded during the acquisition or analysis.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | <p>All experiments were repeated multiple times (at a minimum of three) to ensure the observed result could be replicated. For behavioural experiments, 8-12 mice per group were used and each experiment was repeated three times with different blinded experimenters. The results were consistent in all cases where multiple researchers performed the same measurements. The RNA-sequencing study was repeated once in four groups of 3-4 mice per group.</p>                                                                                                                                                                                                                              |
| Randomization   | <p>Samples and mice were randomly allocated into treatment groups.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | <p>Experimenters were blinded to treatment during behavioural testing and clinical scoring. Similarly, during data processing, experimenters were blinded to treatment and genotype.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following primary antibodies were used for IHC:

c-Fos (1:200, #2250, Cell Signaling), IBA1 (1:1000, Wako Chemicals; 1:300, ab5076, Abcam, Cambridge, United Kingdom), p-p38 (1:100, #9211, Cell Signaling), CD68 (1:200, ab125212, Abcam, Cambridge, United Kingdom), TREM2 (1:300, AF1729, R&D System), Gal-3 (1:300, AF1197, R&D System), CGRP (1:1000, #14959, Cell Signaling), IBA (1:1000, #13250, Thermo Fisher Scientific), Neu-N (1:1000, #12943, Cell Signaling), GFAP (1:100, DakoCytomation, Glostrup, Denmark), MAP2 (1:2000, ab183830, Abcam, Cambridge, United Kingdom), CD11c (1:500, #97585, Cell Signaling).

The following antibodies were used for flow cytometry or fluorescence-activated cell sorting:

CD45 BV785 (0.5 µg/ml, clone 30-F11, 103149, Biolegend), CD11b BV421 (0.5 µg/ml, clone M1/70, 101251, Biolegend), CX3CR1-AF488 (1 µg/ml, clone SA011F11, 149022, Biolegend), P2Y12-PE (1 µg/ml, clone S16007D, 848004, Biolegend), TLR4-PECy7 (1 µg/ml, clone SA15-21, 145408, Biolegend), MHCII-PerCp/Cy5.5 (1 µg/ml, clone M5/114, 107626, Biolegend), CD11c-BV650 (2 µg/ml, clone N418, 117339, Biolegend), MerTK-BV605 (1 µg/ml, clone 2B10C42, 151517, Biolegend), CCR2-BV711 (0.5 µg/ml ;Clone 475301, 747848, BD Bioscience), Ly6C-APC (1 µg/ml, clone HK1.4, 17-5932-82, Thermo Fisher Scientific).

### Validation

All antibodies were commercial in origin and validated by the company. Information regarding validation processes can be easily accessed on the company's web site using the product numbers listed above.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All experiments were performed on 6-month-old male and female C57BL/6J wild type (WT) and heterozygous TASTPM (APPswe x PS1.M1466V) mice. The colonies were bred in house. WT mice were generated by backcrossing heterozygous TASTPM mice to produce mice carrying no human transgene. All animals were housed in the Biological Services Unit, King's College London; maintained at room temperature with a 12hr light/dark cycle, in groups of up to 5 per standard cage, with access to food and water ad libitum. TLR4 KO mice were kindly provided by Dr S. Akira, Osaka, Japan

### Wild animals

The study did not involve wild animals.

### Reporting on sex

Statistically well-powered behavioral experiments were conducted in both male and female mice with no significant differences observed. Following, for the molecular and transcriptomics experiments equal number of male and female mice were used.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

All procedures were performed under personal and project licenses and complied with the United Kingdom Animal Scientific Procedures Act 1986. Approval for studies was provided by King's Animal Welfare and Ethical Review Body, London, United Kingdom.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

To isolate cells for bulk RNA-seq, mice were euthanized with pentobarbital and were subsequently transcardially perfused

using ice-cold PBS 1x and the brains and spinal cords were quickly dissected and placed in PBS on ice. Microglia/ myeloid cell extraction was carried out following a published protocol. The whole procedure was done on ice with cold buffers containing RNase inhibitors (N2615, Promega). Briefly, the tissue was dounce homogenized in ice-cold PBS with loose and tight pestles. The cell suspension was then transferred through a pre-wet 70µm cell strainer (BD Falcon). Myelin removal was performed by adding 100ul Myelin Removal Beads II (Miltenyi Biotec) per dorsal spinal cord and loaded in pre-wet LS columns (Miltenyi Biotec) on a MACS magnet stand separator. Cells in the flow through were collected and washed for standard FACS staining.

To sort microglia using FACS, cells were incubated with anti-mouse CD16/CD32 antibodies (BD Biosciences) for 15 min on ice. Before antibody staining, samples were incubated with the Zombie NIR™ Fixable Viability Kit (Biolegend) that identifies dead cells in the suspension that are later discarded during FACS. Then cells were incubated with covalently conjugated to fluorochromes for 45 min on ice on shaker. Finally, cells were resuspended in 300µl FACS buffer and 30ul of Precision Count Beads™ (Biolegend) were added to quantify the number of cells expressing markers of interest. Samples were run using BD FACSAria™ II (BD Bioscience) and analysed using FlowJo software (v10.1; Tree Start Inc.). Cells were sorted directly into a 1.5ml Eppendorf tube containing 350ul RLT buffer before subsequent RNA extraction.

Instrument

BD FACSAria™ II

Software

FlowJo software (v10.1; Tree Start Inc.)

Cell population abundance

Abundance is reported in Figure 3a, with microglia purity of more than 99%.

Gating strategy

Gating strategy is shown in Supplementary figure 3. Briefly, cells were defined as microglia when they were CD45low, CD11b +, CCR2neg, Ly6Cneg, CX3CR1+.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

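Bulk RNA-seq was made by the authors from CD45low CD11b+ CX3CR1+ microglia sorted from the dorsal horn at day 5 after serum transfer. It comprised 14 libraries, 4 each from WT and TASTPM K/BxN ST and 3 each from WT and TASTPM Control ST. Each library was assigned to its group by the group named above its column in the deposited values. Within TASTPM K/BxN ST the replicate numbers 1 to 4 are those of the sample labels; the libraries of the other groups are given in the order of the deposited values, because their numbers could not be joined to the labels.

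The authors amplified cDNA with the SMART-Seq kit, aligned the reads with HiSat2 to the mouse genome GRCm39, counted reads per gene with featureCounts and removed genes with few reads. The values that the authors deposited are a normalized signal, the read count of a gene divided by 1 factor for the library, and not the read counts themselves. Every value was a whole multiple of the value of 1 read, so whole reads were recovered for 100% of the values, and the scaling had a Pearson r of 0.999 with DESeq2 size factors recomputed from the recovered reads. The paper's methods describe a filter of at least 10 counts in at least 50% of the samples, while 1684 of the 14329 genes in the deposited values have fewer than 10 reads in more than 50% of the libraries. Of 14336 entries, 7 repeated an identifier with the same values and were left out, and 33 genes have no symbol.

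Normalized counts were put on a log2 scale with a pseudocount of 1. Genes with at least 10 reads in at least 7 of the 14 libraries, 12645 in all, were tested with limma 3.58.1 in R 4.3.3, with a trend in the prior variance and 1 fit to the 4 groups. The comparisons were K/BxN ST against Control ST in WT and in TASTPM, the interaction of genotype and serum, and TASTPM against WT within each serum. Adjusted p values are Benjamini-Hochberg over the genes tested, and a gene was called at an adjusted p below 0.05 with an absolute log2 fold change above 1. The quasi-likelihood test of edgeR had been chosen as the test for read counts. Because the deposited unit is a signal, it became an alternative, with edgeR 4.0.16, beside DESeq2 1.42.0, and both were run on the recovered whole reads. Gene sets were tested with camera at its preset correlation between genes, which was not estimated from these libraries. Two-sided exact permutation tests were also made for single genes. They ran over the 35 splits of 7 libraries into 4 and 3, or the 20 assignments of 3 against 3. Their smallest p is thus 0.0286 or 0.100.

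The genes tested one by one in the text follow a rule: the genes that the paper names for the differential expression in its text or labels in Fig. 4a or 4b, the 5 genes with the smallest adjusted p among those called higher and the 3 among those called lower in each genotype, and the 3 genes with the smallest adjusted p for the interaction and for each comparison of genotypes. The transcripts in Fig. 3c are given by their ranks and not all are named. Named genes that failed the filter on low counts were kept in a fit of their own together with the 12645 genes. Marker lists for cell types and gene sets for glycolysis, the TCA cycle, MHC class II and the interferon response were written by hand. Gene positions are from the GRCm39 assembly with an annotation later than the one the authors used.

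The libraries held 14223015 to 20239175 reads on genes, with a median of 17081524, and between 12182 and 13945 genes with reads. A share of reads in 1 library carries a 95% Wilson interval, and 3 reads were taken as the smallest detectable number. Intervals and floors cover counting error alone, since the reads were not tagged as molecules.

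The tests were tested on simulated data with the means and the spread of the Control ST libraries. In these data 200 of the 12645 genes were changed by 3 on the log2 scale, equally in every WT K/BxN ST library. The changed genes were drawn only from genes with many reads in Control ST. limma called 172 of the changed genes (86%) with 8 false calls, edgeR 174 (87%) with 8 and DESeq2 188 (94%) with 48. These shares do not cover genes with few or no Control ST reads. Nor do they cover genes that are high in only some K/BxN ST libraries.

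The alternatives covered the normalization (DESeq2 size factors, upper quartile, library totals, TMM), the pseudocount, the filter on low counts, the fit of 1 genotype alone, robust and untrended variances, edgeR, DESeq2 with and without a filter, covariates for sex-linked and for blood marker expression, the rotation test fry, and the omission of each library. The GO, Ingenuity and upstream regulator analyses of the paper, its comparisons with published datasets, and its flow cytometry were not repeated here.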

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

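Tests were written before their results were seen only for chance and blood cell RNA as explanations of the genes called by limma, and for mislabelled libraries; all other tests given here were chosen after the result was seen.

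Reads from neutrophil and monocyte marker genes, which the paper does not discuss for its RNA-seq beyond a gate that leaves out Ly6C+ and CCR2+ cells (Supplementary Fig. 3), took a larger share in some K/BxN ST libraries than in any Control ST library. In WT K/BxN ST the share was 2.35%, 0.672%, 0.0589% and 0.0728% of the reads in the 4 libraries, in the order of the deposited values, against 0.0456%, 0.0508% and 0.0711% in WT Control ST. In TASTPM K/BxN ST replicates 1 to 4 it was 2.37%, 1.97%, 0.0442% and 0.0475%, against 0.0442%, 0.0291% and 0.0490% in TASTPM Control ST. The 95% Wilson interval of a share was at most 0.0150 percentage points wide. Of the 8 K/BxN ST libraries 5 lay above every Control ST library, and 1 of these, at 0.0728%, lay close to the highest Control ST library. The monocyte list alone took 0.956%, 0.584%, 0.00160% and 0.00199% of the reads in WT K/BxN ST and 1.10%, 0.730%, 0.00205% and 0.00328% in TASTPM K/BxN ST. The neutrophil list alone took 1.39%, 0.0873%, 0.0573% and 0.0708% in WT K/BxN ST and 1.26%, 1.24%, 0.0422% and 0.0442% in TASTPM K/BxN ST, against up to 0.0691% in Control ST. The share of the second WT K/BxN ST library thus rests on the monocyte list: it had 143 normalized counts of S100a8 and 0 of Ly6g, where Control ST libraries reached 969 and 0. Ly6c2 had 23510, 12898, 3.58 and 13.1 normalized counts in WT K/BxN ST and 29133, 15646, 12.9 and 10.2 in TASTPM K/BxN ST, with at most 17.8 in any Control ST library.

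Several explanations were set against this share. A small number of abundant genes does not account for it: after the 3 marker genes with the most reads were removed from each list, the same 5 libraries still lay above every Control ST library, and so did a further WT K/BxN ST library, at 0.0586% against a highest Control ST share of 0.0562%. Sex does not account for the 4 shares above 0.6% on its own, since the highest share of a Control ST library with Y-linked reads was 0.0711%, in the third WT Control ST library, which carries Xist as well. All 4 of these K/BxN ST libraries carry Y-linked reads and little Xist. TASTPM K/BxN ST replicate 3, with Y-linked reads as well, had a share of 0.0442%. Between the groups depth goes the other way, with K/BxN ST medians at 0.877 of the Control ST median in WT and 0.914 in TASTPM. Within K/BxN ST it runs with the share. The WT libraries with a high share had 18708301 and 18738784 reads, the others 14223015 and 15248090. TASTPM replicates 1 and 2 had 15817451 and 17470093 reads, replicates 3 and 4 had 14371340 and 14695126. Depth alone does not give a high share, since WT Control ST libraries had 18091110 to 20239175 reads and shares up to 0.0711%. Mislabelled genotypes do not account for the share, since an exchange of genotype labels leaves the serum of each library unchanged. All 4 shares above 0.6% lie in K/BxN ST libraries. Exchanged genotypes could not be excluded in themselves, because 5 genes separated the 7 TASTPM from the 7 WT libraries where chance would give 7.37. The deposited values thus separate the genotypes by no more genes than chance. This count says nothing about exchanged serum labels, which were not tested. Expression of the markers by microglia themselves could not be told apart from RNA of other cells: microglia markers had a median log2 ratio of −1.65 to Control ST in the library with the highest share, which dilution by other RNA would give and a fall of these markers within microglia would give too. Infiltration of the dorsal horn by blood cells after K/BxN serum, passage of such cells through the sorting gate, although that gate leaves out Ly6C+ and CCR2+ cells, and a change within microglia remain as candidate explanations. A list of border macrophage markers also took its highest shares in the 4 libraries with a share above 0.6%. It took 0.0107% and 0.00738% in TASTPM K/BxN ST replicates 1 and 2. In the first and second WT K/BxN ST libraries it took 0.0198% and 0.0102%. The highest share elsewhere was 0.00576%, in the third TASTPM Control ST library. RNA of cells other than blood cells is thus not excluded. No sequencing batch is given by the labels, and none was tested.

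P2ry14, Ccl7 and Mmp9 in WT K/BxN ST and Traf1 in TASTPM K/BxN ST each had 1 library far from the other libraries of the group. The distance of that library from the nearest other one, as a fraction of the whole range on the log2 scale, was 1 for P2ry14, Ccl7 and Traf1 and 0.913 for Mmp9. P2ry14 had 105 normalized counts in that library and 0 in the other 3, Ccl7 had 107 and 0, Traf1 had 195 and 0, and Mmp9 had 4636 with 0, 0 and 1.09 in the others. Of 94 groups examined 4 met this criterion, and 4.7 would meet it by chance. In each case the library is the one with the highest neutrophil and monocyte marker share of its group. With the marker score as covariate in limma the log2 fold change in WT became 0.87 for P2ry14, −0.032 for Ccl7 and −2.34 for Mmp9. DESeq2 with the same score still called P2ry14, at 16.29, and Ccl7, at 14.39, in WT, and gave −1.85 for Mmp9. No value with the score was computed for Traf1 in TASTPM. Mmp9 also had 2353 and 2997 normalized counts in TASTPM K/BxN ST replicates 1 and 2 and at most 2.81 in every other library, so its counts are high in the same 3 libraries as those of Ly6g, with 868 in WT and 440 and 567 in TASTPM and at most 2.18 elsewhere, and not in the second WT K/BxN ST library. RNA of neutrophils is thus a candidate explanation for Mmp9, found and examined on the same data; Mmp9 is itself on the neutrophil list, so its change with the score adds nothing to this. P2ry14 had 146 normalized counts in TASTPM K/BxN ST replicate 3 and 109 in a TASTPM Control ST library, neither with a high marker share. The number of cases is no larger than chance gives.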

How the results depend on the processing

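The thresholds, the set tests, most alternatives and the omission of each library were chosen before the data were examined. So were TMM scaling and both edgeR fits, which had been meant for read counts and became alternatives once the deposited values were seen to be a normalized signal. Pseudocounts of 0.1 and 10, no trend in the variance, and DESeq2 without Cook's cutoff or with the blood marker score were chosen after seeing the data. Over 65 results and 40 settings, 1979 of 2232 values kept their direction and their side of the threshold, or their size, while 49 became weaker, 90 stronger, 85 counts moved and 29 values reversed. A summary of 40 results for single genes left out Lgals3, Hmgb2, Hmgb3 and Tlr4. In it 1252 of 1362 values were kept, 11 became weaker, 82 stronger and 17 reversed. For the genes left out, 1 value reversed for Lgals3 in WT, 3 for Hmgb3 in WT, and 2 in each genotype for Hmgb2 and Tlr4. Nearly all of the 82 stronger values came with DESeq2. It gave 21 without a filter, 21 without Cook's cutoff, 17 with the filter, 12 with 1 genotype alone and 9 with the marker score. A pseudocount of 0.1 and the sex-linked score gave 1 each. The cause was not tested except where a value is given for it. No paired analysis was possible because the groups share no replicate numbers. Named genes that fail the filter of 10 reads in 7 libraries were kept in fits of their own, also for DESeq2 with the filter. A named gene that fails filterByExpr, 10 reads in every library or 10 reads in 4 of the 7 libraries has no value under that alternative.

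Genes called by limma were few under every scaling. In WT, limma called 2 genes with a pseudocount of 0.1 (Rarg and Klf4) and 2 without a trend (Rarg and A730063M14Rik), which is 0.414% of the transcripts the paper lists in each case. It called 0 with a pseudocount of 10 (882 at an unadjusted p below 0.05), with 10 reads required in every library (586), with the 7 WT libraries alone (879) and with the blood marker score (774), and 0% of the listed transcripts in each. Both edgeR fits called 0 in WT, with 782 and, when robust, 781 at an unadjusted p below 0.05. Between genotypes in Control ST limma called 1 gene with a pseudocount of 0.1 (Klf4), 1 with the sex-linked score (Klf4) and 1 with the blood marker score (Fkbp5).

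DESeq2 on the recovered reads gave larger counts. With the filter on low counts it called 127 genes in WT, 16 in TASTPM, 8 higher in both, 12 for the interaction and 41 between genotypes in Control ST, and 24.2% and 6.93% of the transcripts the paper lists in WT and TASTPM. Without the filter these were 275, 88, 51, 36 and 84, with 52.4% and 37.6%. With the 7 libraries of a genotype alone it called 268 in WT, 111 in TASTPM and 38 in both, with 46.0% and 41.6%. Without Cook's cutoff the counts were 277, 88, 50, 38 and 87, with 52.6% and 37.1%. With the blood marker score they were 121, 43, 2, 114 and 192, with 13.9% and 2.97%, and 3 genes between genotypes in K/BxN ST (Fkbp5, Mlph and Acer2). Lgals3 in WT passed the threshold with DESeq2 without a filter and also without Cook's cutoff, at a log2 fold change of 5.84 each, and in TASTPM with the libraries of the genotype alone, at 5.84, where Hmgb3 also passed at 23.06, with 0 counts in every TASTPM Control ST library. MHC class II genes in WT passed with the 4 DESeq2 fits without a score, at means of 2.43, 2.83, 2.84 and 2.83.

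With the rotation test fry, none of the sets that camera called passed the threshold, at the same means of 0.63, 0.30 and 1.21 for glycolysis, TCA cycle and interferon genes in WT, and 0.87, 0.30, 1.82 and 1.23 for glycolysis, TCA cycle, MHC class II and interferon genes in TASTPM. Glycolysis in WT no longer passed without a filter on low counts (mean 0.63) or with filterByExpr (0.63), with 10 reads in every library (0.24) or in 4 of the 7 libraries (0.39). MHC class II in TASTPM no longer passed with 10 reads in every library (1.51) or with the sex-linked score (1.05).

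With the blood marker score in limma, the log2 fold change reversed for Lgals3 in WT to −1.42, Hmgb2 to −0.017 in WT and −0.38 in TASTPM, Hmgb3 in WT to −1.65, and Tlr4 to 0.075 in WT and 0.21 in TASTPM. It also reversed in WT for Il1r2 to −0.42, Ccl7 to −0.032, Mmp9 to −2.34 and Lgals1 to −0.56, and in TASTPM for Ifitm2 to −1.07, Ifitm3 to −0.51, Ifitm6 to −2.06 and Anxa1 to −0.84. The set means no longer passed at 0.24 for glycolysis in WT, 0.059 for TCA cycle genes in WT and 0.061 in TASTPM, 0.60 for MHC class II in TASTPM, and 0.47 and 0.48 for interferon genes in WT and TASTPM, while glycolysis in TASTPM still passed at 0.47. With the same score in DESeq2, Hmgb2 became −0.10 in WT and −0.36 in TASTPM, Hmgb3 in WT −2.15, Tlr4 0.030 and 0.18, Mmp9 −1.85, Lgals1 −0.086, Ifitm2 −1.08, Ifitm3 −0.69, Ifitm6 −3.75 and Anxa1 in TASTPM −1.71, and the sets no longer passed at 0.34 for glycolysis in WT, 0.018 and 0.053 for TCA cycle genes, 0.14 for MHC class II in TASTPM and 0.17 for interferon genes in TASTPM, while glycolysis in TASTPM still passed at 0.36 and interferon genes in WT at 0.80. With the sex-linked score, Ifitm2 became −0.10 and Ifitm6 −0.22 in TASTPM.

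Over the 14 fits that each left out 1 library, limma called 0 to 17 genes in WT, 0 to 1 in TASTPM, 0 to 3 for the interaction and 0 to 11 between genotypes in Control ST, and 0% to 1.24% of the transcripts the paper lists in WT. The log2 fold change of Lgals3 ranged from 0.66 to 4.89 in WT and from 2.67 to 5.02 in TASTPM. Hmgb3 in WT ranged from −0.10 to 3.05 and Mmp9 from −0.61 to 3.45. Set means ranged from 0.50 to 0.73 for glycolysis and 0.19 to 0.40 for TCA cycle genes in WT, and from 1.23 to 2.33 for MHC class II and 0.45 to 1.75 for interferon genes in TASTPM. Each of these 4 calls was lost in at least 1 of the 14 fits: the adjusted p of limma's camera ranged from 0.00793 to 0.268 for glycolysis and 0.00358 to 0.194 for TCA cycle genes in WT, and from 0.00690 to 0.499 for MHC class II and 7.09e-11 to 0.149 for interferon genes in TASTPM. Interferon genes in WT and glycolysis and TCA cycle genes in TASTPM passed in all 14 fits, with a highest adjusted p of 0.0178, 7.20e-04 and 0.0298.

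Depth limits the fold changes of genes with 0 reads in the Control ST libraries of a genotype. Examples are Rarg and P2ry14 in WT and Hmgb3 in TASTPM, whose folds against 3 reads are lower bounds.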

Differences from the paper's values

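The paper reports 483 differentially expressed genes in WT, 442 upregulated and 41 downregulated, where limma called 1, 1 and 0 (902 at an unadjusted p below 0.05, 603 higher and 299 lower). The paper reports 194 upregulated and 8 downregulated genes in TASTPM, where limma called 0 and 0 (533 at an unadjusted p below 0.05, 331 higher and 202 lower), and 124 upregulated in both, where limma called 0 (37 at an unadjusted p below 0.05). None of the 29 alternatives set before the data were examined closed these gaps, and the largest counts they gave were 275, 261 and 14 in WT, 108 and 4 in TASTPM and 51 in both.

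Of the 19 named genes listed in Supplementary Dataset 1 the log2 fold change differed for 3, and of the 16 listed in Supplementary Dataset 2 for 2. A fold change that is a lower bound could differ only by its sign or by exceeding the paper's. For other genes the limit was a fixed ratio or the spread between replicates. Values not counted can thus lie near the paper's or far from it: Pfkp in TASTPM was 4.20 against 4.22, P2ry14 in WT 1.68 against 21.45. In WT, limma gave 5.45 for Itgal against the paper's 9.44, 2.32 for Lgals3 against the paper's 5.84 and 6.19 for Mmp8 against the paper's 10.59. In TASTPM it gave 4.35 for Anxa1 against the paper's 7.79 and 3.10 for Ifitm6 against the paper's 7.49. For Anxa1, Ccl7, Cd93, Gpr132, Il1r2, Il27ra, Mmp9, P2ry1, P2ry14, Rarg, Rgs18 and Traf1 in WT, and for Aldh1b1, Atp8b4, Ccl7, Clec4n, Hmgb3, Pparg and Stat4 in TASTPM, every Control ST library had at most 3 reads, so the fold is a lower bound, and none of these exceeded the paper's fold. Against 3 reads the mean was, for example, at least 108-fold higher for Cd93 and 9.85-fold for Traf1 in WT, and at least 121-fold higher for Atp8b4 and 70.6-fold for Clec4n in TASTPM.

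Of the alternatives set before the data were examined, DESeq2 with all 14 libraries, with or without the filter on low counts, and DESeq2 with the 7 libraries of the genotype closed the gap for all 5 values that differed. The sex-linked score closed it for Itgal and Mmp8. Of the fits that left out 1 library, 2 closed it for Itgal, 1 each for Lgals3, Mmp8 and Ifitm6, and 3 for Anxa1. The other scalings, filters, the robust fit, the fit of 1 genotype and the blood marker score closed none. Both edgeR fits, planned for read counts and made alternatives because of the deposited unit, closed all 5. Among alternatives chosen after seeing the values, DESeq2 without Cook's cutoff closed all 5, a pseudocount of 0.1 closed it for Itgal, and DESeq2 with the blood marker score closed none. The paper's methods name DESeq2.

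The paper's text gives Hmgb2 as upregulated in WT alone. limma gave a log2 fold change of 1.97 in WT and 1.65 in TASTPM, and no setting called Hmgb2 in either genotype. It gives Hmgb3 as upregulated in TASTPM, which DESeq2 with the TASTPM libraries alone called and limma did not. It gives Lgals3 as upregulated in both genotypes, which limma called in neither. DESeq2 without a filter, and without Cook's cutoff as chosen after seeing the values, called Lgals3 in WT and not in TASTPM, and DESeq2 with the libraries of the genotype alone called it in TASTPM and not in WT. Of the 19 listed genes in WT limma called 1, Rarg, and DESeq2 called 10 with the filter, 12 without it and 9 with the WT libraries alone; of the 16 in TASTPM it called 0, and DESeq2 called 3, 5 and 6. With the filter, DESeq2 was fitted with the named genes that fail it added back, and of these listed genes that it called only Rarg passes the filter. These were, in at least 1 of the DESeq2 fits, P2ry14, P2ry1, Rgs18, Gpr132, Cd93, Traf1, Ccl7, Mmp8, Itgal, Anxa1, Il27ra and Lgals1 in WT, and Anxa1, Atp8b4, Clec4n, Ccl7 and Stat4 in TASTPM, besides Lgals3 and Hmgb3. Of the DESeq2 fits chosen after seeing the values, the one without Cook's cutoff called the same listed genes as the one without a filter, and the one with the blood marker score called P2ry14 and Ccl7 in WT and Ccl7 in TASTPM, apart from Rarg, which it also called.

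Fig. 3c places B2m among the 20 highest transcripts, where it held rank 22 by the mean and Psap held rank 18. The paper states that transcripts uniquely expressed by astrocytes, neurons, endothelial cells, oligodendrocytes or dendritic cells were not detected in any sample, and the legend of Fig. 3c gives their expression as minimal. The marker lists used here were not tested for being unique to a cell type; oligodendrocyte markers took at least 0.0179% and astrocyte markers at least 0.00963% of the reads in every library, and Flt3 reached 923 normalized counts. Of the transcripts listed as upregulated, 436 of 442 in WT and 189 of 194 in TASTPM have a log2 fold change above 1 in the paper's own datasets, and of those listed as downregulated 23 of 41 and 7 of 8 lie below −1.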

Other observations

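Of the tests given here, those of chance and of blood cell RNA for the genes called by limma were written before their results were seen, and all others were chosen after.

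The limma count in WT is not larger than chance splits give: 9 of the 35 splits of the 7 WT libraries into 4 and 3 gave as many genes called higher, the real split included, and 8 of 35 gave as many at an unadjusted p below 0.05. In TASTPM 16 of 35 splits gave as many genes at an unadjusted p below 0.05. Where limma called 0 genes, every split gives as many and the count of splits decides nothing. This holds for genes called higher in TASTPM (35 of 35 splits; 331 at an unadjusted p below 0.05), for genes higher in both genotypes (100 of 100 drawn splits; 37), for the interaction (100 of 100 drawn splits; 385) and between genotypes in K/BxN ST (35 of 35 splits; 241) and in Control ST (10 of 10 splits; 704), where 3 libraries against 3 cannot give a share under 0.1 either. Among gene sets in WT, 9 of 35 splits gave a result as large for glycolysis, 9 for TCA cycle genes, 15 for MHC class II and 2 for interferon genes. In TASTPM the numbers were 2 for glycolysis, 3 for TCA cycle genes, 5 for MHC class II and 7 for interferon genes. These numbers include the real split, and only a real split that ranks first of 35 gives a share under 0.05. No set reached that, so none of the set results passed this test. For interferon genes in WT and glycolysis in TASTPM, nearly all other splits gave a smaller result, and the test is too coarse to decide.

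DESeq2 with the libraries of 1 genotype differed between genotypes in this respect. In WT it called 255 genes as higher in K/BxN ST, 1 of 35 splits gave as many, the real split itself, and the median split gave 9. In TASTPM it called 108 genes as higher, 10 of 35 splits gave as many, the median split gave 2 and the largest 391. The WT count is thus not explained by chance splits, while the TASTPM count is not distinguished from them. Depth does not account for either count, since the K/BxN ST median was 0.877 of the Control ST median in WT and 0.914 in TASTPM.

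A candidate explanation for the transcripts higher in K/BxN ST is RNA from blood granulocytes and monocytes. With the marker score as covariate, limma called 0 of the 1 gene in WT, Rarg (774 at an unadjusted p below 0.05), but its log2 fold change hardly moved, from 6.60 to 5.92, and DESeq2 with the score still called it. Rarg also had 54.9 and 44.7 normalized counts in the 2 WT K/BxN ST libraries with a low marker share and 0 in WT Control ST, so losing the call does not attribute it to such RNA. In TASTPM there was no called gene to lose (0 with the score), and the test could not come out otherwise. With DESeq2 on all 14 libraries, 23.6% of the 246 genes called higher in WT outside the marker lists were still called with the score, and 7.14% of 70 in TASTPM. The 58 and 5 genes that were still called are not explained by this score. Of the transcripts the paper lists as upregulated, 32.1% in WT and 21.6% in TASTPM had every K/BxN ST library above every Control ST library, where chance gives 2.86% for genes not chosen from these libraries. Since the lists were drawn from the same libraries, an excess over that share was fixed in advance and shows nothing; most of the listed transcripts were not higher in every library. Their median log2 ratio was highest in the 2 libraries of each genotype with the highest marker share. These values are consistent with RNA from such cells in those libraries and equally with a response of microglia that occurs together with infiltration in the same animals, since the score and the response separate the same libraries. In the second WT K/BxN ST library the monocyte list carried most of the marker share, since the neutrophil list took 0.0873% there against up to 0.0691% in Control ST. This does not make monocytes the only possible source. Mmp8 had 3245 normalized counts there, against at most 60.0 in Control ST. Dendritic cell markers took 0.0123% against up to 0.00278% in Control ST, and border macrophage markers 0.0102% against up to 0.00576%. The 41 transcripts listed as downregulated in WT had a median log2 ratio of −1.42, −1.19, −0.85 and −1.17 in the 4 WT K/BxN ST libraries. Their fall is thus not confined to the libraries with a high marker share, although that list was drawn from these libraries too. Whether RNA of other cells or a response of microglia accounts for the transcripts higher in K/BxN ST could not be decided from the deposited values.

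The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 2108, 2067, 37.0 and 1.09 normalized counts in WT K/BxN ST, 2737, 2693 and 852 in WT Control ST, 2272, 1872, 2145 and 46.3 in TASTPM K/BxN ST replicates 1 to 4, and 2.09, 3.33 and 2577 in TASTPM Control ST. Xist had 9.94, 0, 5816 and 3247 normalized counts in WT K/BxN ST, 2.81, 45.3 and 1706 in WT Control ST, 12.5, 0, 1.17 and 3980 in TASTPM K/BxN ST, and 4321, 5048 and 202 in TASTPM Control ST. The third WT Control ST library carries both Xist and Y-linked reads, and the third TASTPM Control ST library carries both to a lesser extent. Erythroid markers took 0.242% of the reads in the third WT Control ST library and at most 0.0276% in any other.

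The disease-associated microglia genes, a list chosen after the data were seen, had a mean log2 fold change of 0.30 in WT and 0.24 in TASTPM (adjusted p = 0.926 and 0.954 over 13 added set tests with limma's camera), with 11 and 10 of 21 tested genes positive.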
